# Genomewide identification of genes involved in the potato response to drought indicates functional evolutionary conservation with *Arabidopsis* plants

**DOI:** 10.1111/pbi.12800

**Published:** 2017-08-14

**Authors:** Marcin Pieczynski, Anna Wyrzykowska, Kaja Milanowska, Dominika Boguszewska‐Mankowska, Barbara Zagdanska, Wojciech Karlowski, Artur Jarmolowski, Zofia Szweykowska‐Kulinska

**Keywords:** potato drought‐responsive genes, transcriptomics, RNA‐seq, *Arabidopsis* homologues, functional confirmation of the selected gene importance to drought, *Solanum tuberosum*

## Abstract

Potato is one of the four most important food crop plants worldwide and is strongly affected by drought. The following two pairs of potato cultivars, which are related in ancestry but show different drought tolerances, were chosen for comparative gene expression studies: Gwiazda/Oberon and Tajfun/Owacja. Comparative RNA‐seq analyses of gene expression differences in the transcriptomes obtained from drought‐tolerant versus drought‐sensitive plants during water shortage conditions were performed. The 23 top‐ranking genes were selected, 22 of which are described here as novel potato drought‐responsive genes. Moreover, all but one of the potato genes selected have homologues in the *Arabidopsis* genome. Of the seven tested *A. thaliana* mutants with altered expression of the selected homologous genes, compared to the wild‐type *Arabidopsis* plants, six showed an improved tolerance to drought. These genes encode carbohydrate transporter, mitogen‐activated protein kinase kinase kinase 15 (MAPKKK15), serine carboxypeptidase‐like 19 protein (SCPL19), armadillo/beta‐catenin‐like repeat‐containing protein, high‐affinity nitrate transporter 2.7 and nonspecific lipid transfer protein type 2 (nsLPT). The evolutionary conservation of the functions of the selected genes in the plant response to drought confirms the importance of these identified potato genes in the ability of plants to cope with water shortage conditions. Knowledge regarding these gene functions can be used to generate potato cultivars that are resistant to unfavourable conditions. The approach used in this work and the obtained results allowed for the identification of new players in the plant response to drought.

## Introduction

Potato (*Solanum tuberosum* L.) is a crop plant cultivated worldwide that is of great economic importance. There are more than 4500 potato varieties in the World Catalogue of Potato Varieties 2009/10 (www.euroseeds.eu/potatoes). These potato cultivars differ in their bulking time, growth rate and sensitivity to pathogens and various abiotic stresses. Many classical and molecular studies have been performed to identify the genetic loci responsible for agricultural traits using diploid potato plants (Anithakumari *et al*., 2011, 2012; Gebhardt, 2016; Khan *et al*., 2015; Mani and Hannachi, 2015). Recently, due to the development of high‐throughput RNA sequencing techniques, which enable qualitative and quantitative global analyses of gene expression, novel approaches have been proposed to understand many physiological and agronomical traits in crop plants (Chen *et al*., 2015; Gramazio *et al*., 2016; Prince *et al.,* 2015; Shankar *et al*., 2016; Wang *et al*., 2016; Zhang *et al*., 2014a,b). This methodology enables the study of global gene expression in tetraploid plants, such as potato plants. The identification of gene expression profiles in potato cultivars that are closely related but differ in a particular trait appears to be a promising approach for understanding the mechanisms involved in plant stress tolerance regulation.

Drought is one of the main climate threats limiting crop plant production. Plants are sessile organisms that can tolerate and survive even severe drought by developing escape, avoidance and tolerance strategies that are not mutually exclusive and may act synergistically (Blum, 1996; Levitt, 1980 1980). The strategy employed by plants strongly depends on the plant species, phase of plant development, and intensity and duration of the drought progression (Pinheiro and Chaves, 2011). Potato belongs to a group of crop plants that are considered sensitive to water shortage (Hijmans, 2003; Obidiegwu *et al*., 2015). To diminish the effect of the forecasted potato harvest losses, it is crucial to identify the strategies used by potato plants to withstand long drought periods during the vegetative season. Therefore, we decided to analyse transcriptome differences in the following two selected pairs of potato cultivars: Gwiazda/Oberon and Tajfun/Owacja. The cultivars in each pair are closely related to each other but differ in their sensitivity to drought conditions (Nowacki, 2012).

In this study, by comparing closely related cultivars, we identified 23 potato genes with significantly different expression profiles during drought. From the list of homologous *Arabidopsis* genes, we selected seven genes and obtained a homozygous mutant of each gene. The *A. thaliana* mutants with altered expression of six of the seven genes tested showed a significant improvement in tolerance to drought, demonstrating the evolutionary conservation of the functions of the genes selected between potato and *Arabidopsis*. Thus, the approach applied and results obtained allowed us to identify novel important and conserved players in the plant response to drought.

## Results

### Selection of closely related potato cultivars that differ in water shortage tolerance

Previous studies on various potato cultivars led us to select four cultivars: Gwiazda, Tajfun, Oberon and Owacja, which differ in their tolerance to drought (Nowacki, 2012). In addition, they can be grouped as pairs of cultivars based on their origins as follows: Gwiazda and Oberon have one parent in common and, thus, a similar genetic background, while Tajfun and Owacja originated from the clone PS646, which is a parent of the Tajfun cultivar and a grandparent of the Owacja cultivar (Figure S1 and Data S1). The potato cultivars within each pair differ in their ability to withstand drought conditions. Figure 1 (also Figure S2) shows a comparison of the growth of the Gwiazda/Oberon and Tajfun/Owacja cultivar plants under 13 days of drought conditions and after rewatering. As expected, Gwiazda and Tajfun withstood drought better than Oberon and Owacja. A strong wilting phenotype was observed in the Oberon and Owacja cultivars by the sixth day of drought, while on the 13th day of the experiment, all cultivars suffered from the water scarcity. On the 10th day without watering, the lower leaves of the Owacja plants began to yellow intensely, while on day 13, approximately half of the Owacja leaves were yellow or dry. This finding was not observed in the plants of the other three cultivars. Rewatering allowed the plants from the three cultivars to recover completely; however, the Owacja plants were unable to fully regenerate because some of the leaves were irreversibly damaged by the drought stress (Figure 1). After 6, 9 and 13 days of drought stress, the transpirational water loss in the drought‐tolerant cultivars (Gwiazda and Tajfun) was significantly lower than that observed in the drought‐sensitive cultivars (Oberon and Owacja) (Figure 2). The higher RWC levels in the Gwiazda and Tajfun plants indicate that their drought tolerance is superior to that of the Oberon and Owacja plants. Gwiazda developed better mechanisms to reduce transpirational water loss than Tajfun. This finding is also supported by the phenotypic observations in the Gwiazda and Tajfun plants under the drought conditions (Figure 1; the 6th, 10th and 13th days of drought stress).

**Figure 1:**
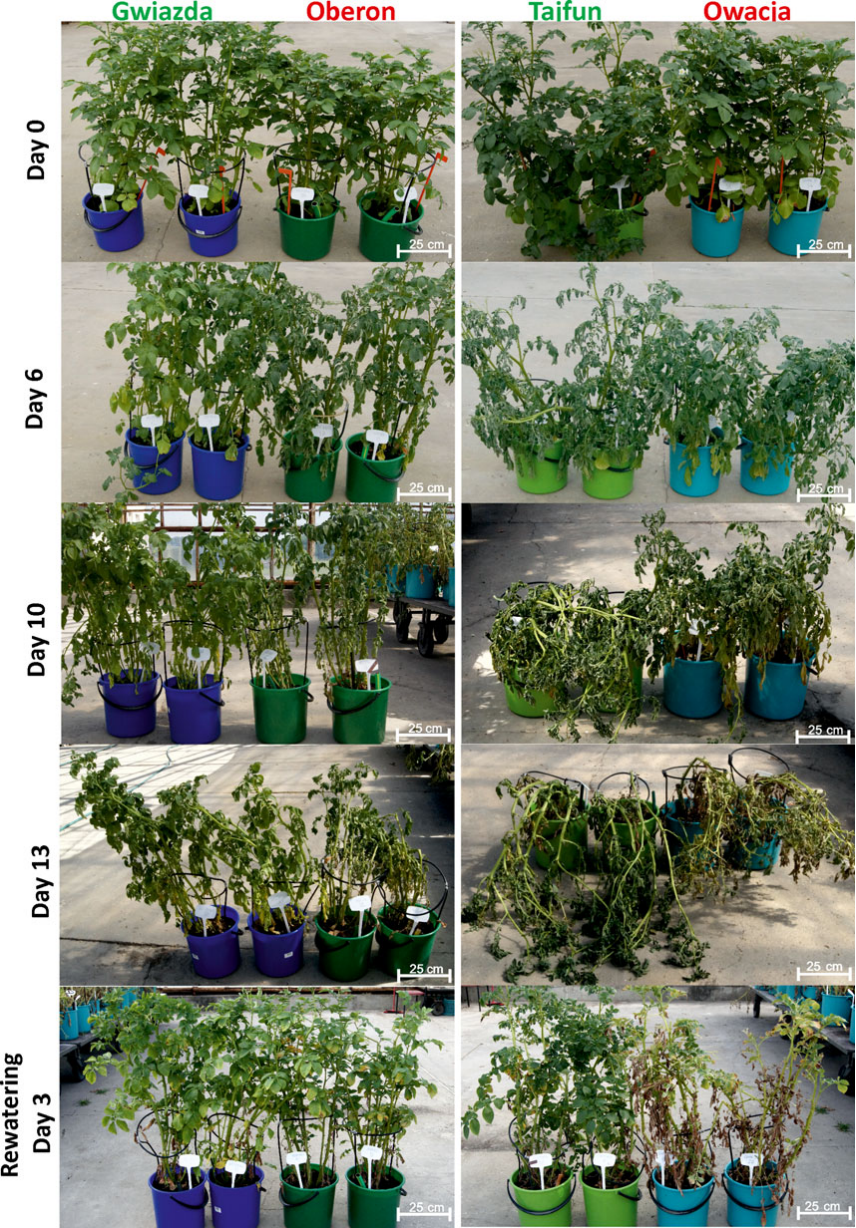
Potato cultivars Gwiazda and Tajfun show an improved tolerance to drought. Two‐month‐old well‐watered plants of the four studied cultivars were subjected to water stress. Plants before the application of water stress (upper panel) and after 6, 10 and 13 days without watering are shown (lower panels). After 13 days of drought, the plants were rewatered. The plants are shown three days after rewatering (the lowest panel).

**Figure 2:**
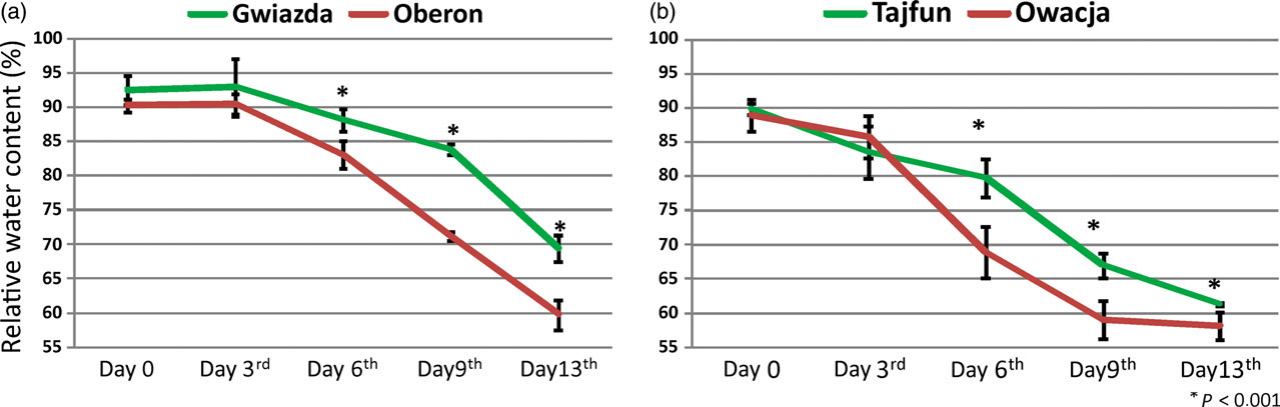
Potato plants from selected cultivars show differences in the RWC in the subsequent days of drought. RWC was measured in leaves from the four studied cultivars after drought stress: (a) cultivars Gwiazda and Oberon and (b) cultivars Tajfun and Owacja. RWC was measured on day 0, 3, 6, 9 and 13 of drought stress. The measurements taken at various drought time points are presented as a percentage of the RWC of the plant at day 0. The leaves were detached and weighed for the initial FW (fresh weight), SW (saturated weight) and DW (dry weight) values. Calculations were performed as described in the Experimental Procedures section, and values are shown as mean ± SD (*n* = 3) of three independent experiments. *P < 0.001, Mann–Whitney *U*‐test.

### Establishing water deficit conditions: Molecular monitoring during the drought experiment

The main aim of these studies was to identify new genes that are involved in the potato plant response to drought. Therefore, we searched for differentially expressed genes during a drought period in potato plants representing closely related pairs of cultivars that differ in their sensitivity to water shortage. To perform this analysis, plants of the four cultivars studied were subjected to drought three weeks after tuberization began. At this stage of development, potato plants are extremely sensitive to a lack of water (Głuska, 2004). The plants were subjected to drought, and their leaves were collected before the experiment and on the 4th, 6th, 8th, 10th, 12th and 13th days of the experiment (Figure 3a).

**Figure 3:**
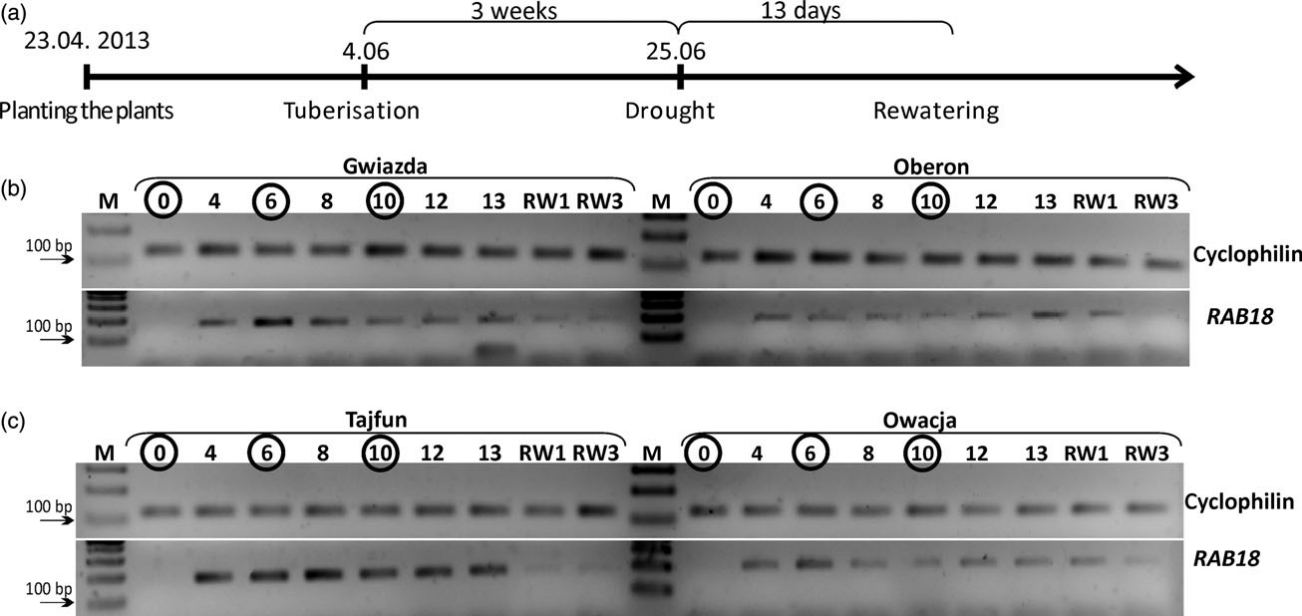
The scheme and molecular marker monitoring of the drought experiment. (a) Time course of the drought experiment. Drought was applied three weeks after the initiation of the tuberization process and was carried out for 13 days. On the 13th day, the plants were rewatered. (b and c) Expression profile of the *RAB18* gene. Gel electrophoresis of *RAB18* (PGSC0003DMG400003531) and cyclophilin (PGSC0003DMG400001630) cDNA RT‐PCR products on selected days of drought is shown. The results of the cultivar pairs Gwiazda/Oberon and Tajfun/Owacja are shown in panels b and c, respectively. The numbers above the gels indicate the subsequent days of drought; the numbers in circles show the time points when the plant RNA was isolated and subjected to the RNA‐seq analysis. RW—days after plants were rewatered; M—DNA molecular weight marker.

The induction of *RAB18* gene expression (*Responsive to ABA 18*; *PGSC0003DMG400003531*) at the mRNA level has been shown to occur in plants exposed to various abiotic stresses or exogenous ABA treatment (Hong *et al*., 2008; Lang and Palva, 1992). *RAB18* expression is strongly induced in potato leaves upon drought and dehydration stress (Pieczynski *et al*., 2013). We performed a semiquantitative RT‐PCR analysis to determine the *RAB18* gene expression during our drought experiment using RNA isolated from potato leaves derived from plants representing the four cultivars studied (Figure 3b and c). *RAB18* mRNA accumulation was detectable starting on the fourth day of water deficit in all cultivars studied. Generally, *RAB18* mRNA accumulated in the drought‐tolerant cultivars to a much higher extent than that in the drought‐sensitive cultivars (Figure 3b and c). In the Gwiazda plants, the highest level of *RAB18* expression was observed on the sixth day of drought. During the subsequent days of water deficit, the level of *RAB18* mRNA in the Gwiazda plants continuously decreased (Figure 3b). However, in the Oberon cultivar, the level of *RAB18* accumulation was relatively stable during all days of drought (Figure 3b). In the Tajfun plants, *RAB18* showed the highest expression level on days 6 and 8 and then slightly decreased and remained at the same level until the end of the drought experiment (Figure 3c). The Owacja plants exhibited the highest *RAB18* mRNA expression level on the sixth day, and then, the *RAB18* expression remained relatively stable until the last day of our drought experiment (Figure 3c).

On the first and third days after the plants were rewatered (Figure 3b and c, RW1 and RW3), a strong reduction in the *RAB18* mRNA level was observed in the drought‐tolerant cultivars (Gwiazda and Tajfun), while in the drought‐sensitive cultivars (Oberon and Owacja), the down‐regulation of *RAB18* mRNA was slower and was observed on the third day after rewatering (RW3). RT‐PCR experiments were carried out using two additional biological replicates on days 0, 6 and 10, and the results were the same as those obtained in the RT‐PCR experiment using the first biological replicate. Moreover, RT‐qPCR was performed in all time points (days 0, 4, 8, 10, 12, 13, RW1 and RW3) to confirm the semiquantitative RT‐PCR results obtained in the Gwiazda/Oberon cultivars (Figure S3). This RT‐qPCR experiment was performed using one biological replicate with three technical repeats. The results mirrored those obtained using RT‐PCR (Figures 3 and S3). The analysis of the *RAB18* mRNA level during the drought experiment allowed us to select the days of drought stress to be used for the RNA‐seq. We performed the RNA‐seq on days 0 (no *RAB18* mRNA; control conditions), 6 (the maximum level of *RAB18* mRNA expression; strong plant response to drought) and 10 (weaker *RAB18* mRNA expression; plant response to extended drought).

### Identification of differentially expressed genes during drought stress in the Gwiazda/Oberon and Tajfun/Owacja cultivars

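Leaf RNA of 4 potato cultivars was sequenced, from the drought-tolerant Gwiazda and Tajfun and the drought-sensitive Oberon and Owacja, on days 0, 6 and 10 after watering was stopped. The 36 libraries form 12 groups of 3 biological replicates, 1 group for each cultivar and day. According to the paper, the authors mapped the reads onto the potato genome with TopHat2, estimated the number of reads per transcript with Flux Capacitor and compared a pair of groups at a time with DESeq, a negative binomial test. The authors deposited 18 tables, each of them for 1 such comparison: days 0, 6 and 10 against each other within a cultivar, and the drought-tolerant against the drought-sensitive cultivar of a pair on each day. Each of the authors' deposited tables lists 25289 genes with the mean number of normalized reads in both groups, their ratio and its log2, a p-value and a p-value adjusted by the Benjamini-Hochberg method. Between 23215 and 24088 genes had a p-value in the authors' deposited tables. The tables hold group means and no value per library, so no SD between replicates is given beside the authors' means. Where an error is given, it is the standard error that turns the log2 ratio into the authors' p under a normal statistic. For genes with a p above 0.9, which gives no usable error, the median error of the genes nearest in mean was taken. The change of a cultivar difference between days was tested with these errors, because the tables of days 0, 6 and 10 share no library. Tests run on simulated data with 200 genes changed by 2 on the log2 scale selected 95.5% of them among 13834 genes with the day 0 means of Gwiazda. With the day 0 means of Tajfun they selected 94.0% among 13950 genes. The simulated genes had means above 100 reads and a set spread between libraries in place of the real one. These shares are therefore not the power in the real data. RAB18 (PGSC0003DMG400003531), the drought marker by which the paper chose the days, rose from day 0 to 6 in every cultivar, and its mean was lower on day 10 than on day 6. In the authors' deposited tables of days 6 and 10 this fall had the authors' p = 0.153 in Gwiazda, 0.0160 in Oberon (adjusted p = 0.211), 0.276 in Tajfun and 0.111 in Owacja, and none was past an adjusted p of 0.05. The levels come from tables of day 0 against day 6 or day 10 that were normalized separately. The authors' means in their deposited tables went from 86.6 normalized reads on day 0 to 2094 on day 6 and 1029.8 on day 10 in Gwiazda, and from 57.4 to 1935 and 861 in Oberon. For Tajfun the authors' deposited tables list 131, 4357 and 3365 reads on days 0, 6 and 10, and for Owacja 62.2, 3513 and 1395. The p of the authors' deposited tables for the change from day 0 ranged from 3.4e-34 in Tajfun to 7.3e-05 in Gwiazda on day 6, and from 9.3e-36 in Tajfun to 2.1e-12 in Oberon on day 10. Between the cultivars of a pair RAB18 differed on day 10 in Tajfun and Owacja, with a log2 ratio of 1.14 in the authors' deposited table (the authors' p = 7.1e-05), and on no other day at a p below 0.05.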

Total RNA was isolated from plants leaves before being subjected to the drought conditions and on the 6th and 10th days of the experiment. Differential analyses of the whole transcriptome sequencing data obtained were carried out by comparing the expression levels of the same transcripts in the Gwiazda/Oberon and Tajfun/Owacja pairs. 

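The authors normalized each of the 18 tables separately, so the mean of a group is not the same in the 3 tables it appears in. For genes above 100 normalized reads, the highest of a group's 3 means was a median of 1.02 times the lowest in Oberon on day 6 and 1.16 times the lowest in Owacja on day 10, the ends of the range over the 12 groups. Ratios were therefore taken within a table, and levels set side by side across tables carry this difference. The mean over both groups lay midway between the 2 group means in 15 of the authors' deposited tables, as it does when both groups have the same number of libraries. In the 3 tables that contain Oberon on day 10 the other group had a weight of 0.6, the weight that 3 libraries have against 2, while the paper gives 3 replicates for every group. The spread between replicates was largest in the tables that contain Oberon on day 6. For genes with means above 1000 reads and below 10 times that level, the median standard error of the log2 ratio was 0.391 for Gwiazda against Oberon on day 6, 0.387 for Oberon between days 0 and 6 and 0.481 for Oberon between days 6 and 10. It lay between 0.216 and 0.323 in all other tables.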

Normalized reads for all splicing isoforms found for a particular transcript were summed and treated as the final expression of a particular gene as described in detail in the Experimental Procedures section.

Table S2 presents the number of clean and mapped reads obtained for all RNA libraries sequenced, the distribution and percentage of RNA‐seq reads mapped onto genomic loci, and the number and percentage of reads mapped onto multiple loci for the two pairs of drought‐tolerant and drought‐sensitive cultivars under control (day 0) and drought conditions (days 6 and 10). 

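The paper lists each library in Table S4, where the median library has 41217718 clean reads and 32776642 mapped reads, with 28804012 mapped reads in the lowest and 34291602 in the highest. Recomputed from the paper's read numbers, the median share of mapped reads was 79.7%. The share at more than 1 locus had a median of 6.31%, and its highest value came from a single library, the second replicate of Gwiazda on day 6, with 19.8%. The next highest library had 10.3%. Summed over all genes, the authors' means in the deposited tables came to between 34212707 and 44685621 normalized reads per group. The totals of the 2 groups of a table were within 1.07-fold of each other in Gwiazda and Oberon and in each comparison between cultivars. In Tajfun and Owacja day 0 had the higher total, by 1.24-fold against day 6 and day 10 in Tajfun, and by 1.31-fold against day 6 and 1.21-fold against day 10 in Owacja.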

After the sequencing and removing the low‐quality reads, the total number of reads that varied between the samples ranged from 39 to 43 million. The obtained reads were mapped onto the reference *S. tuberosum* group Phureja potato genome. Depending on the RNA library, the percentage of reads that mapped onto the potato genome varied from 67.9 to 83.8. The percentage of reads that mapped onto a single position within the genome varied from 80.2 to 94.8, while the percentage of reads that mapped onto more than one locus varied from 5.2 to 19.8.

To select the differentially expressed genes upon drought conditions in both pairs of drought‐tolerant/drought‐sensitive cultivars, we designed a pipeline that allowed us to limit the number of genes selected to the best candidate genes. First, of the differentially expressed genes in the pairs of cultivars studied, only those that exhibited the same level of expression on day 0 in either the Gwiazda/Oberon or Tajfun/Owacja cultivars (the differences in the expression of these genes were statistically insignificant) were selected for further study (Figure S4A, B; horizontal two‐headed arrows on day 0). 

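On day 0, 20955 genes had a p above 0.05 between Gwiazda and Oberon in the authors' deposited table, 2800 had a p below it and 1534 had none. Between Tajfun and Owacja these numbers were 20496, 3302 and 1491 in the authors' deposited table. Genes without a p were not counted as equal. A p above 0.05 did not exclude a difference in the means. Of the genes with such a p and a mean above 100 reads in either cultivar, 296 of 12263 were 2-fold or more apart on day 0 in Gwiazda and Oberon (2.41%), and 182 of 11806 in Tajfun and Owacja (1.54%).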

Then, from this selected starting pool of genes, only the genes that displayed statistically significant differences in their expression pattern between days 0 and 6 or days 0 and 10, independently in each drought‐tolerant cultivar (Gwiazda or Tajfun) (Figure S4A, B; vertical arrows), passed the filtering step. 

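The legend of Figure S4 requires the drought-tolerant cultivar to differ from day 0 on day 6 and on day 10, and this form was used. In Gwiazda 5343 genes had a p below 0.05 for day 6 and 9019 for day 10 in the authors' deposited tables, and 4126 had it on both days. Of these 4126 genes, 1449 rose on both days, 2589 fell on both and 88 moved in opposite directions, and 3298 were in the pool of genes equal to Oberon on day 0. In Tajfun 8289 genes changed by day 6 and 8850 by day 10 at the same threshold in the authors' deposited tables, 5893 of them on both days. Here 2323 genes rose on both days, 3478 fell and 92 moved in opposite directions, and 4700 were equal to Owacja on day 0. Genes called in both cultivars of a pair were counted as well. At an adjusted p below 0.05 in the authors' deposited tables, 2082 of the 3339 genes that rose by day 10 in Gwiazda also rose in Oberon (62.4%) and 2373 of 3949 fell in both (60.1%). In Tajfun 2084 of 2903 genes that rose by day 10 also rose in Owacja (71.8%), and 3193 of 4178 fell in both (76.4%). Genes called in both cultivars with opposite directions on day 10 numbered 3 in Gwiazda and Oberon and 34 in Tajfun and Owacja.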

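Gwiazda and Oberon differed at a p below 0.05 in 2334 genes on day 6 and 2621 genes on day 10 of the authors' deposited tables, and in 1026 genes on both days. In 1012 of the 1026 genes the same cultivar was higher on both days. On day 0, 594 of the 1026 also had a p below 0.05, and 417 had a p above it. Tajfun and Owacja differed in 4493 genes on day 6 and 5876 on day 10 of the authors' deposited tables, and in 2384 on both days, with the same cultivar higher in 2288 of them. Of the 2384 genes, 1029 differed on day 0 as well and 1334 had a day 0 p above 0.05.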

In parallel, the selected genes had to display statistically significant differences between the drought‐tolerant and drought‐sensitive cultivars on any given day of drought (Figure S4A, B; horizontal two‐headed arrows on days 6 and 10). These analyses resulted in the selection of genes that significantly differed in their expression levels under drought conditions. 

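All steps of the rule were applied together to the authors' p-values and means, with a mean above 100 reads required in the drought-tolerant cultivar, on day 10 for genes that rose and on day 0 for genes that fell. This gave 67 genes that rose and 68 that fell in Gwiazda, and 261 that rose and 199 that fell in Tajfun, 595 entries in all. The rule sets the direction of the response in the drought-tolerant cultivar and leaves open which cultivar is higher under drought. Of the 67 genes that rose in Gwiazda, 48 were higher in Gwiazda than in Oberon on days 6 and 10, 16 were lower on both days and 3 changed sides. Of the 68 that fell, 64 were lower in Gwiazda, 3 higher and 1 changed sides. In Tajfun and Owacja 161 of the 261 genes that rose were higher in Tajfun on both days, 85 were lower and 15 changed sides. Among the 199 that fell, 119 were lower in Tajfun, 63 higher and 17 changed sides. The counts moved most when a p below 0.05 on day 6 or on day 10 was enough at each step, to 587 genes that rose and 728 that fell in Gwiazda, and 1562 and 1434 in Tajfun. The paper names no adjustment of p for the number of genes. With the authors' adjusted p below 0.05 in place of p at every step, including the step that calls genes equal on day 0, the rule gave 8 and 13 genes in Gwiazda and Oberon, and 105 and 71 in Tajfun and Owacja. Of these, 5 and 6 genes and 79 and 53 genes are in the lists above.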

In the Gwiazda/Oberon comparison, 134 genes were selected (66 genes were up‐regulated, and 68 genes were down‐regulated in the Gwiazda versus Oberon cultivars), and in the Tajfun/Owacja comparison, 460 genes were selected (261 genes were up‐regulated, and 199 genes were down‐regulated in the Tajfun versus Owacja cultivars) (Figure S5A).

We also selected genes that exhibited a low fold change (0.8 < fold change < 1.2) in their expression patterns during the time course of our drought experiment in plants representing all four cultivars (Figure S4C). 

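Genes were taken as stable when the ratio of the authors' means lay between 0.8 and 1.2 in 14 comparisons, which are days 6 and 10 against day 0 in each cultivar and the 2 cultivars of each pair on each day, and when the day 0 mean was above 100 reads in every cultivar. The ratios between cultivars were taken as deposited, Oberon over Gwiazda and Tajfun over Owacja. This rule gave 16 genes, among them every gene of Figure S6. Over the genes of Figure S6, the ratios in the authors' deposited tables ran from 0.804 to 1.19 and the day 0 means from 319 to 4617 reads. The narrowest range belonged to EMB2756 (PGSC0003DMG400016885), at 0.863 to 1.06 in the authors' deposited tables. PGSC0003DMG400027427 (Fibronectin type III) had the widest, from 0.804 on day 6 to 1.19 on day 10 in Tajfun. The count depended on the bounds, since 871 genes passed with ratios between 0.67 and 1.5 and 10 genes with a minimum of 1000 reads. It also depended on the direction of the ratios, a choice examined only after the data were seen. With all ratios between cultivars taken as drought-tolerant over drought-sensitive, 15 genes passed, among them 6 of the 8 genes of Figure S6. The other two lay above the bounds in Gwiazda over Oberon on day 6, the Fibronectin type III gene at 1.23 and the TFIIB gene (PGSC0003DMG400014907) at 1.21, from the means of the authors' deposited table. The narrowest and the widest range stayed with the same genes. Cyclophilin (PGSC0003DMG400001630), which the paper used as the control of its RT-PCR experiments, was outside the bounds in 7 of the 14 comparisons. Its mean in the authors' deposited tables rose from 18428 to 43767 reads between days 0 and 10 in Gwiazda (the authors' p = 1.1e-04) and from 15452 to 35303 in Oberon (the authors' p = 2.5e-05). In Owacja it fell by 0.76 on the log2 scale from day 0 to 6 in the authors' deposited table (the authors' p = 0.0386, adjusted p = 0.128), and in Tajfun it fell by 0.16 by day 6 and by 0.03 by day 10, within its standard error. The means of days 0 and 10 in the authors' deposited tables were 63685 and 62576 reads in Tajfun and 56280 and 48485 in Owacja.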

We identified eight genes with stable expression under the control and drought conditions. These genes represent a pool of genes that can potentially serve as gene expression controls in drought experiments. The stable expression of these genes was confirmed by RT‐PCR (Figure S6).

The genes that showed statistically significant changes in their expression levels in the drought‐tolerant versus drought‐sensitive cultivars were subjected to further selection steps. 

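Within each list the selected gene with the largest log2 ratio between the cultivars, averaged over days 6 and 10, was taken, among genes with a mean above 0 in all groups. In Gwiazda the gene that rose was PGSC0003DMG400016032, with a mean log2 ratio to Oberon of 3.79. The authors' deposited tables list it at 2.52 normalized reads on day 0, 59.5 on day 6 and 279 on day 10 in Gwiazda, and at 4.24, 14.1 and 5.70 in Oberon. The cultivars differed with the authors' p = 0.0475 on day 6 and the authors' p = 4.4e-04 on day 10, and the first of these did not pass adjustment (the authors' adjusted p = 0.491). PGSC0003DMG400016493 fell in Gwiazda from 310.2 to 9.68 and 3.23 reads in the authors' deposited tables, while Oberon had 339, 470.3 and 71.6, a mean log2 ratio of -5.10 (the authors' p = 2.8e-04 on day 6 and 0.00329 on day 10). Its difference on day 10 did not pass adjustment at 0.05. In the list of genes that rose in Tajfun, PGSC0003DMG400010498 led with a mean log2 ratio of 3.36. Its authors' means went from 3.61 to 80.7 and 839 reads in Tajfun and from 1.88 to 7.48 and 74.0 in Owacja, and the authors' p was 3.5e-07 on day 6 and 3.3e-07 on day 10. The largest ratio in the list of genes that fell in Tajfun had the opposite sign. PGSC0003DMG400002420 fell from 446 to 35.5 and 25.1 reads in Tajfun and from 234 to 4.04 and 1.69 in Owacja in the authors' deposited tables, so that Tajfun stayed higher, with a mean log2 ratio of 3.40 after 0.78 on day 0 (the authors' p = 0.00128 on day 6 and 0.0168 on day 10). For this gene too the difference on day 10 did not pass adjustment at 0.05.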

The second round of filtering consisted of the selection of those genes showing the highest differences in their expression profiles obtained in the RNA‐seq data during the time course of the drought experiment (days 6 and 10). 

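Of the 594 genes that the paper lists with their normalized reads in Table S1, 153 could be read here, 10 of them for Gwiazda and Oberon and the rest for Tajfun and Owacja, and no test was run on this part. The paper heads the columns as normalized RPM, reads relative to the library total, but every one of the 908 means outside Oberon on day 10 equalled, within 0.05, a whole number divided by 3. By chance 30.0% would if all were printed with decimals, but some large means are printed as whole numbers and match by rounding. A mean of 3 whole read numbers has this form. The paper's means were a median of 0.928 to 1.16 times those of the deposited tables of day 0 against days 6 and 10, depending on the group. The paper's SD was a median of 14.7% of its mean in Oberon on day 10 and 38.0% in Oberon on day 6, the lowest and the highest of the 12 groups. These Oberon values rest on 10 genes and those of Tajfun and Owacja on the 143 genes read for that pair. The lowest value was close to the 14.8% of Owacja and of Tajfun on day 6. For the nitrate transporter gene (PGSC0003DMG400006913), the paper's mean and SD were 1040 and 300.75 in Tajfun on day 0 and 346 and 60.53 on day 6, where the deposited table of these days has 1143 and 308. In Owacja the paper's mean and SD were 1402 and 271.91 on day 0 and 2497.3 and 115.11 on day 6, beside 1588 and 2149 in the deposited table.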

The comparison of the normalized number of reads for transcripts derived from all genes identified in the first round of selection (594 genes) during the time course of the drought experiment is presented in Table S3. In addition to this tabular data presentation, the expression profile of each gene is shown in a separate chart containing the normalized number of reads from the RNA‐seq data for the Gwiazda/Oberon or Tajfun/Owacja pair of cultivars (Tables S1, S3).

Of the 33 drought‐related genes obtained in second round of selection for Gwiazda/Oberon, the expression profiles of 18 genes were up‐regulated, while the expression profiles of 15 genes were down‐regulated in the comparison of the Gwiazda and Oberon cultivars (Figure S4A). In the Tajfun/Owacja cultivars (53 selected genes in second round), the expression profiles of 28 genes were up‐regulated, and 25 genes were down‐regulated when the Tajfun cultivar was compared to the Owacja cultivar (Figure S5A). All genes from the second round of selection were further assessed by confirming the gene expression profile differences in each gene in the drought‐tolerant versus drought‐sensitive cultivars using RT‐PCR (third round of selection). Only genes showing consistency in their expression profiles between the RNA‐seq and RT‐PCR results were used for further analysis.

The third selection stage allowed us to reduce the number of selected genes to the nine top‐ranking genes in the Gwiazda/Oberon pair and 15 genes in the Tajfun/Owacja pair (Figure S5A). 

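The genes of Figure S5B make 24 combinations of a gene and a pair of cultivars, 9 in Gwiazda and Oberon and 15 in Tajfun and Owacja. All 24 met the first-round rule when it was applied again to the authors' p-values and means. In each of them the cultivar that the paper gives as higher was higher on days 6 and 10. With adjusted p-values at every step the rule kept 14 of the 24, 2 in Gwiazda and Oberon and 12 in Tajfun and Owacja. The 2 cultivars differed at an adjusted p below 0.05 in 16 combinations on day 6 and in 21 on day 10. On day 0 the same cultivar was already higher in 16 of the 24, and in 5 of these 16 the means were 2-fold or more apart. Whether the difference between the cultivars changed from day 0 was tested directly in 22 combinations. In the other two, the alcohol dehydrogenase gene and the adenylyl cyclase-associated protein gene in Gwiazda and Oberon, a group is listed at 0. After Benjamini-Hochberg adjustment over these 44 tests of genes and days, the change was past 0.05 on day 6 in 9 combinations, on day 10 in 12 and on both days in 8, which were 1 in Gwiazda and Oberon and 7 in Tajfun and Owacja. The paper picked these genes from the same libraries for a p above 0.05 on day 0 and below it under drought. That choice favours a change, and the adjustment does not correct for it. The drought-tolerant cultivar had the larger response on both days in 5 of the 9 combinations of Gwiazda and Oberon and in 14 of the 15 of Tajfun and Owacja.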

The expression profiles of six genes were up‐regulated, while the expression profiles of three genes were down‐regulated when the Gwiazda plants were compared to the Oberon plants, and the expression of nine genes was up‐regulated, while the expression of six genes was down‐regulated when the Tajfun plants were compared to the Owacja plants (Figure S5A). Notably, one of the selected genes (*PGSC0003DMG400014293*) was up‐regulated by drought in both drought‐tolerant cultivars (Gwiazda and Tajfun), and thus, the overall number of selected genes was 23 (the accession numbers of these genes are presented in Fig. S5B). 

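In the first-round selections made again from the authors' p-values, this gene, which encodes CAP160, was 1 of 7 genes that rose in both Gwiazda and Tajfun. A further 5 genes fell in both, and none was in lists of opposite directions. Among the 20755 genes with a p in every table, 0.774 shared genes that rose and 0.629 that fell would be found by chance (Fisher's exact test, one-sided, p = 1.2e-05 and 4.2e-04). When the background was limited to genes that respond to drought in both drought-tolerant cultivars and are equal on day 0 in both pairs, 4.27 and 2.97 genes would be shared by chance (Fisher's exact test, one-sided, p = 0.119 and 0.167). Genes are not independent replicates, so these values describe the lists. With adjusted p-values at every step, 1 gene that rose and 0 that fell were shared. The log2 ratio of CAP160 between Gwiazda and Oberon was 1.80 on day 6 (the authors' p = 3.3e-04) and 1.48 on day 10 (the authors' p = 2.1e-07) in the authors' deposited tables. On day 0 it was 2.85, from authors' means of 178 and 24.7 reads, with the authors' p = 0.0856. Between Tajfun and Owacja the authors' deposited tables give a log2 ratio of 0.91 on day 0 (the authors' p = 0.259), 0.61 on day 6 (the authors' p = 0.00193) and 1.43 on day 10 (the authors' p = 5.4e-07).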

The results of the third round of selection are shown in Figure S7. RT‐PCRs were carried out to test the expression profiles of the 23 selected genes in three biological replicates. The RNA‐seq data and RT‐PCR results of seven potato genes (two in Gwiazda/Oberon and five in Tajfun/Owacja) displaying the highest differences in gene expression during the water shortage conditions in the drought‐tolerant and drought‐sensitive cultivars are shown in Figure 4, and the expression data of the remaining 17 genes are shown in Figure S7.

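Among the genes of Figure 4, the lipid transfer protein gene (PGSC0003DMG400005731) had a log2 ratio of Tajfun to Owacja of 0.56 on day 0, 2.32 on day 6 and 2.13 on day 10 in the authors' deposited tables, with standard errors of 0.34, 0.32 and 0.30. It rose in Tajfun, by 1.68 on the log2 scale by day 6 (the authors' p = 5.2e-09), and was level in Owacja (the authors' p = 0.961). The organic cation transporter gene (PGSC0003DMG400019233) went from -0.20 on day 0 to 1.38 and 2.62 in the authors' deposited tables. The nitrate transporter gene fell by 1.89 in Tajfun by day 6 (the authors' p = 3.0e-06) and rose by 0.44 in Owacja, a change with a p above 0.05 in the authors' deposited table (the authors' p = 0.148). Its log2 ratio of Tajfun to Owacja was -0.55 on day 0, -2.87 on day 6 and -3.02 on day 10 in the authors' deposited tables. For the serine carboxypeptidase-like 19 gene (PGSC0003DMG400008018) the ratio was 0.11, -0.86 and -2.72, and for the armadillo/beta-catenin-like gene (PGSC0003DMG400023602) -0.18, -1.01 and -2.75. The change of the ratio from day 0 to 10 was past an adjusted p of 0.05 in each of these Tajfun and Owacja genes, the largest adjusted value, 0.00242, belonging to the organic cation transporter (normal test on the standard errors drawn from the authors' p, adjusted over 44 tests). On day 6 the organic cation transporter and the armadillo/beta-catenin-like gene were not past it. All genes of Figure 4 were picked by the paper from these same libraries, which favours a change in this test. In Gwiazda and Oberon the phosphoglycerate mutase gene (PGSC0003DMG400020629) fell in Gwiazda from 143 to 16.8 reads by day 10 and was level in Oberon at 107 and 109 in the authors' deposited tables. Its log2 ratio went from 0.32 to -2.13 and -2.76, a change past the threshold on both days. The MAPKKK gene (PGSC0003DMG400015019) rose in both cultivars, from 16.4 to 255 reads in Gwiazda and from 10.8 to 98.1 in Oberon by day 10 in the authors' deposited tables. Its ratio of 0.49, 1.11 and 1.33 had a standard error of 2.20 on day 0, and its change was not past the threshold on either day.

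**Figure D1:**
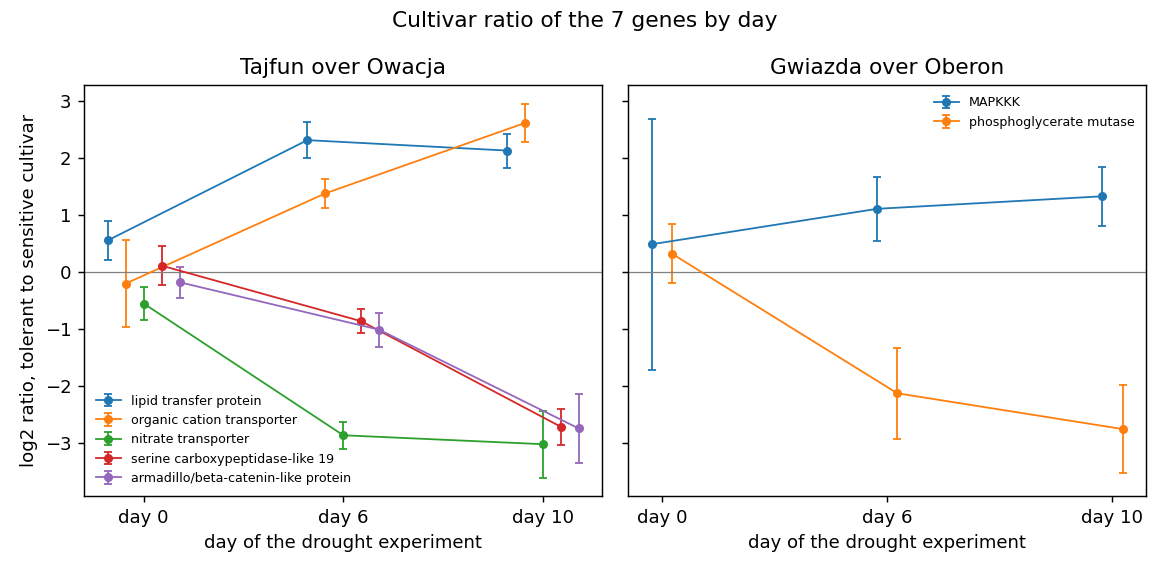
The log2 ratio of the drought-tolerant to the drought-sensitive cultivar on days 0, 6 and 10 for the genes of Figure 4, calculated from the authors' means, where 0 is an equal level in both cultivars. Bars are the standard error drawn from the authors' p, 1 on either side of the point, and on day 10 the ratios range from -3.02 for the nitrate transporter gene to 2.62 for the organic cation transporter gene.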

**Figure 4:**
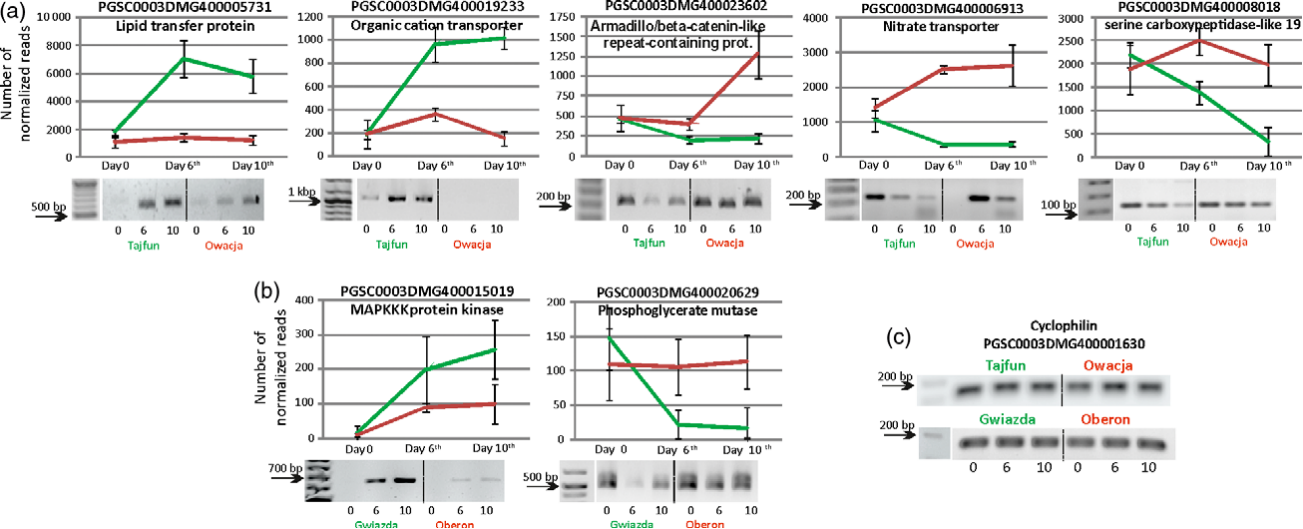
Seven selected potato genes showing the highest differences in gene expression between the studied cultivars during the drought experiment. Above each graph, the accession number of a given gene and its function are displayed. (a) Graphs showing the normalized number of reads for genes from Tajfun/Owacja cultivars (green/red lines) and (b) Gwiazda/Oberon cultivars (green/red lines). Values are shown as mean ± SD (*n* = 3), *P* < 0.05, of three independent RNA‐seq experiments. Statistical methods for the differential gene expression analysis are described in the Experimental Procedures section. The homologues of these genes were further studied in *Arabidopsis* plants. Gel electrophoresis analyses of the RT‐PCR products for all seven genes are presented below each graph, confirming the RNA‐seq results. (c) Gel electrophoresis of the stably expressed cyclophilin gene during the drought experiment in all cultivars studied. The numbers at the bottom of each gel indicate the days of the drought experiment.

### *A. thaliana* genes homologous to the selected drought‐related potato genes also affect the *Arabidopsis* response to water deficit conditions

Twenty‐two *A. thaliana* genes that are homologous to the best potato drought‐related candidate genes were identified (one potato gene—*PGSC0003DMG400024093*—has no homologue in the *Arabidopsis* genome; Figure 5a). Of these 22 genes, seven arbitrarily chosen *Arabidopsis* homozygous mutants were obtained from the SALK and GABI‐Kat mutant collections. These mutants were genotyped to confirm that they were homozygous lines (Alonso *et al*., 2003 **;** Kleinboelting *et al*., 2012). The RT‐PCR analyses revealed that in the case of three genes, T‐DNA insertions resulted in the complete abolishment of gene expression (*AT5G14570*, A*T1G22170* and *AT5G09640*). A down‐regulation of gene expression was observed only in one mutant (*AT3G18280*), and in the case of the other three genes, T‐DNA insertions resulted in the up‐regulation of the expression of each gene analysed (*AT3G20660*, *AT4G16490* and *AT5G55090*) (Figure 5b).

**Figure 5:**
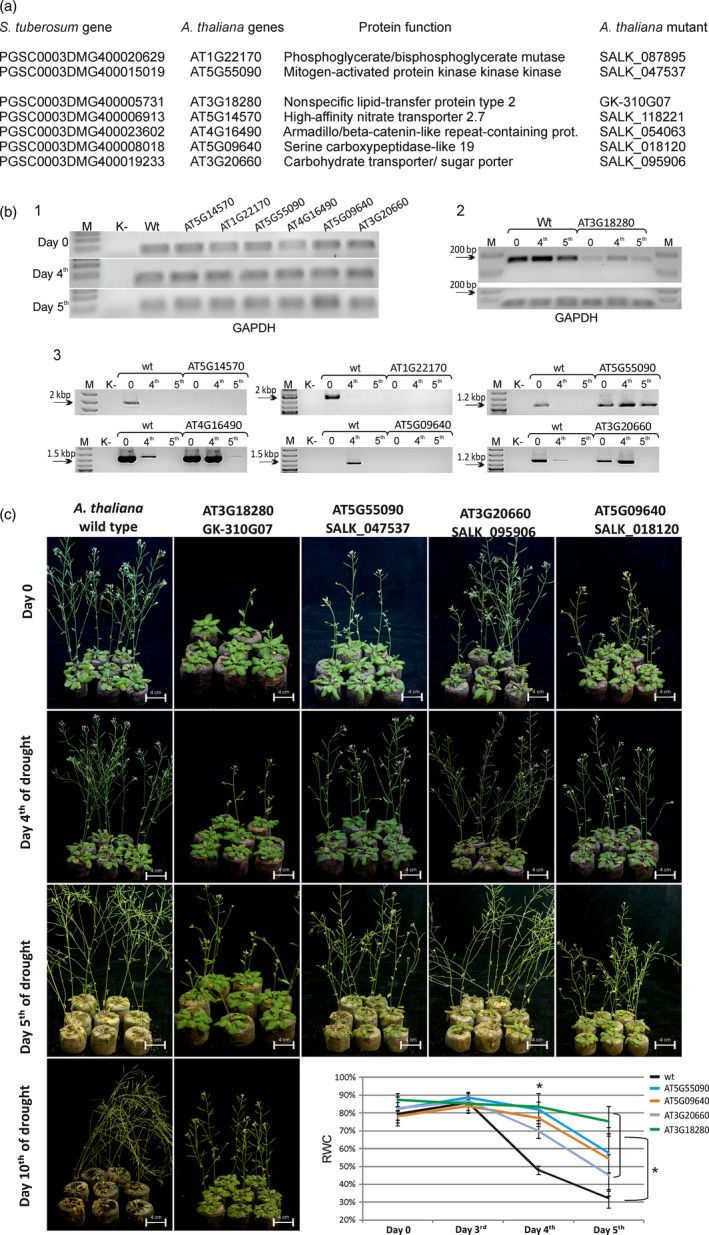
Analysis of *Arabidopsis* mutant plants with altered expression of genes homologous to the selected drought‐related potato genes. (a) Accession numbers of the seven top‐ranking drought‐related potato genes (left column) and the accession numbers and protein functions of their *Arabidopsis* homologues (middle columns) were obtained from the Spud DB and TAIR database (Hirsch *et al*., 2014; Huala *et al*., 2001). The right column presents the accession numbers of the selected *Arabidopsis* SALK or GABI‐Kat mutants of each gene (Alonso *et al*., 2003; Kleinboelting *et al*., 2012). (b) RT‐PCR analysis of the expression of selected *Arabidopsis* genes under control (day 0) and drought conditions (days 4 and 5). (1) Gel electrophoresis of the RT‐PCR products of the *GAPDH* gene in wild‐type and selected *Arabidopsis* SALK line plants on days 0, 4 and 5 of the drought experiment; (2 and 3) gel electrophoresis of the RT‐PCR products of selected *Arabidopsis* genes in wild‐type and mutant plants grown under control and drought conditions, respectively. SALK accession numbers are presented above each electrophoretic line. M—DNA marker; K—RT‐PCR nontemplate control; wt—wild‐type plant. (c) *Arabidopsis* plants subjected to water deficit stress. Plants are shown on days 0, 4, 5 and 10 of the drought experiment. Only wild‐type and four mutant plants are shown (the other three are presented in Fig. S8). Lower bottom right panel of (c)—RWC analysis in the leaves of wild‐type and selected mutant *Arabidopsis* plants. Mutant plants show higher water content than wild‐type plants. RWC was measured 0, 4 and 5 days after the introduction of drought stress. Values are shown as mean ± SD (*n* = 3) of three independent experiments. *P < 0.001, Mann–Whitney *U*‐test.

Four‐week‐old *Arabidopsis* wild‐type and mutant plants were subjected to drought, which was continued until plant death (up to 10 days). Comparative RT‐PCR analyses of the gene expression in wild‐type and mutant plants under drought conditions showed that in the null mutants analysed, there was no expression of the genes tested (*AT5G14570*, A*T1G22170* and *AT5G09640*), although the expression was detectable in the wild‐type plants (Figure 5b). Interestingly, the expression in the control wild‐type plants was detectable only on day 0 in the case of two genes (*AT5G14570* and *AT1G22170*), but during drought stress, the expression was abolished, while in the case of the *AT5G09640* gene, its expression was observed only on day 4 of drought stress. In the case of the *AT3G18280* gene, we observed a slight up‐regulation of its expression in the wild‐type plants upon drought, and in the SALK mutant of this gene, the expression was also up‐regulated, although at a much lower level than that in the wild‐type plants (Figure 5B). The expression of the *AT3G20660*, *AT4G16490* and *AT5G55090* genes was strongly down‐regulated by drought in the wild‐type plants, while in the mutant plants, up‐regulated gene expression was observed, although for the *AT4G16490* and *AT3G20660* genes, there was no detectable expression on the fifth day of drought (Figure 5B). Compared with the wild‐type plants, all mutant plants, except for one (*AT1G22170*), showed an improved tolerance to drought starting on day 4 of drought; additionally, the wild‐type plants presented a strong wilting phenotype on the same day (Figures 5C and S8B). In almost all mutant plants, the wilting phenotype was visible on the fifth day of the stress conditions; however, in the case of the *AT3G18280* gene mutant, the plants still showed a strong resistance to the lack of water on the 10th day of the stress experiment.

The best drought‐tolerant *Arabidopsis* mutant plants are shown in Figure 5C, while the remaining three mutants are presented in (Figure S8). The drought‐tolerant phenotypic observations of the *Arabidopsis* mutants were confirmed by the RWC measurements. Figure 5C (the bottom right panel) and Figure S8C indicate a strong transpirational water loss reduction in six of the seven *Arabidopsis* mutants tested compared to that in the wild‐type *Arabidopsis* plants. The *AT1G22170* mutant exhibited higher RWC values than the wild‐type plants on the fourth day of drought; however, on the fifth day of drought stress, the leaf RWC in the mutant was the same as that in the wild‐type plants.

These experiments demonstrated that the selected genes exhibit evolutionary conservation in their functions in the plant response to drought, at least in potato and *Arabidopsis* plants.

## Discussion

### Comparative transcriptomic studies identified novel genes involved in the potato response to drought

Next‐generation sequencing (NGS) of transcriptomes provides a useful tool for exploring differential gene expression between closely related plant species, cultivars or even individuals to identify genes that are responsive to different environmental stresses (Prince *et al.,* 2015; Chen *et al*., 2015; Wang *et al*., 2016; Gramazio *et al*., 2016; Shankar *et al*., 2016). The studies presented herein provide in‐depth insight into the responses of potato plants of closely related cultivars with contrasting tolerances to drought stress during tuberization. A large number of genes were found to be differentially expressed in the cultivars studied. This number was higher in the Tajfun/Owacja pair than in the Gwiazda/Oberon pair. 

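At an adjusted p below 0.05 in the authors' deposited tables, 915 genes differed between Gwiazda and Oberon on day 0, 586 on day 6 and 843 on day 10. Between Tajfun and Owacja the authors' deposited tables give 1203, 2213 and 3209. The number in Tajfun and Owacja was thus 1.31 times that in Gwiazda and Oberon before drought, 3.78 times on day 6 and 3.81 times on day 10. On day 10 the authors' deposited tables give 370 genes higher in Gwiazda and 473 in Oberon, and 1426 higher in Tajfun and 1783 in Owacja. Leaving out the adjustment moved the counts most, and without it Tajfun and Owacja had 1.18 times the count of Gwiazda and Oberon on day 0, 1.93 times on day 6 and 2.24 times on day 10. On day 6 an adjusted p below 0.01 left 324 genes in Gwiazda and Oberon and 1418 in Tajfun and Owacja. Within a cultivar, the authors' deposited tables give 3341 genes changed between days 0 and 6 in Gwiazda, 2480 in Oberon, 6411 in Tajfun and 5593 in Owacja. Between days 0 and 10 the authors' calls numbered 7288, 5539, 7081 and 8647 in the same order.

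**Figure D2:**
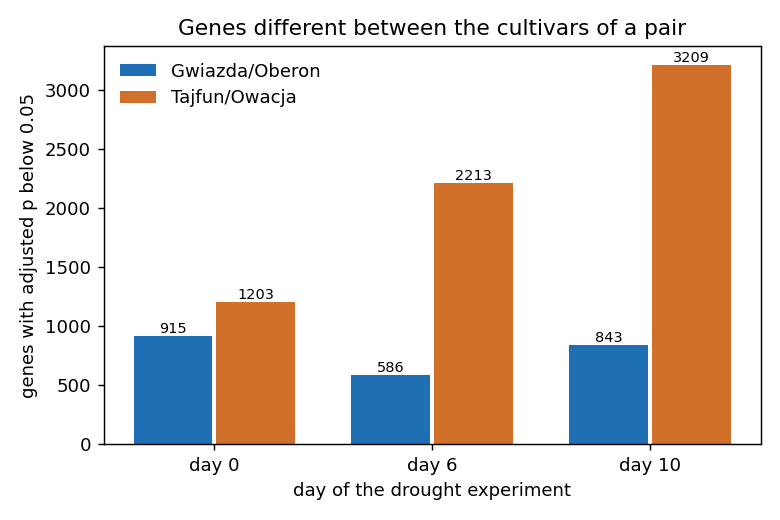
Number of genes with an adjusted p below 0.05 in the authors' deposited tables between the cultivars of each pair, by day of the drought experiment. Tajfun and Owacja have the higher bar on each day, with 3209 genes against 843 on day 10.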

We cannot exclude the possibility that this difference is due to the more distant relationship between Tajfun and Owacja than that between the Gwiazda and Oberon cultivars, resulting in a higher variability of allele content (see Figure S1).

We limited the number of compared genes to those related to water shortage conditions by selecting only those genes that displayed a similar level of expression on day 0 and for which the induction or down‐regulation of gene expression was observed in the drought‐tolerant cultivar compared to the level in the drought‐sensitive cultivar within a given pair on days 6 and 10. This selection process allowed us to avoid any ambiguities in whether the differential gene expression was caused by reasons other than drought. 

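A p above 0.05 on day 0 was compared with the level of the selected genes on that day. Of the selected genes for which 1 cultivar was higher on both drought days, the same cultivar already had the higher mean on day 0 in 53 of 64 genes that rose in Gwiazda (82.8%), 53 of 67 that fell in Gwiazda (79.1%), 175 of 246 that rose in Tajfun (71.1%) and 138 of 182 that fell in Tajfun (75.8%). The median distance of the 2 cultivars on day 0 was 1.49-fold in the first of these lists and between 1.26- and 1.27-fold in the others. Means 2-fold or more apart on day 0 were found in 25 of the 67 genes that rose in Gwiazda and in 26 of the 261 that rose in Tajfun, and in 2 genes of each list of genes that fell. The rule sets no minimum on day 0 for genes that rose, and 22 of these 25 and 24 of these 26 genes had a mean over both cultivars below 100 reads on day 0, where ratios carry wide errors. When the change of the ratio from day 0 was tested directly, with a p below 0.05 on both days, 2 of the 67 and 14 of the 68 genes of Gwiazda passed, and 40 of the 261 and 57 of the 199 genes of Tajfun. The median standard error of the day 0 ratio, recovered from the authors' p, was 0.708 and 0.328 in the 2 lists of Gwiazda and 0.387 and 0.308 in those of Tajfun, and not passing this test does not show that a ratio stayed the same. Over all genes with means above 100 reads in every group, the log2 ratio on day 0 was correlated across genes with that on day 6 and day 10, with Spearman's rho of 0.398 and 0.413 (Pearson's r of 0.436 and 0.477) for the 11386 genes of Gwiazda and Oberon. For the 11322 genes of Tajfun and Owacja rho was 0.408 and 0.366 (r of 0.465 and 0.403). These tables share no library, and genes are not independent replicates, so no p is given. With a minimum of 1000 reads rho was between 0.304 and 0.369. The paper reasons that a similar level on day 0, followed by a difference on days 6 and 10, leaves drought as the source of the difference between the cultivars.

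**Figure D3:**
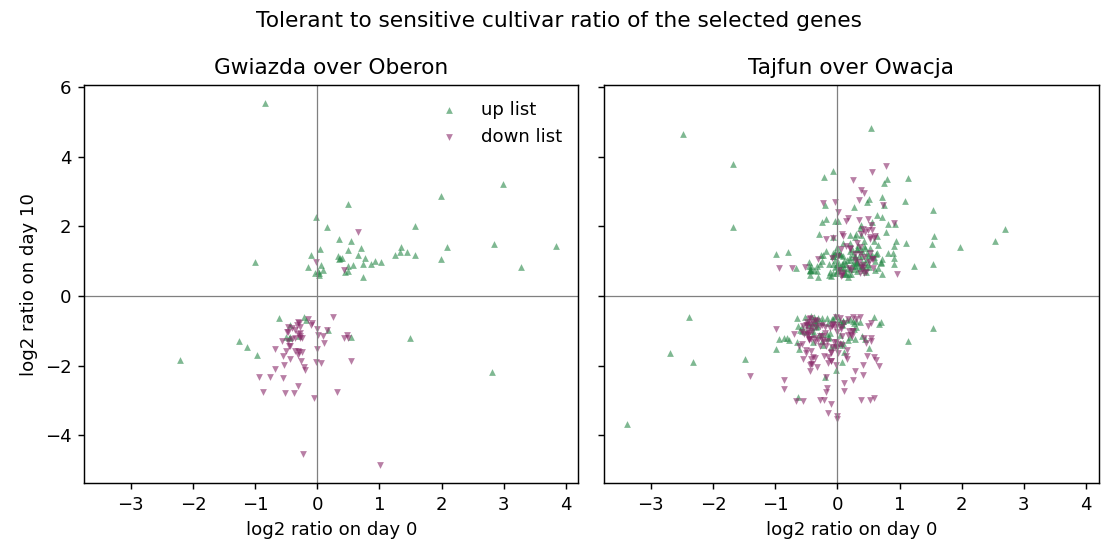
Log2 ratio of the drought-tolerant to the drought-sensitive cultivar on day 0 (horizontal) and day 10 (vertical) for the genes of the first-round selection, from the authors' means, each point a gene and each panel a pair. The plot holds 574 of the 595 genes, since the other 21 have a group mean of 0 and no ratio.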

Using this strategy, we identified the 23 top‐ranking drought‐related genes that successfully passed the designed filtering pipeline. One gene was found to be selected in both pairs of analysed cultivars (*PGSC0003DMG400014293*); this gene encodes the CAP160 protein, which is already known to be stress‐related. Interestingly, only this single gene of the 23 identified here was also found by the Wang group (Zhang *et al*., 2014a,2014b,c) in their transcriptome‐wide studies on drought‐responsive genes in the drought‐tolerant potato cultivar Longshu3 (Cheng *et al*., 2013; Zhang *et al*., 2014a,2014b,c). Their results on the *CAP160* gene are consistent with our data showing a strong up‐regulation of this gene in drought‐tolerant cultivars under water deficit conditions. Although we also found that the potato *CAP160* mRNA level was up‐regulated when water was scarce in the drought‐sensitive cultivars, the induction of *CAP160* expression was much lower in the drought‐sensitive cultivars than in the drought‐tolerant cultivars (see Figure S7). 

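The induction of CAP160 is the ratio of its level under drought to that on day 0 in the same cultivar. In the authors' deposited tables the mean rose from 179.6 reads on day 0 to 34454 on day 6 in Gwiazda and from 23.9 to 9545 in Oberon, log2 changes of 7.58 and 8.64. In Tajfun it rose from 70.9 to 44090 reads and in Owacja from 36.0 to 27667, log2 changes of 9.28 and 9.59 in the authors' deposited tables. By day 10 the log2 change from day 0 was 5.34 in Gwiazda, 6.75 in Oberon, 7.49 in Tajfun and 6.99 in Owacja, and each of these changes had a p of at most 4.1e-24 in the authors' deposited tables. The level under drought was higher in the drought-tolerant cultivars, while the fold induction was higher in the drought-tolerant cultivar in 1 of the 4 comparisons, that of Tajfun and Owacja on day 10. The change of the log2 ratio of Gwiazda to Oberon from day 0 was -1.04 on day 6 (standard error 1.73) and -1.36 on day 10 (standard error 1.68). For Tajfun and Owacja it was -0.30 (standard error 0.83) and 0.52 (standard error 0.85). Each of these changes was smaller than its standard error. The day 0 means were low and the errors wide, and the source of the wide errors was not tested. A difference in induction between the cultivars of a pair was thus not detectable.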

Interestingly, *CAP160* expression is also up‐regulated in spinach and pepper by both water and low‐temperature stresses (Kaye *et al*., 1998; Park *et al*., 2016). These results suggest that the up‐regulation of *CAP160* expression during water deficit in drought‐tolerant potato cultivars may be related to the improved response of these cultivars to drought stress.

### Transcriptomic analyses show that the identified potato genes were also related to drought in other plant species

We compared the expression patterns of the 23 selected potato genes with the expression of their homologues in *Arabidopsis* and rice under drought conditions using available high‐throughput data (Table 1). Surprisingly, the analysis of these data revealed that 17 of the genes show expression changes in either all or two of the species compared. Six selected genes show the same direction of expression change in potato, *Arabidopsis* and rice; nine genes show the same direction of expression change only in rice and potato; and one gene shows similar expression changes in potato and *Arabidopsis*. Two genes show changes that are opposite to the potato homologue expression: one in rice and one in *Arabidopsis* (Table 1; Winter *et al*., 2007; Kapushesky *et al*., 2012; Petryszak *et al*., 2016; Moumeni *et al*., 2015; Petryszak *et al.,* 2016; Zielezinski *et al*., 2017). To the best of our knowledge, the identified common drought‐responsive genes have not been studied in rice, *Arabidopsis* or potato regarding their roles in the plant response to a water deficit.

**Table 1:** Comparison of the 23 top‐ranking drought‐related genes in *S. tuberosum* and their homologues in *Arabidopsis thaliana* and *Oryza sativa* and the direction of the expression change during drought stress

No.	Names of the cultivars	Potato gene	*Arabidopsis* gene	Rice gene	Common drought‐related genes	
					Potato vs. *Arabidopsis*	Potato vs. rice
1	Gwiazda/Oberon	PGSC0003DMG400001621	AT4G38690	LOC_Os09g36520	↗	↗
2		PGSC0003DMG400012174	AT1G64110	LOC_Os01g12660	–	↗
3		PGSC0003DMG400014293*	AT5G52300	LOC_Os10g36180	–	↗
4		PGSC0003DMG400015019	AT5G55090	LOC_Os02g21700	–	nd
5		PGSC0003DMG400024849	AT1G77120	LOC_Os11g10480	–	↗
6		PGSC0003DMG401015935	AT4G33150	LOC_Os02g54254	–	↗
7		PGSC0003DMG400000723	AT4G34490	LOC_Os03g51250	–	nd
8		PGSC0003DMG400002943	AT3G11170	No homologue	–	nd
9		PGSC0003DMG400020629	AT1G22170	LOC_Os02g51590	–	nd
10	Tajfun/Owacja	PGSC0003DMG400001771	AT3G09720	LOC_Os07g45360	–	≠
11		PGSC0003DMG400003688	AT1G19530	LOC_Os03g61150	↗	↗
12		PGSC0003DMG400005731	AT3G18280	LOC_Os05g47700	↗	↗
13		PGSC0003DMG400005917	AT3G49400	LOC_Os01g50690	↗	nd
14		PGSC0003DMG400008497	AT3G51810	LOC_Os05g28210	–	↗
15		PGSC0003DMG400019233	AT3G20660	LOC_Os04g53930	↗	↗
16		PGSC0003DMG400024093	No homologue	LOC_Os02g33820	nd	↗
17		PGSC0003DMG400039484	AT1G59860	LOC_Os03g16030	–	↗
18		PGSC0003DMG400006913	AT5G14570	LOC_Os01g50820	–	↘
19		PGSC0003DMG400007427	AT3G05410	LOC_Os01g70820	↘	↘
20		PGSC0003DMG400008018	AT5G09640	LOC_Os11g27264	–	nd
21		PGSC0003DMG400014954	AT4G31940	No homologue	–	nd
22		PGSC0003DMG400022225	AT4G27030	LOC_Os08g08850	↘	↘
23		PGSC0003DMG400023602	AT4G16490	LOC_Os07g39590	≠	↘

Homologues were identified using Orcan software in the ComBio platform for *Arabidopsis* and the UniProt database for rice (http://bar.utoronto.ca/efp2/Arabidopsis/Arabidopsis_eFPBrowser2.html; http://www.combio.pl/orcan; http://www.ebi.ac.uk/gxa/home), with the potato protein as a blastp query (The UniProt Consortium, 2017; Zielezinski *et al*., 2017). *—transcripts found to be affected in both pairs of potato cultivars; ↗—genes up‐regulated in the three compared plant species; ↘—genes down‐regulated in the three compared plant species; nd—no data available;–—no significant changes in *Arabidopsis*; ≠—different directions of change in the compared plant species.

Altogether, 70% of the selected potato genes show evolutionary conservation with rice genes, and 35% of the selected potato genes show evolutionary conservation with *Arabidopsis* genes. This finding suggests that the identified genes play a pivotal role in shaping the plant cell metabolism during the drought stress response.

The GO database annotation in the biological processes category shows that among the 22 top‐ranking *Arabidopsis* homologues, eight are linked to various abiotic stresses (Table S4). Five homologues are associated with water deprivation, heat stress, salt stress, osmotic stress and response to ABA (*AT5G52300*, *AT1G77120*, *AT3G51810*, *AT3G20660* and *AT1G59860*). Drought stress is accompanied by salinity, by osmotic stresses and often by heat in natural conditions of plant growth. Plant metabolic pathways responding to different environmental cues often overlap (Barciszewska‐Pacak *et al*., 2015; Xiong *et al*., 1999). Consequently, genes with induced expression under these stresses were selected in the potato cultivars in the drought experiment performed here (Krasensky and Jonak, 2012; Zhang *et al*., 2014a,2014b,c). ABA signalling is one of the main pathways that integrate various stress signals and control downstream stress responses (Tuteja, 2007). Therefore, it is not surprising that three of the 23 genes analysed were found to be responsive to ABA or even participate in ABA‐activated signalling pathways (*AT1G77120*, *AT5G52300* and *AT3G51810*).

Four of the 23 selected genes were involved in oxidation–reduction processes (*AT1G77120*, *AT3G11170*, *AT4G31940* and *AT4G27030*), and it might be connected with accumulation of reactive oxygen species (ROS) that play a central role in coordinating defence signalling in plants in response to many abiotic stresses (Iyer *et al*., 2012; Mittler, 2002). Cell membrane composition changes, such as changes in phospholipids and proteins, help to maintain membrane integrity, preserve cell compartmentalization and activate phospholipid signalling pathways in response to drought (Jarzyniak and Jasinski, 2014; Liu *et al*., 2013; Ruelland *et al*., 2014; Schulz, 2011). Five of the 23 genes studied are involved in unsaturated fatty acid and fatty acid biosynthetic processes and transmembrane and lipid transport (*AT3G11170*, *AT3G18280*, *AT3G20660*, *AT5G14570* and *AT4G27030*).

### Functional analysis of selected potato homologous genes in *Arabidopsis* confirms their importance in plant tolerance to drought

Six of the seven studied *Arabidopsis* mutants exhibited an improved tolerance to drought compared to the wild‐type *Arabidopsis* plants that were grown under the same conditions. The only mutant that did not show an improved response to drought in *Arabidopsis* plants contained a T‐DNA insertion within the phosphoglycerate/bisphosphoglycerate mutase gene (*AT1G22170*). For five of the homologous genes (*AT3G20660*/*PGSC0003DMG400019233*, *AT5G09640*/*PGSC0003DMG400008018*, *AT5G55090*/*PGSC0003DMG400015019, AT4G16490*/*PGSC0003DMG400023602* and *AT5G14570*/*PGSC0003DMG400006913*), the gene expression changes in the drought‐tolerant cultivar were in the same direction as those in the *Arabidopsis* mutant plants tested. These genes encode carbohydrate transporter, mitogen‐activated protein kinase kinase kinase 15 (MAPKKK15), serine carboxypeptidase‐like 19 protein (SCPL19), armadillo/beta‐catenin‐like repeat‐containing protein and high‐affinity nitrate transporter 2.7 (transmembrane transport, nitrate assimilation/transport), and three of these genes have already been reported in high‐throughput studies as genes responsive to drought in other plants (carbohydrate transporter, MAPKKK15 and NRT2.7).

Carbohydrate transporters are reduced in maize under drought stress, leading to a decreased carbohydrate supply in developing reproductive plant parts. Moreover, the phosphorylation level of the maize carbohydrate transporter/sugar porter transporter (B6U8S7) was up‐regulated under heat stress (Aslam *et al*., 2015; Hu *et al*., 2015).

Mitogen‐activated protein kinases (MAPKs) are involved in signal transduction. The functions of many of these kinases in *Arabidopsis* are unknown. The MAPKKKs form the largest family of MAP kinases. Very little is known about MAPKKK15. However, MAPKKK15 has been already shown to be activated at the transcriptional level under drought conditions (Menges *et al*., 2008).

Serine carboxypeptidase‐like protein 49 (SCPL49), which is involved in protein degradation (proteolysis), was identified among the drought‐adaptive genes in a cross‐species meta‐analysis comparing *Arabidopsis*, rice, wheat and barley plants (Shaar‐ Moshe *et al*., 2015). To the best of our knowledge, *SCPL19* has not previously been reported as a drought‐responsive gene. However, our studies clearly show that the down‐regulated expression of this gene in drought‐tolerant potato cultivars and the knockout of this gene activity in the *A. thaliana* mutant correlate with the enhanced tolerance to water deficit stress (see Figures 5 and S8).

Armadillo/beta‐catenin‐like repeat‐containing proteins are involved in developmental processes and stress signalling. In rice, several members of this family were found to be up‐regulated by drought, salt and/or cold stress (Sharma *et al*., 2014). In addition, several members of this family in rice and *Arabidopsis* contain a U‐Box motif and are thought to be implicated in protein degradation and response to drought stress (Cho *et al*., 2008; Seo *et al*., 2012; Sharma *et al*., 2014). However, proteins encoded by the *Arabidopsis AT4G16490* and potato *PGSC0003DMG400023602* genes do not contain the U‐Box motif. Expression of this gene was down‐regulated in the drought‐tolerant Tajfun cultivar and was also strongly down‐regulated on the fifth day of drought conditions in the corresponding *Arabidopsis* mutant (see Figures 5 and S8). The exact function of this gene product remains to be elucidated.

The expression of the homologous genes *AT5G14570*/*PGSC0003DMG400006913* in *Arabidopsis* and potato is strongly down‐regulated in the *Arabidopsis* mutant (no detectable expression) and the drought‐tolerant potato cultivar Tajfun. These genes encode NTR2.7, which is known to control nitrate content in dry seeds. One of the high‐affinity nitrate transporters (*MdNRT2.4)* has been found to be involved in the drought response in apple roots. The expression of this gene was elevated in plant roots likely due to the reduction of the nitrate concentration in response to drought (Bassett *et al*., 2014). However, AtNTR2.7 mRNA was absent in the drought‐tolerant *Arabidopsis* mutant, and in the drought‐tolerant potato cultivar Tajfun, the *NTR2.7* transcript level was down‐regulated. The exact role of *NTR2.7* in the plant response to drought has yet to be elucidated.

In the case of the *AT3G18280*/*PGSC0003DMG400005731* homologous genes, in the drought‐tolerant Tajfun cultivar, the expression of the potato gene was up‐regulated compared to that in the drought‐sensitive Owacja plants. However, in the *Arabidopsis* mutant of this gene, the expression was strongly down‐regulated, although the mutant was extremely resistant to drought stress. This gene encodes nonspecific lipid transfer protein type 2 (nsLPT). This gene has been previously identified in microarray studies as a marker for drought stress in *Arabidopsis* plants. Its expression was up‐regulated twofold by drought but was not affected by salt, cold or heat stress, suggesting that nsLPT may play a very specific role in the plant response to water shortage (El Ouakfaoui and Miki, 2005). nsLPTs play a role in phospholipid and fatty acid transfer between membranes (Kader, 1996). Some members of this family in plants have been shown to participate in wax and/or cutin monomer transport (Kim *et al*., 2013; Sterk *et al*., 1991). Detailed studies on the nsLPT gene family in maize showed induced but also down‐regulated expression of particular family members in response to drought. Our studies on potato and *Arabidopsis* support the importance of the nsLPT gene family in the plant response to drought. To explain the observed discrepancies in the gene expression profiles between the drought‐tolerant potato cultivar and the relevant *Arabidopsis* mutant, more detailed studies are required to reveal the functions of particular genes in this large family in both species studied.

The data presented in this study show a comparison of the gene expression profiles between closely related cultivars, which represents a successful approach for identifying genes responsive to drought with interspecies conserved functions.

## Experimental procedures

### Potato plant material and growth conditions

The following four potato cultivars were used: Gwiazda and Oberon (bred by Potato Breeding Zamarte Ltd., Co. IHAR‐PIB Group, Poland) and Tajfun and Owacja (bred by the Pomeranian‐Mazurian Potato Breeding Company, Strzekecino, Poland). Plants were grown as described in Boguszewska *et al*. (2010) (Data S1). All experiments were performed in three biological replicates. During the drought experiment, leaf samples were taken every day from three different plants for each cultivar at a given time point and frozen in liquid nitrogen. The third, fourth and fifth whirls from the top of the compound leaves were collected from each plant.

### *Arabidopsis* plant material and growth conditions

The following *A. thaliana* plants were used in this study: ecotype Columbia‐0 (wild‐type plants) and the homozygous T‐DNA insertion mutants GK‐310G07, SALK_118221, SALK_087895, SALK_047537, SALK_054063, SALK_018120 and SALK_095906 (Alonso *et al*., 2003; Kleinboelting *et al*., 2012). The plants were grown in soil (Jiffy‐7 42 mm; Jiffy Products International AS, Norway) in a growth chamber as described in Szarzynska *et al*. (2009). Four‐week‐old *Arabidopsis* plants were subjected to drought conditions by the cessation of watering for ten days without further rewatering.

### DNA and RNA isolation, cDNA synthesis and PCR and RT‐PCR amplification

Genomic DNA and total RNA were isolated from plant leaves as described in Szarzynska *et al*. (2009) (Data S1). All primer sequences are shown in Figure S2. The PCR and RT‐qPCR were performed as previously described (Pieczynski *et al*., 2013; Szarzynska *et al*., 2009).

### Relative water content (RWC) measurements

The RWC was calculated as described in Boguszewska *et al*. (2010) (Data S1).

### RNA‐seq

Total RNA was extracted from the plant tissues using TRIzol reagent as described in Pant *et al*. (2009) and Szarzynska *et al*. (2009) (Data S1). The strand‐specific library construction and RNA sequencing (RNA‐seq) (PE100) using an Illumina HiSeq 2500 were conducted by BGI Tech Solutions Co., Ltd (Hong Kong). Basic information regarding the RNA‐seq data is provided in Table S2. All row data have been deposited in the GEO database (GSE97776) under the link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97776.

### Bioinformatic analyses of RNA deep sequencing data

Analysis of bioinformatic data is described in Data S1.

### Primer design

All PCR primers used for the expression analysis of selected genes in potato were designed as described in Data S1.

## Supporting information

**Figure S1** Genetic background of the four studied potato cultivars Gwiazda and Oberon (A) and Tajfun and Owacja (B).
**Figure S2** Gwiazda/Oberon and Tajfun/Owacja cultivar plants grown in the half‐open glasshouse on day 13 of drought.
**Figure S3** RT‐qPCR analysis of *RAB18* gene expression in leaves detached from Gwiazda and Oberon cultivar plants during the drought experiment.
**Figure S4** Schematic representation of drought‐related gene selection using RNA‐seq data from two pairs of potato cultivars, Gwiazda/Oberon and Tajfun/Owacja.
**Figure S5** Drought‐related gene selection pipeline.
**Figure S6** Eight stably expressed genes in all potato cultivars studied during drought stress.
**Figure S7** Seventeen of 23 potato genes selected after the third round of selection showing the highest differences in gene expression between the studied drought‐tolerant and drought‐sensitive cultivars during the drought experiment.
**Figure S8** Phenotypic and RWC analyses of three Arabidopsis mutant plants with altered expression of genes homologous to the selected drought‐related potato genes.
**Table S2** GO database annotation of the biological process, molecular function and cellular component categories of 8 genes selected from among the 22 top‐ranking *Arabidopsis* genes.
**Table S3** Primer sequences.
**Table S4** Summary of RNA‐seq Data.
**Data S1** Experimental procedures ancillary information.

**Table S1** Comparison of the normalized number of reads for transcripts derived from genes identified in the first round of selection (594 genes) during the time course of the drought experiment.

# Supplementary material for: Genomewide identification of genes involved in the potato response to drought indicates functional evolutionary conservation with Arabidopsis plants
**Source:** Plant Biotechnol J. 2017 Aug 14;16(2):603–14. doi: 10.1111/pbi.12800
**Supplement:** Supplementary file 1 — Figure S1 Genetic background of the four studied potato cultivars Gwiazda and Oberon (A) and Tajfun and Owacja (B). Figure S2 Gwiazda/Oberon and Tajfun/Owacja cultivar plants grown in the half‐open glasshouse on day 13 of drought. Figure S3 RT‐qPCR analysis of RAB18 gene expression in leaves detached from Gwiazda and Oberon cultivar plants during the drought experiment. Figure S4 Schematic representation of drought‐related gene selection using RNA‐seq data from two pairs of potato cultivars, Gwiazda/Oberon and Tajfun/Owacja. Figure S5 Drought‐related gene selection pipeline. Figure S6 Eight stably expressed genes in all potato cultivars studied during drought stress. Figure S7 Seventeen of 23 potato genes selected after the third round of selection showing the highest differences in gene expression between the studied drought‐tolerant and drought‐sensitive cultivars during the drought experiment. Figure S8 Phenotypic and RWC analyses of three Arabidopsis mutant plants with altered expression of genes homologous to the selected drought‐related potato genes. Table S2 GO database annotation of the biological process, molecular function and cellular component categories of 8 genes selected from among the 22 top‐ranking Arabidopsis genes. Table S3 Primer sequences. Table S4 Summary of RNA‐seq Data. Data S1 Experimental procedures ancillary information.

**Supporting Info**

**Experimental procedures ancillary information**

**Potato plant material and growth conditions**

All potato plants were grown in 14-liter pots, each of which was filled with a thin layer of gravel at the bottom and 12 liters of universal vegetable soil substrate with the addition of chalk, pH range 5.5-6.5 (Hollas Company). Gum pipe was installed inside of each pot for better soil aeration (Boguszewska et al, 2010). Pest and disease control was carried out as follows: 3 times against Colorado beetles and 4 times against *Phytophthora infestans*. The plants were watered daily with an optimal water amount according to the volumetric water content (VWC) in the soil measured using 5TM Decagon sensors (Decagon Devices, Inc., Pullman, WA, USA). For the control conditions, the VWC was 0.361 m^3^/m^3^. Three weeks after the initiation of tuberization, half of the plant population was subjected to soil drought stress by the withdrawal of irrigation, while the control plants continued to be watered (Głuska, 2004). The VWC measurements on subsequent days of drought were as follows: 0.121, -0.040, -0.066 and -0.106 m^3^/m^3^ on the 3rd, 6th, 9th and 13th day of drought, respectively. After re-watering the plants, the VWC increased to the control level. All experiments were performed in three biological replicates.

During the drought experiment, leaf samples were collected daily from three different plants of each cultivar at a given time point and immediately frozen in liquid nitrogen for storage and further use. The third, fourth and fifth whirl from the top of the compound leaves were collected from each plant. Plants grown in pots were set on mobile platforms in a half-open greenhouse. In case of any weather changes, including rainfall, all platforms were moved inside the closed portion of the greenhouse; therefore, the plants were sheltered under the glass roof, and the soil and plants remained dry during the drought experiment while being maintained natural growth conditions.

**DNA and RNA isolation, cDNA synthesis, and PCR and RT-PCR amplification**

Genomic DNA and total RNA were isolated from plant leaves using the DNeasy Plant Mini Kit (Qiagen, Valencia, CA, USA) and Direct-zol RNA MiniPrep Kit (Zymo Research, Irvine, CA, USA). Total RNA was used for the reverse transcription reaction, which was performed using Superscript III RT (Invitrogen, Grand Island, NY, USA) and oligo-dT as a primer (Szarzynska *et al.,* 2009). All primer sequences are shown in Supplementary Table S1. The PCR was performed as previously described (Pieczynski *et al.,* 2013; Szarzynska *et al.,* 2009). The RT-qPCR was performed as previously described (Pieczynski *et al.,* 2013).

**Relative water content (RWC) measurements**

The RWC was calculated as follows: RWC (%) = [(FW - DW)/(SW - DW)] x 100, where FW, DW, and SW are the fresh, dry and saturated weights of the leaf tissues, respectively. The saturated leaf weight was measured by maintaining the leaf in water under light (150-200 μmol m^-2^s^-1^) at 22°C for 4 h. Then, the leaf was dried by maintaining the leaf at 80°C in an oven for 16 h. The RWC was measured 0, 3, 6, 9 and 13 days after the drought application. The RWC was measured from three leaves that were comparable in size and collected from the third level at the top of the plant (Boguszewska *et al*., 2010). Six biological replicates were analyzed for each treatment. The statistical analysis was performed using the Mann–Whitney *U*-test. For the Arabidopsis plants, we used the same procedure. The RWC was measured from three leaves that were comparable in size and collected from a plant rosette from a four-week-old plant. The RWC was measured on days 0, 3, and 6 after the drought application.

**RNA-seq**

Total RNA was extracted from the plant tissues using TRIzol reagent and chloroform reagents, followed by ethanol precipitation as previously described (Pant *et al.,* 2009; Szarzynska *et al.,* 2009). The quality of the RNA samples was determined using an Agilent RNA 6000 Nano Kit Guide (Agilent Technologies), and only the samples meeting the following criteria were used: 28S:18S > 1.0, RIN ≥ 6.5, OD 260/280 ≥ 1.8 and OD 260/230 ≥ 1.8.

The strand-specific library construction and RNA-sequencing (RNA-seq) (PE100) using an Illumina HiSeq 2500 were conducted by BGI Tech Solutions Co., Ltd. (Hong Kong). Basic information regarding the RNA-seq data is provided in TableS2. All row data have been deposited in the GEO database (GSE97776) under the link: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97776>.

**Bioinformatic analyses of RNA deep sequencing data**

First, we tested the quality of the clean reads using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and, if the quality was not questionable, the reads were mapped onto the reference potato genome (Solanaceae Genomics Resource, S. tuberosum Group Phureja DM1-3 Assembly Version 3 DM, PGSC Version 4.03 Pseudomolecule Sequence) using TopHat2 (Kim *et al.,* 2013) software. The number of mapped reads was obtained using Flux Capacitor v. 1.6.1 (Montgomery *et al.,* 2010) and the Python script fluxgtf2counts.py, which retrieves and concatenates transcript counts from Flux Capacitor GTF files (available at https://github.com/lpryszcz/bin/blob/master/fluxgtf2counts.py).

Flux Capacitor is a program that predicts the abundances of transcript molecules and alternative splicing events from RNA-seq experimental data. The input for the Flux Capacitor includes an annotation of a reference transcriptome (Solanaceae Genomics Resource, PGSC_DM_V403_genes.gtf - gene annotation for the v4.03 Pseudomolecules in GFF3 format) and reads from RNA-seq technologies aligned to the genome. Tables are then prepared for use in the statistical analysis. The statistical analysis was performed to identify the gene expression differences between the samples studied (package R [R Core Team (2014). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL http://www.R-project.org/]. Flux Capacitor was run for each fastq file of every biological replicate from every condition. Then, the results were gathered in tables using the above-mentioned scripts, with one table per comparison (e.g., a table with 3 biological replicates from one variety exposed to drought stress for 6 days and 3 replicates of the same variety exposed to control conditions). These tables were then analyzed by DeSeq, which is an R package suitable for the analysis of differential gene expression based on a negative binomial distribution (Anders and Huber, 2010; Hastings *et al*., 2016).

**Primer design**

All PCR primers used for the expression analysis of selected genes in potato were designed as follows: (i) the sequences of all transcripts derived from the selected genes were collected; (ii) within the transcript sequences derived from each selected gene, a common fragment was identified as a target sequence for the primer design (to amplify all transcripts derived from each gene); (ii) common fragments were also analyzed by BLAST software to identify transcripts that are similar in sequence but are not derived from the selected genes; and (iv) all primers were designed to amplify common fragments in the selected genes without possibly amplifying similar transcripts. All primers were designed to amplify products ranging from 150 to 250 bp with a melting temperature of approximately 60°C. All primer sequences used in this study are presented in Table S1.

**Reference list:**

Anders, S., Huber, W., (2010) *Differential expression analysis for sequence count data.* Genome Biology **11**(10):R106.

[Hastings, E](https://www.ncbi.nlm.nih.gov/pubmed/?term=Hastings%20E%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., [Weisser, H](https://www.ncbi.nlm.nih.gov/pubmed/?term=Weisser%20H%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., [Wright, J](https://www.ncbi.nlm.nih.gov/pubmed/?term=Wright%20J%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., [Jaiswal, P](https://www.ncbi.nlm.nih.gov/pubmed/?term=Jaiswal%20P%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., [Huber, W](https://www.ncbi.nlm.nih.gov/pubmed/?term=Huber%20W%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., [Choudhary, J](https://www.ncbi.nlm.nih.gov/pubmed/?term=Choudhary%20J%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., [Parkinson, H. E](https://www.ncbi.nlm.nih.gov/pubmed/?term=Parkinson%20HE%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., [Brazma, A](https://www.ncbi.nlm.nih.gov/pubmed/?term=Brazma%20A%5BAuthor%5D&cauthor=true&cauthor_uid=26481351)., (2016) *Expression atlas update- an integrated database of gene and protein expression in humans, animals and plants.* Nucleic Acids Research **44** (D1): D746-52.

Kim, D., Pertea, G., Trapnell, C., Pimentel, H., Kelley, R., Salzberg, S. L.,(2013) *TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions.* Genome Biology **14**(4):R36.

Montgomery, S. B., Sammeth, M., Gutierrez- Arcelus, M., Lach, R. P., Ingle, C., Nisbett, J., Guigo, R., and Dermitzakis, E. T., (2010) *Transcriptome genetics using second generation sequencing in a Caucasian population.* Nature **464** (7289):10.

**Supplemental figures**

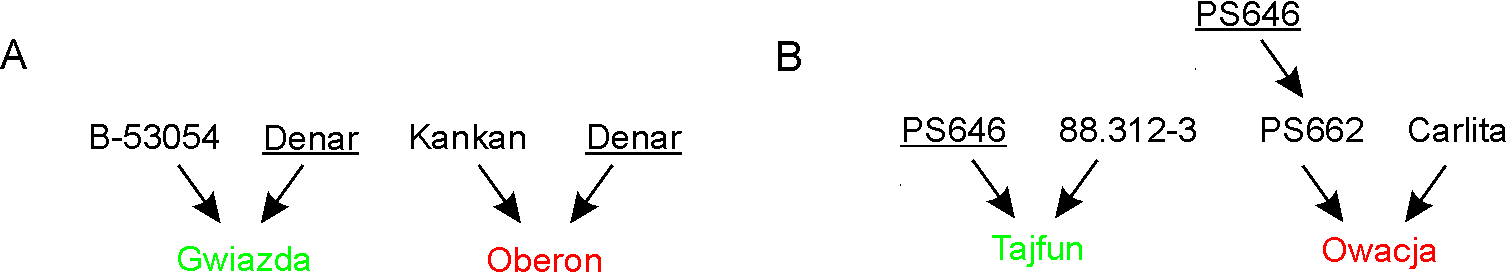

**Figure S1 Genetic background of the four studied potato cultivars Gwiazda and Oberon (A) and Tajfun and Owacja (B)**. The drought-tolerant cultivars are marked in green, while the drought-sensitive cultivars are marked in red.

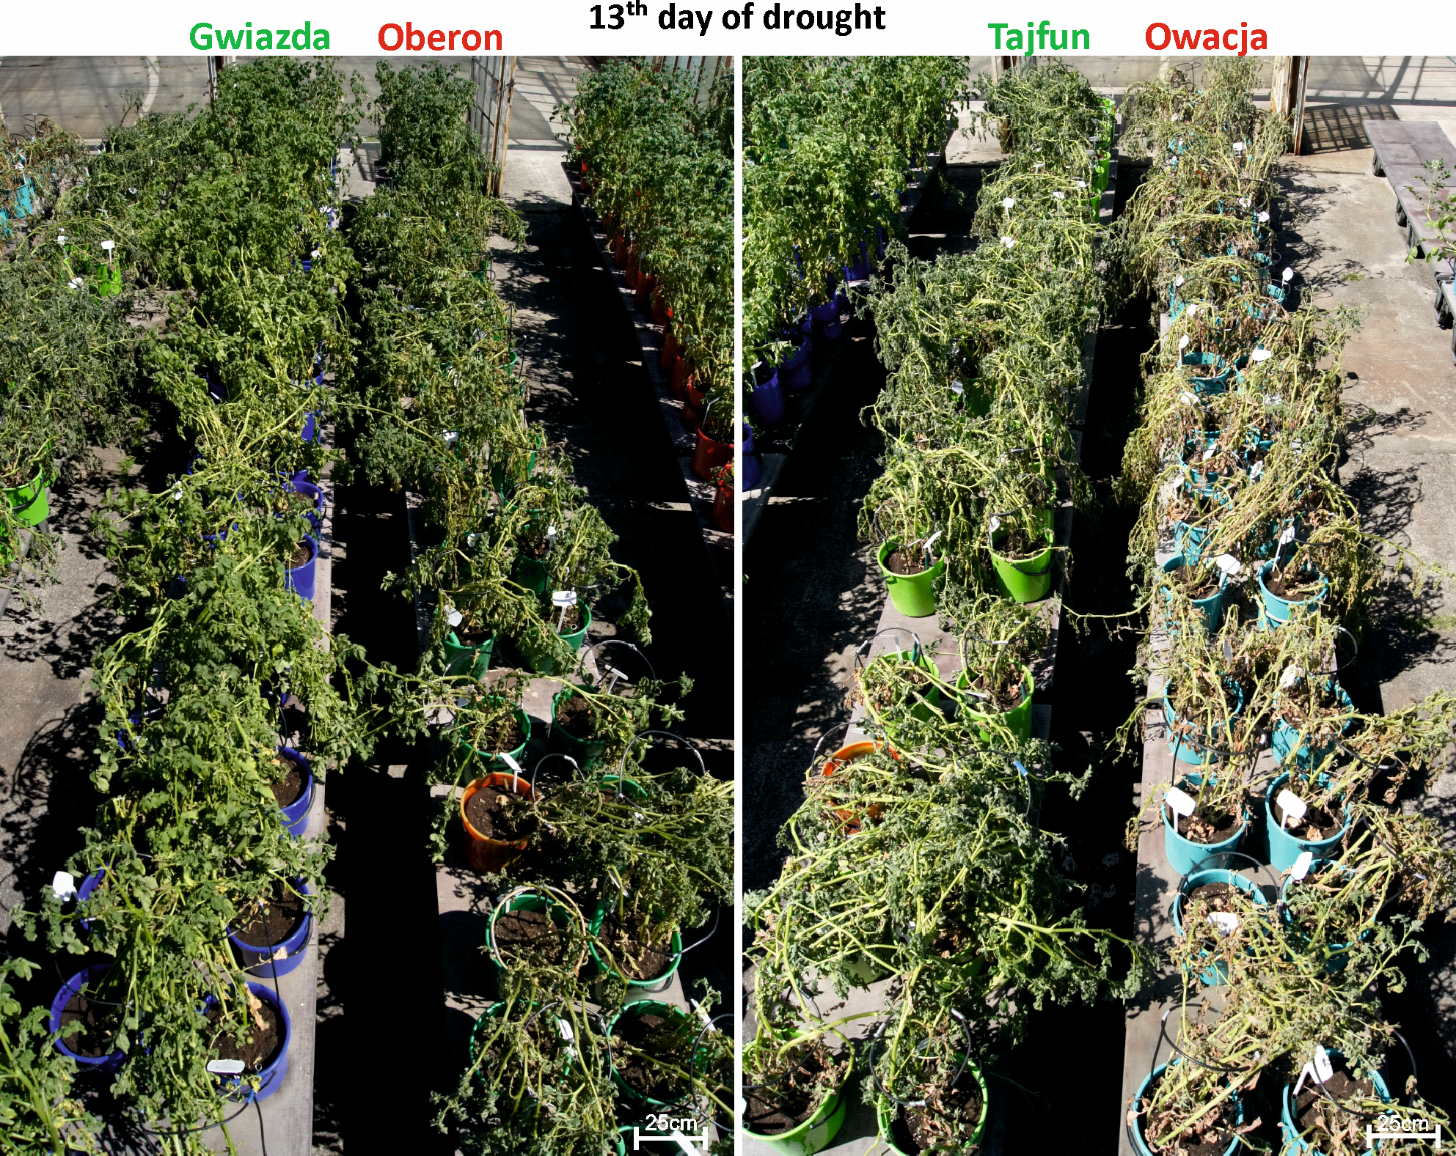

**Figure S2 Gwiazda/Oberon and Tajfun/Owacja cultivar plants grown in the half-open greenhouse on the day 13 of drought.**

**
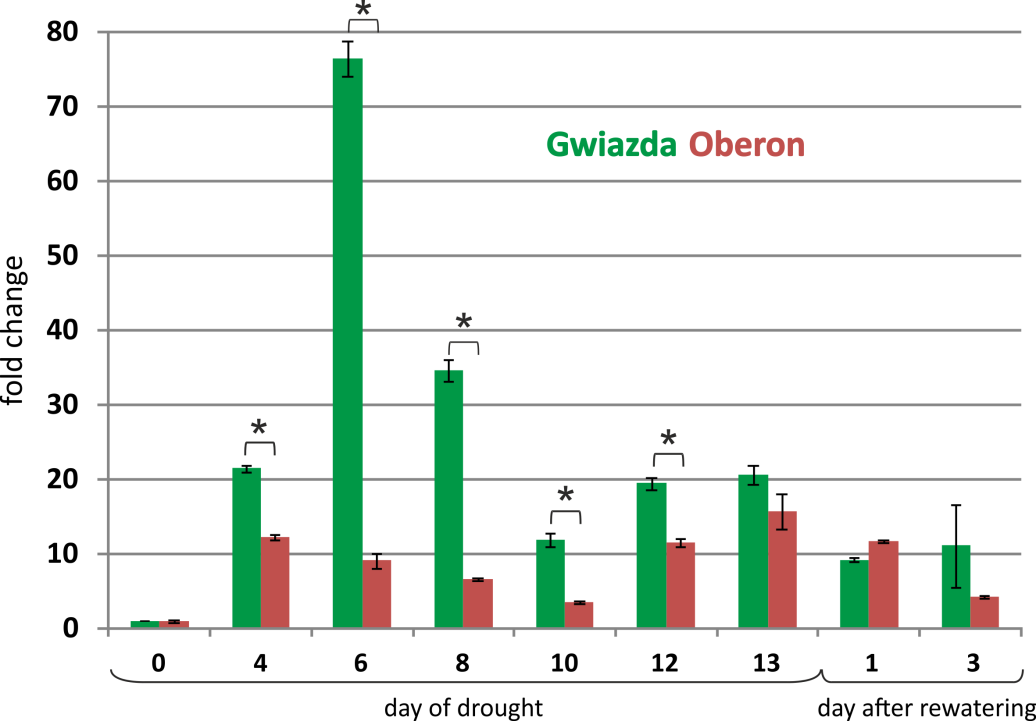
**

**Figure S3 RT-qPCR analysis of *RAB18* gene expression in leaves detached from Gwiazda and Oberon cultivar plants during the drought experiment.** Fold change was calculated using the day 0 expression data as a control. Green bars – Gwiazda *RAB18* expression data; red bars – Oberon *RAB18* expression data. Statistical analysis was performed using the Mann-Whitney *U*-test. * *P* < 0.05.

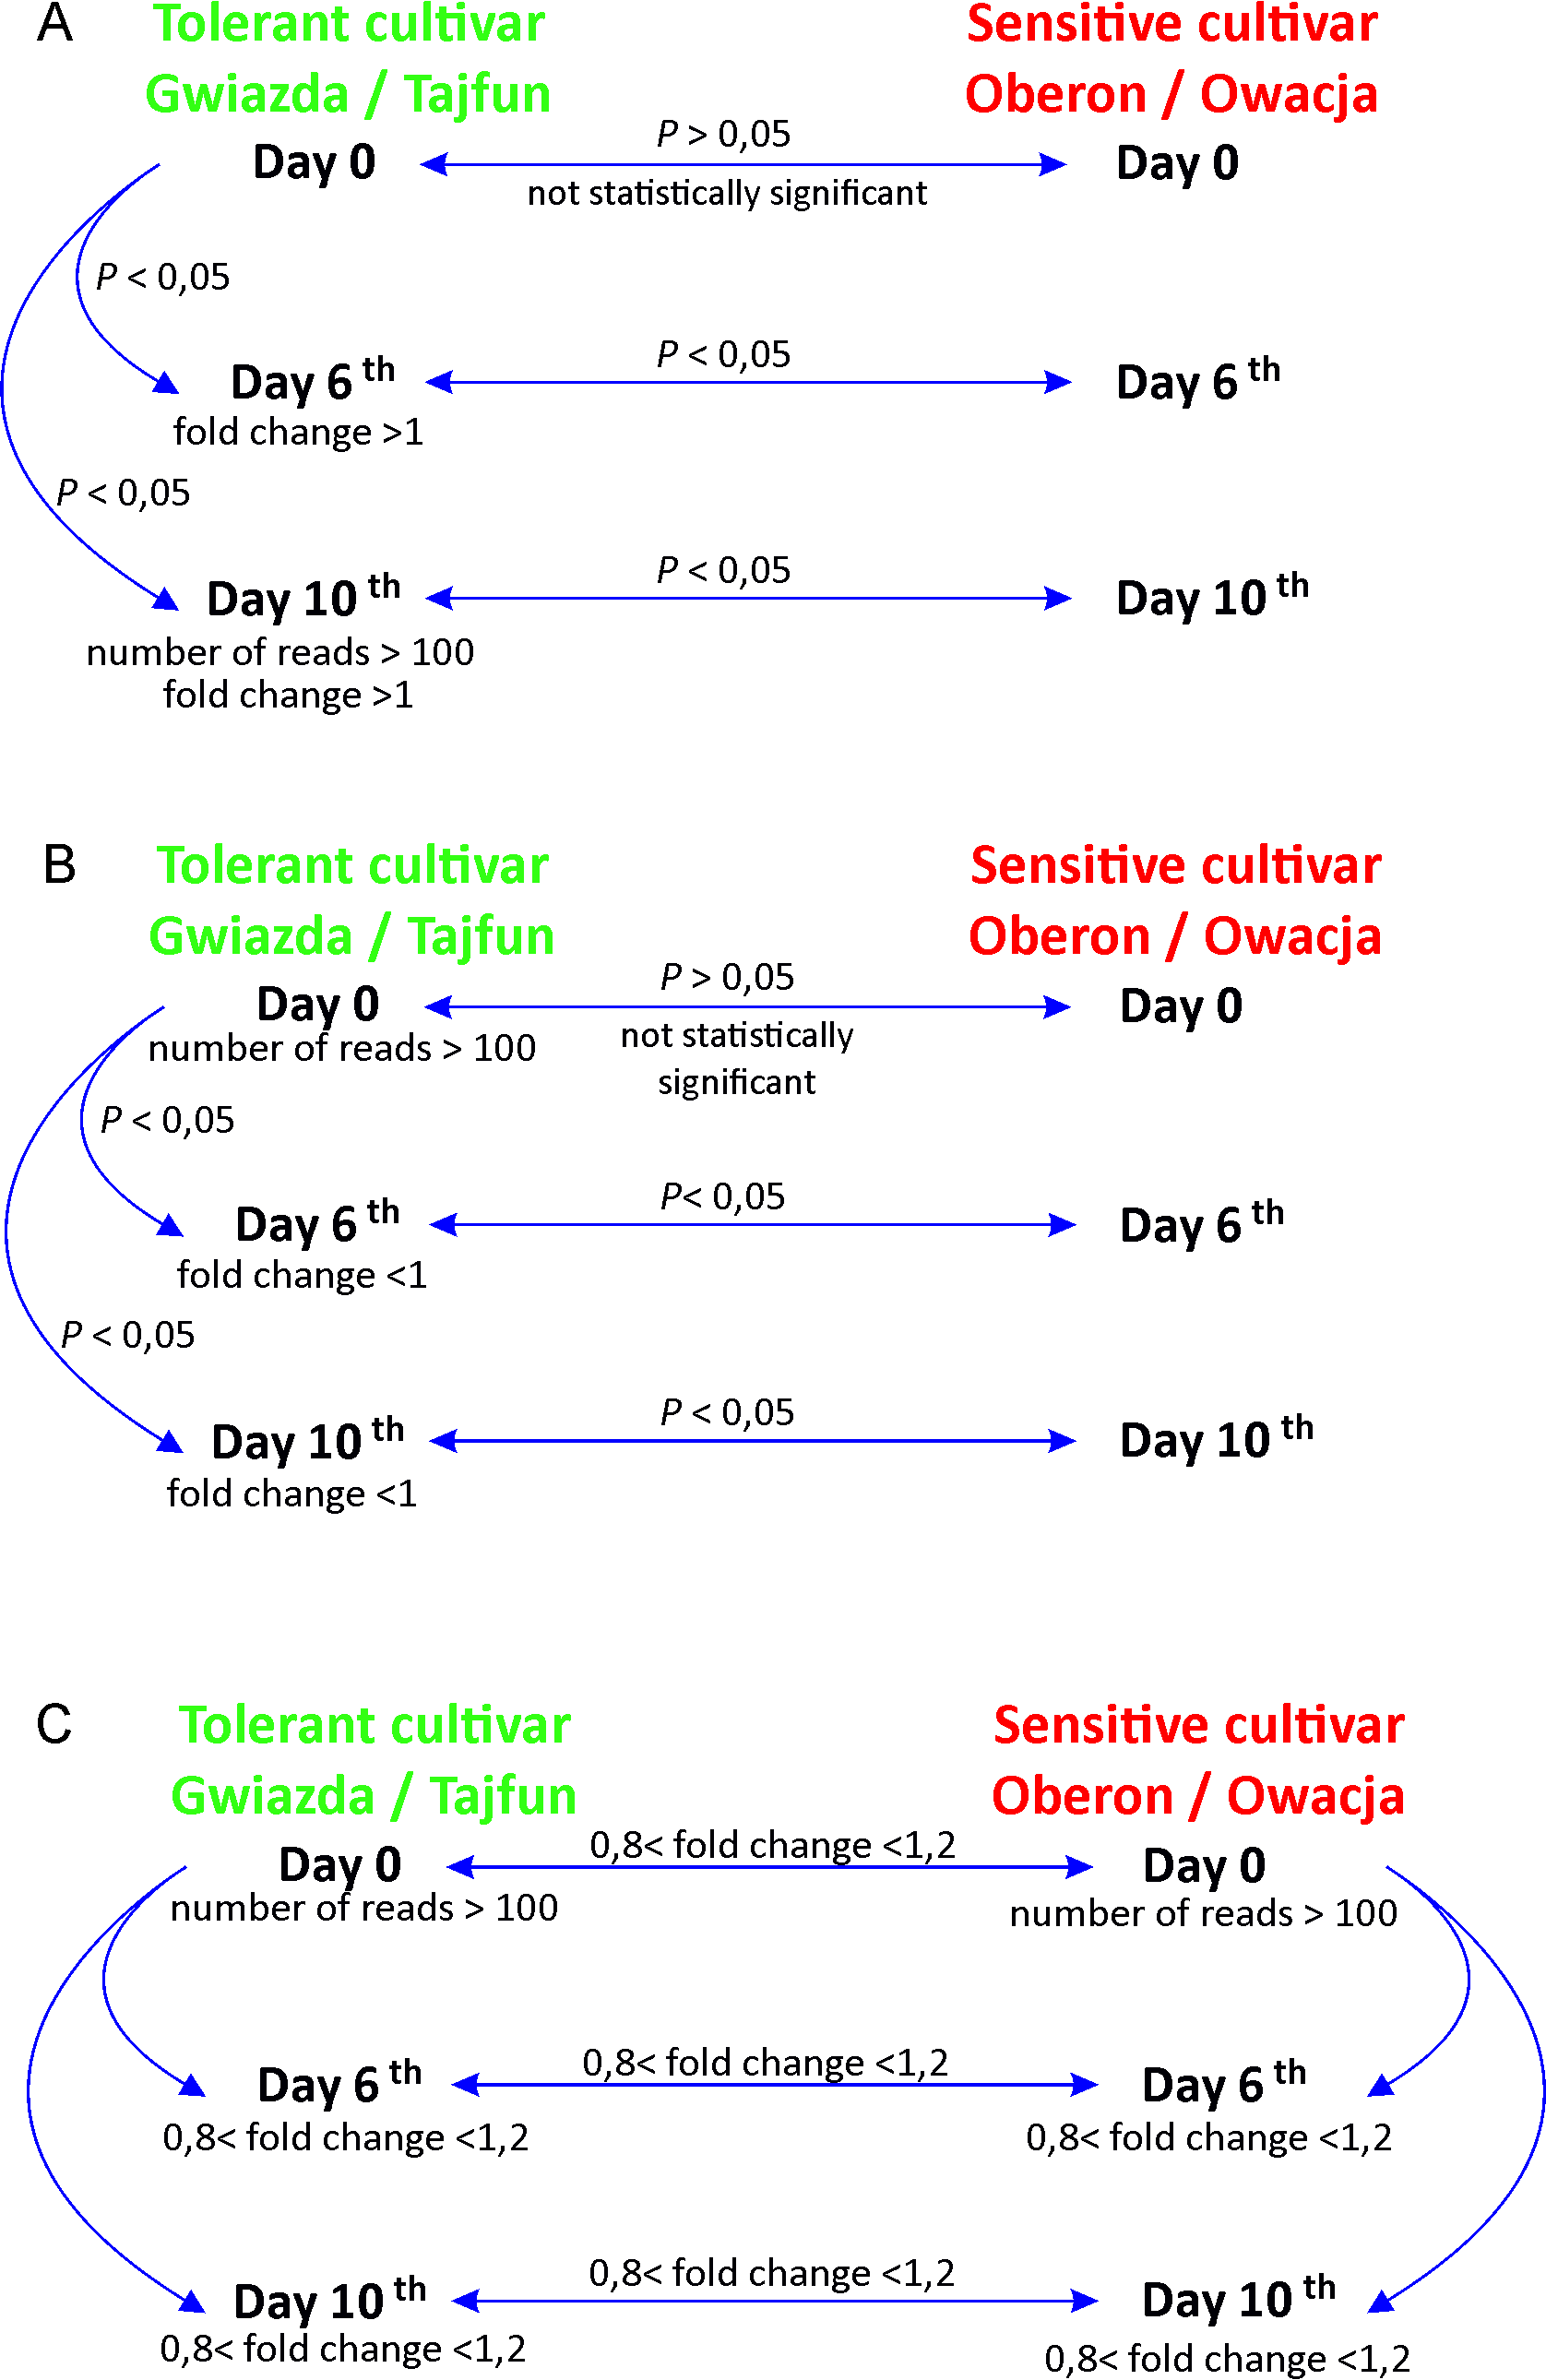

**Figure S4 Schematic representation of drought-related gene selection using RNA-seq data from two pairs of potato cultivars, Gwiazda/Oberon and Tajfun/Owacja.** The selection procedure for differentially expressed genes was performed separately within each pair of drought-tolerant/drought-sensitive cultivars. (A) Selection of upregulated genes in tolerant cultivars compared with sensitive cultivars. (B) Selection of downregulated genes in tolerant cultivars compared with sensitive cultivars. (C) Selection of genes stably expressed in all four cultivars. All arrows depict two data sets derived from different RNA-seq samples (from a selected cultivar and a selected day of drought), which were processed during gene selection. During the selection process, only the number of normalized reads for the analyzed genes was considered. (A) and (B): only genes showing non-significant differences in their expression on day 0 were considered (*P* > 0.05, horizontal two-headed arrows). Only genes showing statistically significant differences in their expression between tolerant and sensitive cultivars on days 6 and 10 were considered (*P* < 0.05, horizontal two-headed arrows). Only genes showing statistically significant differences in their expression in the tolerant cultivars between days 0 and 6, and days 0 and 10 were considered (*P* < 0.05, vertical arrows). (C) Only genes showing statistically non-significant differences in their expression between the tolerant and sensitive cultivars on days 0, 6 and 10 were considered (fold change between 0.8 and 1.2, vertical arrows and horizontal two-headed arrows).

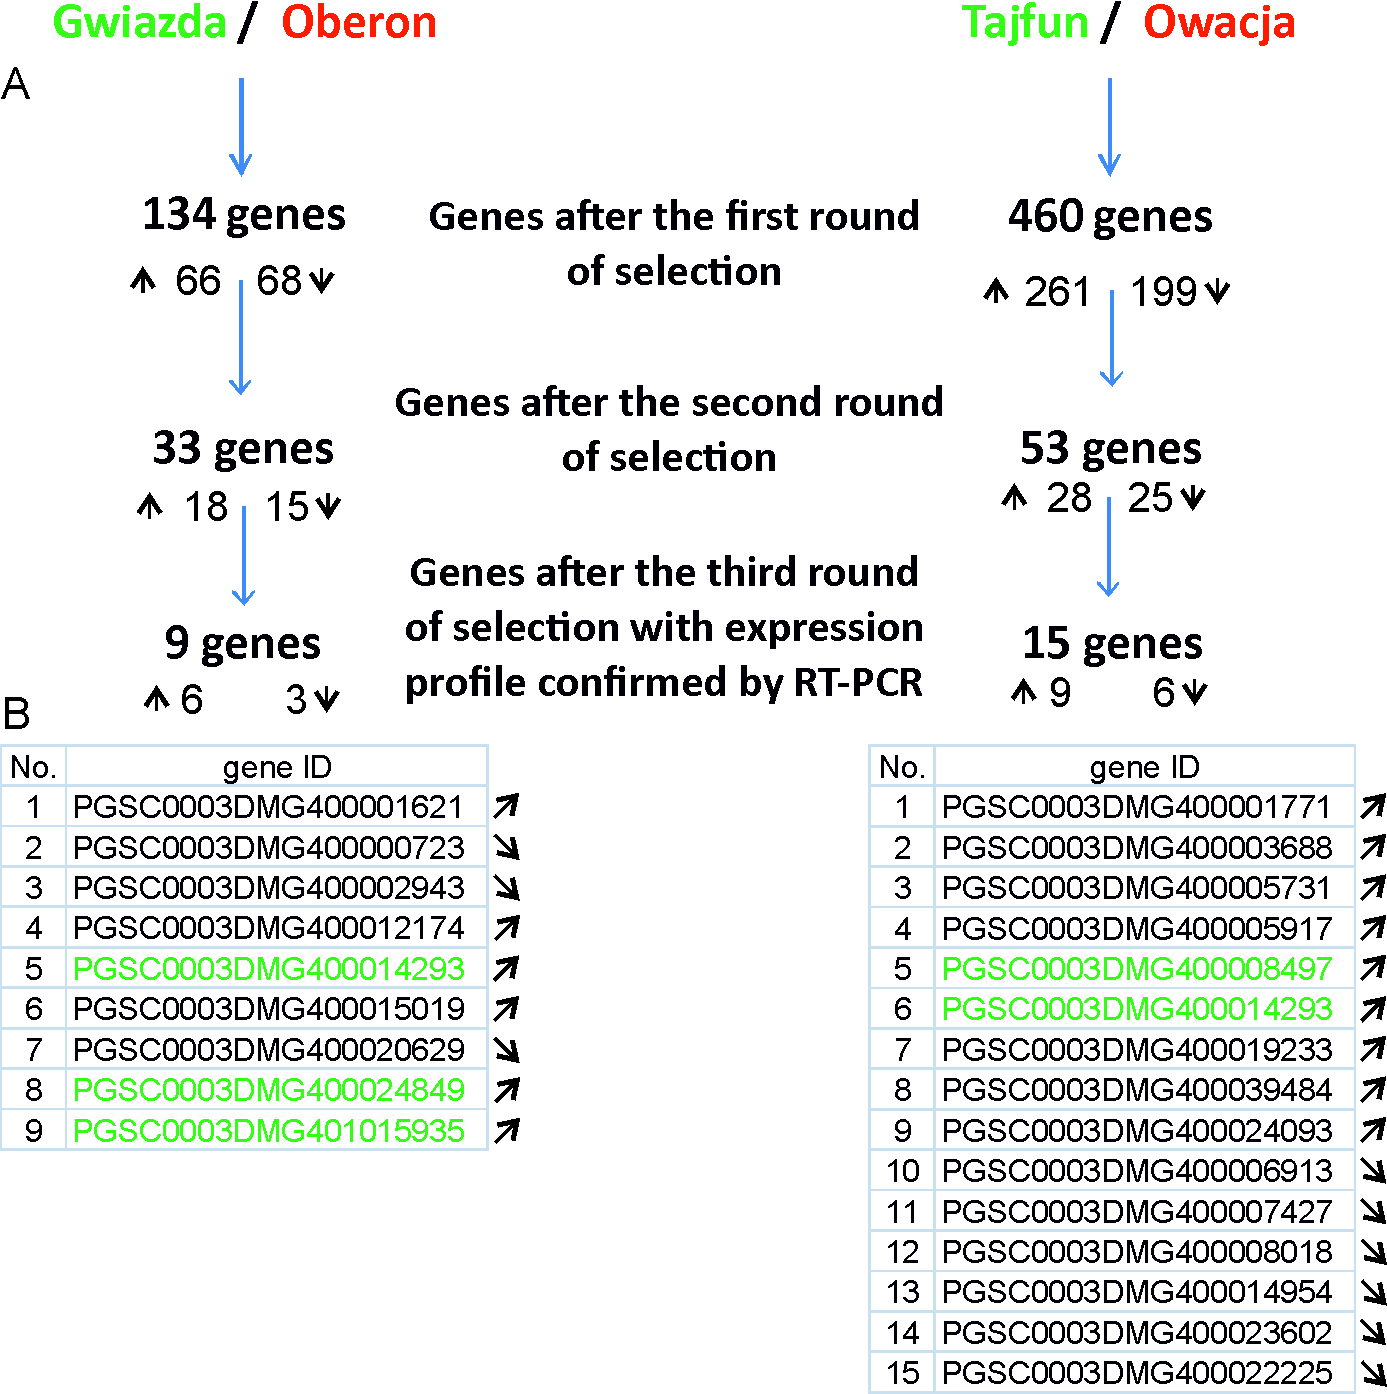

**Figure S5 Drought-related gene selection pipeline.** (A) The first round of selection shows the number of genes selected after the RNA-seq analyses whose expression was significantly altered (Table S3). Genes from the first round of selection were filtered based on the highest differences in expression profiles obtained from the RNA-seq data on the 6^th^ and 10^th^ days of the drought experiment (see also Table S3). Genes from the second round of selection were filtered based on the confirmation of the gene expression differences in particular genes in the drought-tolerant and drought-sensitive cultivars using RT-PCR (Fig. 7 and Fig. S4). The numbers of genes shown in bold represent genes with altered expression. Gene numbers below the down arrowheads represent genes with downregulated expression in the drought-tolerant versus drought-sensitive cultivars. Gene numbers with up arrowheads represent genes with upregulated expression in the drought-tolerant versus drought-sensitive cultivars. (B) Accession numbers of the top selected genes taken from the Potato Genomic Resource (Hirsch *et al*., 2014). Green indicates genes that are already known to be involved in the potato drought response.

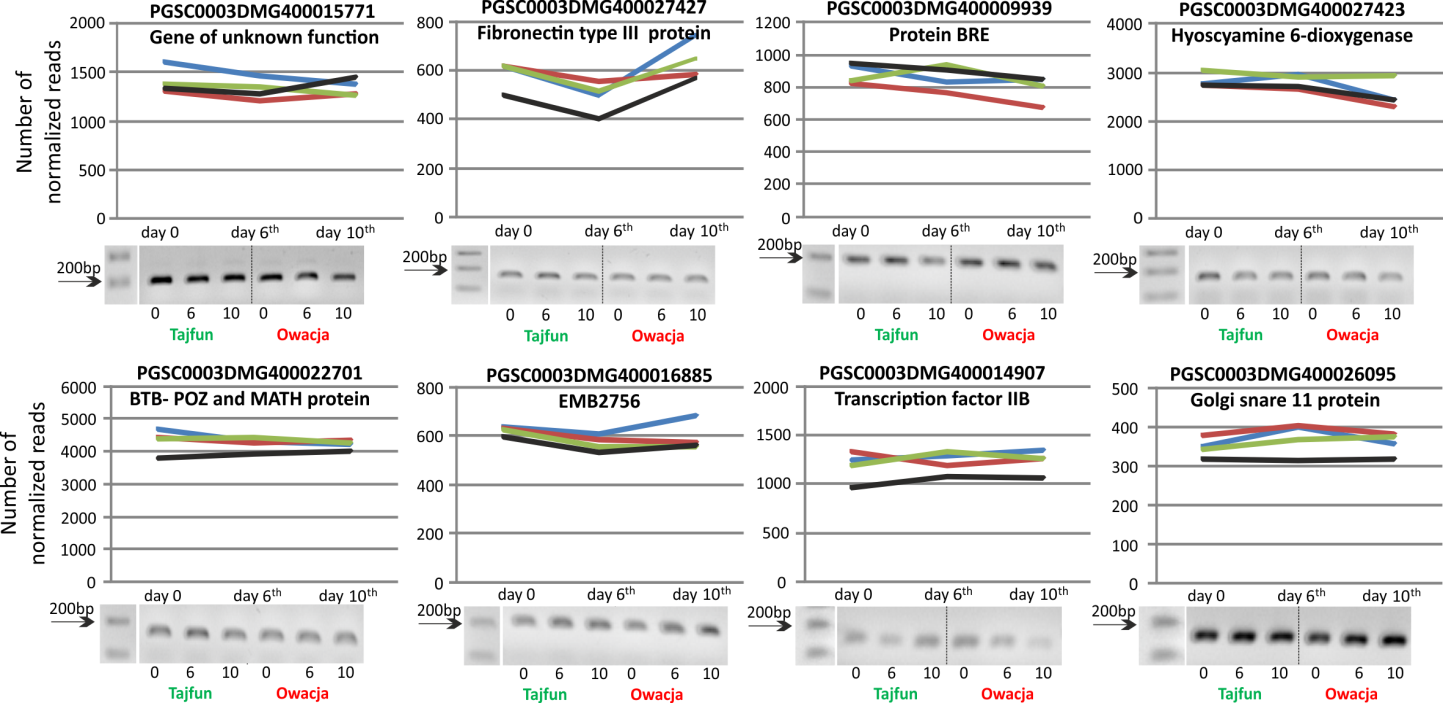

**Figure S6 Eight stably expressed genes in all potato cultivars studied during drought stress.** The upper panels present graphs with the normalized number of reads of genes from the Tajfun/Owacja and Gwiazda/Oberon cultivars. Above each graph, the accession number of a given gene and its function are displayed. Tajfun – green lines, Owacja – black lines, Gwiazda – blue lines, Oberon – red lines. The lower panel shows the gel electrophoresis analysis of the RT-PCR products of all eight genes, confirming the RNA-seq results from plants collected on days 0, 6, and 10.

**
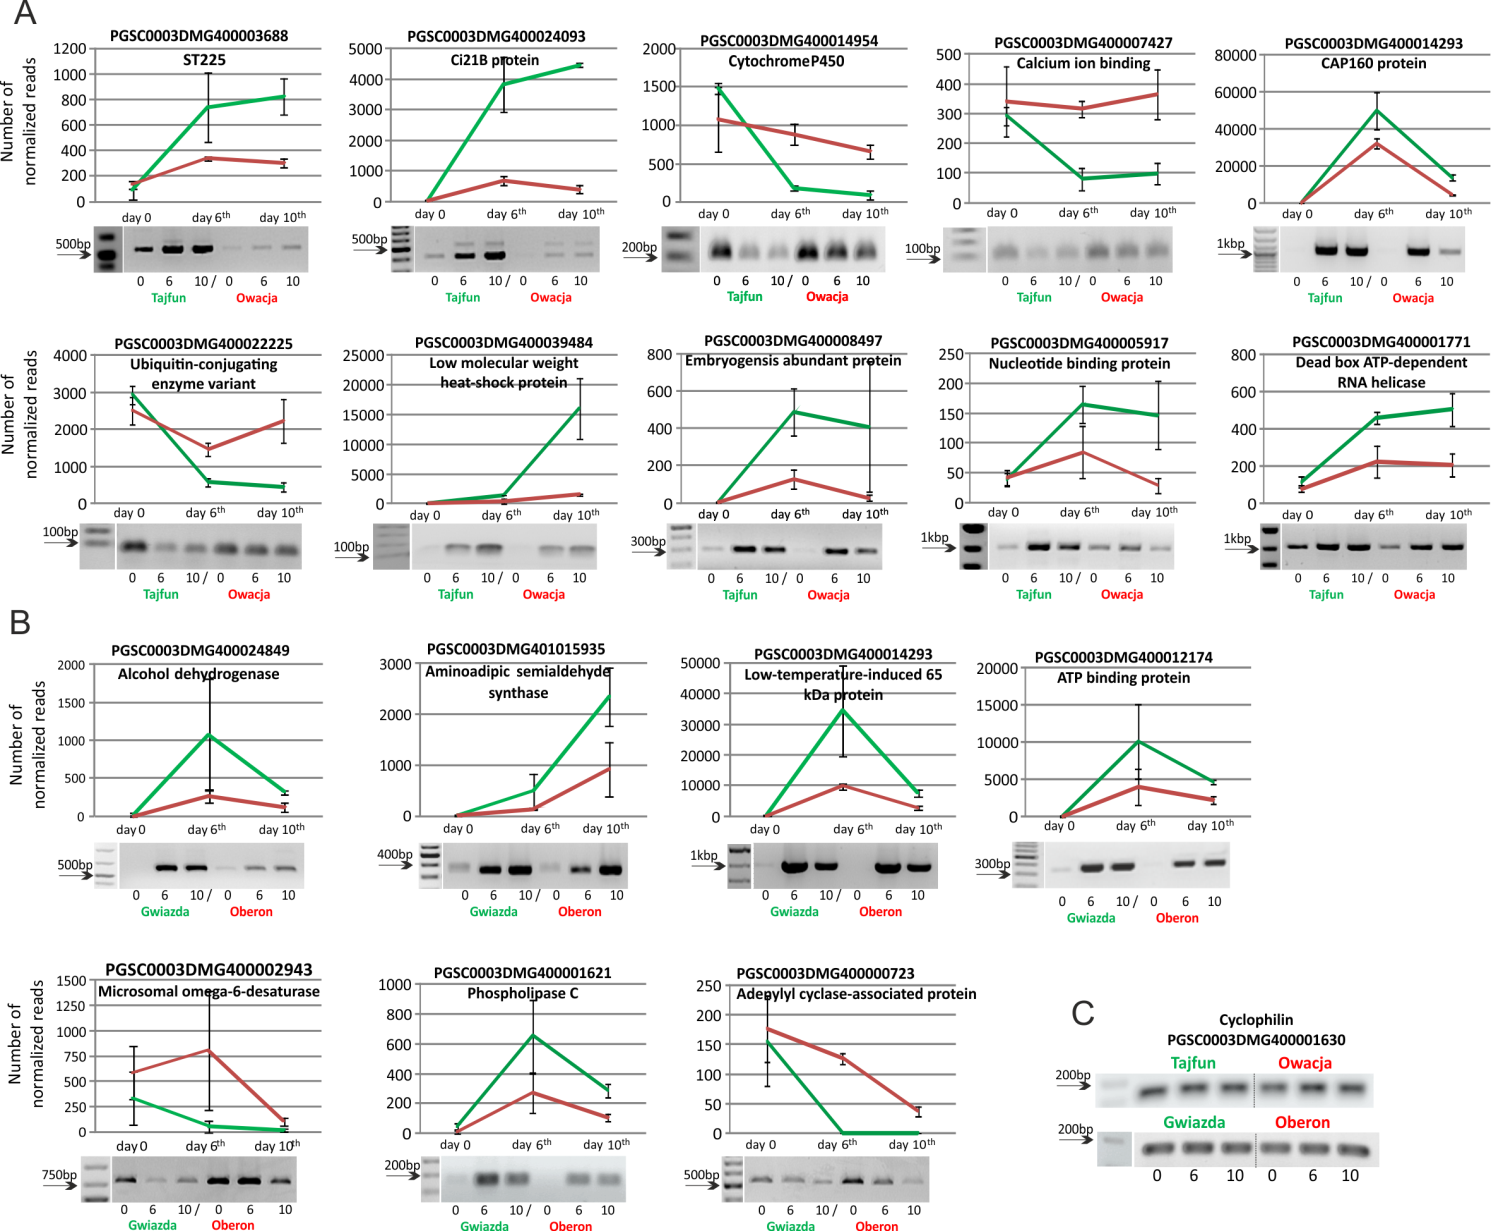
**

**Figure S7 Seventeen of twenty-three potato genes selected after the third round of selection showing the highest differences in gene expression between the studied drought-tolerant and drought-sensitive cultivars during the drought experiment.** (A, B) The data for Tajfun/Owacja and Gwiazda/Oberon, respectively. Above each graph, the accession number of a given gene and its function are displayed. Graphs show the normalized number of reads for each gene. Values are shown as the mean ± SD (n = 3) of three independent RNA-seq experiments, *P* < 0.05. Statistical methods for the differential gene expression analysis are described in the Materials and Methods section. Below each graph, the gel electrophoresis analysis of the RT-PCR products of all 17 genes is presented, confirming the RNA-seq results. (C) All RT-PCR experiments were performed using cyclophilin gene expression as a control. The numbers at the bottom of each gel indicate the days of the drought experiment.

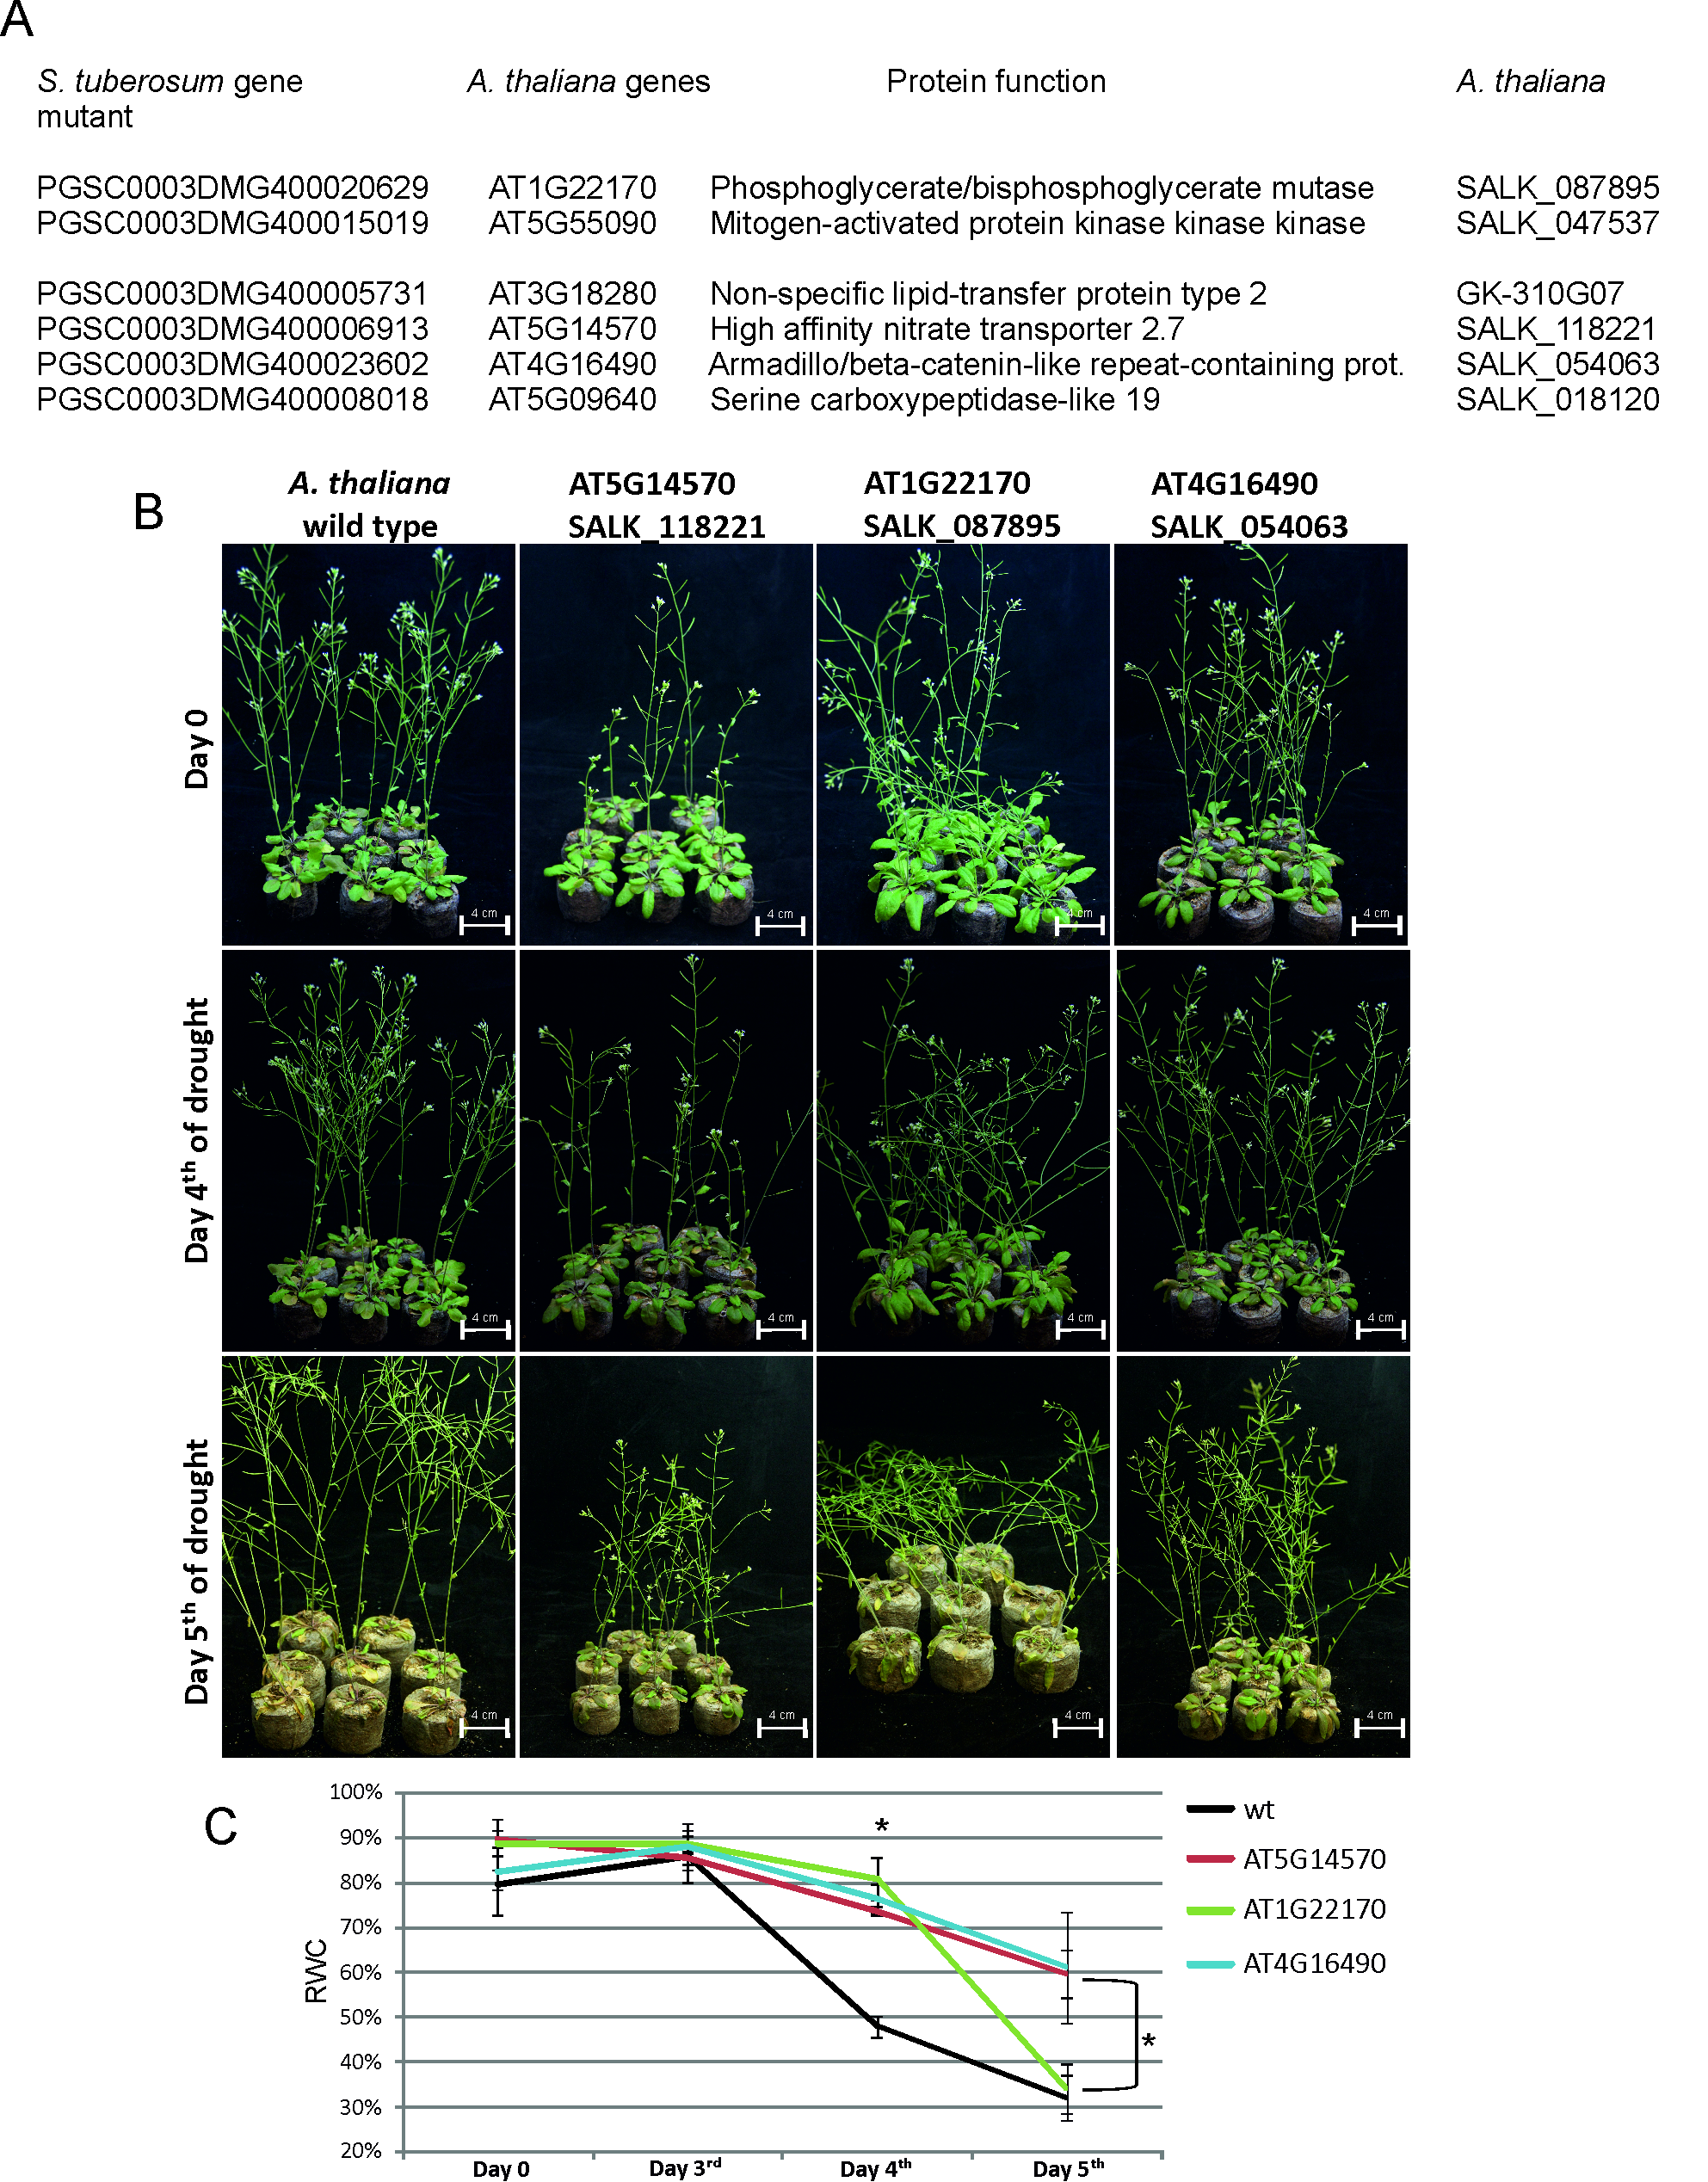

**Figure S8 Phenotypic and RWC analyses of three Arabidopsis mutant plants with altered expression of genes homologous to the selected drought-related potato genes.** (A) Accession numbers of the seven top-ranking drought-related potato genes (left column) and the accession numbers and protein functions of their Arabidopsis homologs (middle columns) were obtained from the Spud DB and TAIR database, respectively (Hirsch *et al*., 2014; Huala *et al*., 2001). The right column presents the accession numbers of selected Arabidopsis SALK or GABI-Kat mutants of each presented gene (Alonso *et al*., 2003; Kleinboelting *et al*., 2012). (B) Arabidopsis plants subjected to water stress. Plants are shown on days 0, 3, 6, and 10 of the drought experiment. Only wild-type and three mutant plants are shown (the other four mutants are presented in Fig. 8). (C) Two of three Arabidopsis mutant plants show higher water content than the wild-type plants on the 5^th^ day of drought. RWC was measured 0, 3, 4 and 5 days after the introduction of drought stress. Values are shown as the mean ± SD (n = 3) of three independent experiments. * *P* < 0.001, Mann–Whitney *U*-test.

**Table S1 Comparison of the normalized number of reads for transcripts derived from genes identified in the first round of selection (594 genes) during the time course of the drought experiment.** Gray color indicates the selected genes after the second round of selection. The mean value of the normalized reads per million is shown for selected potato transcripts that were downregulated in the Gwiazda plants compared to those in the Oberon plants. The data are shown for days 0, 6, and 10 of the drought experiment and were obtained from three biological replicates. The SD at day 0 was never statistically significant (*P* > 0.05), while the SDs at day 6 and day 10 were always statistically significant (*P* < 0.05, see also Fig. 5). Potato gene accession numbers were obtained from the Spud DB (www.potato.plantbiology.msu.edu). SD - standard deviations. (see separate file Table S3).

**Table S2 GO database annotation of the biological process, molecular function and cellular component categories of 8 genes selected from among the 22 top-ranking Arabidopsis genes**. g.f. - gene function (according to the TAIR database); different colors depict various abiotic stresses. Only genes that were found to be annotated as abiotic stress-responsive in the GO database are shown.

|  | **AT5G52300** | **AT1G77120** | **AT1G59860** | **AT3G20660** | **AT3G51810** | **AT4G27030** | **AT4G33150** | **AT3G11170** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **g.f**. | Low-Temperature-Induced 65 | Alcohol Dehydrogenase | HSP20-like | Carbohydrate transporter/sugar porter | Late Embryogenesis Abundant 1 | Fatty Acid Desaturase 4 | Lysine-Ketoglutarate Reductase/ Saccharopine Dehydrogenase, | Fatty Acid Desaturase 7 |
| **biological process** | response to water deprivation | response to water deprivation | response to osmotic stress | cellular response to water deprivation | response to abscisic acid | response to karrikin | response to karrikin | response to cold |
|  | response to abscisic acid | response to abscisic acid | response to heat | transmembrane transport | embryo development ending in seed dormancy | unsaturated fatty acid biosynthetic process | saccharopine dehydrogenase (NADP+, L-lysine-forming) activity | oxidation-reduction process |
|  | response to salt stress | response to osmotic stress | response to salt stress | carbohydrate transmembrane transporter activity |  | oxidation-reduction process | L-lysine catabolic process | fatty acid biosynthetic process |
|  | response to cold | response to cold | protein oligomerization | substrate-specific transmembrane transporter activity |  | delta 3-trans-hexadecenoic acid phosphatidylglycerol desaturase activity | saccharopine dehydrogenase activity | unsaturated fatty acid biosynthetic process |
|  | abscisic acid-activated signaling pathway | response to salt stress | protein folding | sugar-proton symporter activity |  | ubiquitin protein ligase activity |  | oxidoreductase activity, acting on paired donors, with oxidation of a pair of donors resulting in the reduction of molecular oxygen to two molecules of water |
|  | leaf senescence | oxidation-reduction process |  | ion transport |  | phosphatidylglycerol metabolic process |  |  |
| **molecular function** | Molecular function | nucleotide binding | protein binding | carbohydrate transmembrane transporter activity | Molecular function | delta 3-trans-hexadecenoic acid phosphatidylglycerol desaturase activity | saccharopine dehydrogenase (NADP+, L-lysine-forming) activity | oxidoreductase activity, acting on paired donors, with oxidation of a pair of donors resulting in the reduction of molecular oxygen to two molecules of water |
|  |  | alcohol dehydrogenase (NAD) activity |  | substrate-specific transmembrane transporter activity |  | ubiquitin protein ligase activity | saccharopine dehydrogenase activity |  |
|  |  | zinc ion binding |  | ATP binding |  | ubiquitin protein ligase binding |  |  |
|  |  | protein homodimerization activity |  | Sugar - proton symporter activity |  |  |  |  |
| **cellular component** | cytoplasm | cytosol | cytoplasm | plant-type vacuole membrane | cytosol | integral component of membrane | cytosol | integral component of membrane |
|  |  | cytoplasm |  | integral component of membrane | cytoplasm | chloroplast | mitochondrion | chloroplast envelope |
|  |  | plasma membrane |  | plasma membrane |  | chloroplast membrane | cytoplasm | plastid membrane |
|  |  |  |  | membrane |  |  |  | chloroplast |

**Table S3 Primer sequences.**

(A) Primer sequences used for the RT-PCR amplification of the selected potato transcripts.

GW - Gwiazda /Oberon cultivars, TA - Tajfun /Owacja cultivars, Stub - specific primers used for all varieties. F - forward, R - reverse. Accession numbers were obtained from the Potato Genomic Resource (Hirsch *et al*., 2014).

(B) Primer sequences used for the RT-PCR amplification of selected *A. thaliana* transcripts. F - forward, R - reverse. Accession numbers were obtained from the TAIR database (Huala *et al*., 2001).

(C) Primer sequences used for *A. thaliana* SALK mutant genotyping. F - forward, R - reverse. Accession numbers were obtained from the TAIR database and SALK database (Huala *et al*., 2001; Alonso *et al*., 2003).

(A)

(B)

| **ID** | **target gene** | **primer name** | **Primer sequence (5'-3')** |
| --- | --- | --- | --- |
| 1 | AT5G55090 | long_AT5G55090F | ACCAATCATAGGTCGAGGCT |
| 2 | AT5G55090 | long_AT5G55090R | AGCTGTCTTGTTGATCCCAGA |
| 3 | AT1G22170 | long_AT1G22170F | TCTGTCTCTCTTGTCGTAGTGA |
| 4 | AT1G22170 | long_AT1G22170R | AACAGTGGTGGTTATGACACA |
| 5 | AT3G18280 | long_AT3G18280F | TGGTGATGATCAAGACCACAA |
| 6 | AT3G18280 | long_AT3G18280R | CAAAGCATCACCAAGAGTACCA |
| 7 | AT5G14570 | long_AT5G14570F | TGATTGAGCATTTGGGTTTGAA |
| 8 | AT5G14570 | long_AT5G14570R | TGCAATGTTGTCAGCTCTAGTG |
| 9 | AT5G09640 | long_AT5G09640F | TGAGAAACCTTAGCTTCATCGTC |
| 10 | AT5G09640 | long_AT5G09640R | ATACTCCGCTGTGTGTCCTC |
| 11 | AT4G16490 | long_AT4G16490F | AGCCTCCCTCCTCCTCTTTA |
| 12 | AT4G16490 | long_AT4G16490R | CACCCTCACAAACCAGAAGC |
| 13 | AT3G20660 | long_AT3G20660F | GACAACCGCTGCTAGAGAAA |
| 14 | AT3G20660 | long_AT3G20660R | TCGTGCATCCCAAACATTGT |
| 15 | AT1G13440 | GAPDH5'_F | TCTCGATCTCAATTTCGCAAAA |
| 16 | AT1G13440 | GAPDH5'_R | CGAAACCGTTGATTCCGATTC |

(C)

| **ID** | **target gene** | **primer name** | **Primer sequence (5'-3')** |
| --- | --- | --- | --- |
| 1 | AT5G55090 | SALK_047537LP | ATTATGTGCCATTCGACCAAC |
| 2 | AT5G55090 | SALK_047537RP | TTTAGCACAACCCAAATCGAC |
| 3 | AT1G22170 | SALK_087895LP | AAGGCTTTGAAGAGGTGCTTC |
| 4 | AT1G22170 | SALK_087895RP | GGGATTGTCTTGGAAGGAGAC |
| 5 | AT3G20660 | SALK_095906LP | GTAGATGAGGCGATGAAGCTG |
| 6 | AT3G20660 | SALK_095906RP | CCTCTCCTGTTGCTGAAGATG |
| 7 | AT5G14570 | SALK_118221LP | AAAGGAGACACATTGCGAGTG |
| 8 | AT5G14570 | SALK_118221RP | GAATCGCTGAGGAAGTACGTG |
| 9 | AT5G09640 | SALK_018120LP | CTGGAGTATACTCCGCTGTGTG |
| 10 | AT5G09640 | SALK_018120RP | TGTGGAGGCAAATTCTTCAAC |
| 11 | AT4G16490 | SALK_054063LP | CGATTCACTGGAAAAATCACG |
| 12 | AT4G16490 | SALK_054063RP | GAAACTCCGACGCATACTCTG |
| 13 | AT3G18280 | GK-310G07_T-DNA | ATAATAACGCTGCGGACATCTACATTTT |
| 14 | AT3G18280 | GK-310G07_Locus-spec | GCATACAAAGCATCACCAAGAGTA |
| 15 | AT3G18280 | GK-310G07_F | TTTTGAATACTTTCCCCAATGTTA |
| 16 | AT3G18280 | GK-310G07_R | TTTCTGACTTTTTAACACCTTGGG |

**Table S4 Summary of RNA-seq Data.**

| **Sample Name** | **Library tag** | **Number of**  **clean reads** | **Number of mapped reads** | **Percentage of mapped reads** | **Number of reads mapped in single loci** | **Percentage of reads mapped in single loci** | **Number of reads mapped in multiple loci** | **Percentage of reads mapped in multiple loci** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **1** | Gwiazda 1 D0 | 40822276 | 33318248 | 81.6% | 31529045 | 94.6% | 1789203 | 5.4% |
| **2** | Gwiazda 2 D0 | 40735106 | 32957788 | 80.9% | 30973115 | 94.0% | 1984673 | 6.0% |
| **3** | Gwiazda 3 D0 | 40142054 | 32431488 | 80.8% | 29962588 | 92.4% | 2468900 | 7.6% |
| **4** | Gwiazda 1 D6 | 40583272 | 32274433 | 79.5% | 30116970 | 93.3% | 2157463 | 6.7% |
| **5** | Gwiazda 2 D6 | 40865444 | 34258402 | 83.8% | 27490880 | 80.2% | 6767522 | 19.8% |
| **6** | Gwiazda 3 D6 | 40778350 | 33074580 | 81.1% | 31360101 | 94.8% | 1714479 | 5.2% |
| **7** | Gwiazda 1 D10 | 40934706 | 32897961 | 80.4% | 30962516 | 94.1% | 1935445 | 5.9% |
| **8** | Gwiazda 2 D10 | 41216874 | 33480807 | 81.2% | 31531097 | 94.2% | 1949710 | 5.8% |
| **9** | Gwiazda 3 D10 | 40439124 | 31631516 | 78.2% | 29859191 | 94.4% | 1772325 | 5.6% |
| **10** | Oberon 1 D0 | 40352776 | 30194035 | 74.8% | 28108164 | 93.1% | 2085871 | 6.9% |
| **11** | Oberon 2 D0 | 40106264 | 29673762 | 74.0% | 28001544 | 94.4% | 1672218 | 5.6% |
| **12** | Oberon 3 D0 | 41268334 | 28804012 | 69.8% | 27139166 | 94.2% | 1664846 | 5.8% |
| **13** | Oberon 1 D6 | 40713850 | 29947373 | 73.6% | 28388428 | 94.8% | 1558945 | 5.2% |
| **14** | Oberon 2 D6 | 43232122 | 29333650 | 67.9% | 27475362 | 93.7% | 1858288 | 6.3% |
| **15** | Oberon 3 D6 | 42471276 | 31485894 | 74.1% | 29494569 | 93.7% | 1991325 | 6.3% |
| **16** | Oberon 1 D10 | 41344780 | 31933380 | 77.2% | 29952250 | 93.8% | 1981130 | 6.2% |
| **17** | Oberon 2 D10 | 43839554 | 31029666 | 70,8% | 29333777 | 94.5% | 1695889 | 5,5% |
| **18** | Oberon 3 D10 | 41441140 | 32307340 | 78.0% | 30318497 | 93.8% | 1988843 | 6.2% |
| **19** | Tajfun 1 D0 | 41364728 | 34291602 | 82.9% | 31729028 | 92.5% | 2562574 | 7.5% |
| **20** | Tajfun 2 D0 | 41058638 | 33320141 | 81.2% | 30947172 | 92.9% | 2372969 | 7.1% |
| **21** | Tajfun 3 D0 | 41242518 | 34107225 | 82.7% | 31999823 | 93.8% | 2107402 | 6.2% |
| **22** | Tajfun 1 D6 | 41371432 | 33647319 | 81.3% | 31361719 | 93.2% | 2285600 | 6.8% |
| **23** | Tajfun 2 D6 | 41461212 | 34178187 | 82.4% | 32060279 | 93.8% | 2117908 | 6.2% |
| **24** | Tajfun 3 D6 | 41110642 | 33536868 | 81.6% | 30410251 | 90.7% | 3126617 | 9.3% |
| **25** | Tajfun 1 D10 | 41273690 | 33113990 | 80.2% | 30930714 | 93.4% | 2183276 | 6.6% |
| **26** | Tajfun 2 D10 | 41611500 | 33153411 | 79.7% | 31005890 | 93.5% | 2147521 | 6.5% |
| **27** | Tajfun 3 D10 | 39723298 | 31196763 | 74.3% | 29157061 | 93.5% | 2039702 | 6.5% |
| **28** | Owacja 1 D0 | 40563894 | 31963920 | 78.8% | 29033317 | 90.8% | 2930603 | 9.2% |
| **29** | Owacja 2 D0 | 41635240 | 34289170 | 82.4% | 32000829 | 93.3% | 2288341 | 6.7% |
| **30** | Owacja 3 D0 | 40754872 | 32156498 | 78.9% | 29479821 | 91.7% | 2676677 | 8.3% |
| **31** | Owacja 1 D6 | 41218562 | 32910849 | 79.8% | 30827730 | 93.7% | 2083119 | 6.3% |
| **32** | Owacja 2 D6 | 41386880 | 33310961 | 80.5% | 31444404 | 94.4% | 1866557 | 5.6% |
| **33** | Owacja 3 D6 | 41262192 | 32927942 | 79.8% | 30892719 | 93.8% | 2035223 | 6.2% |
| **34** | Owacja 1 D10 | 41224220 | 32655324 | 79.2% | 30632962 | 93.8% | 2022362 | 6.2% |
| **35** | Owacja 2 D10 | 40920912 | 31928719 | 78.0% | 29918534 | 93.7% | 2010185 | 6.3% |
| **36** | Owacja 3 D10 | 41275634 | 29178157 | 70.7% | 26165846 | 89.7% | 3012311 | 10.3% |

# Supplementary material for: Genomewide identification of genes involved in the potato response to drought indicates functional evolutionary conservation with Arabidopsis plants
**Source:** Plant Biotechnol J. 2017 Aug 14;16(2):603–14. doi: 10.1111/pbi.12800

**Table S1** The comparison of normalized number of reads for transcripts derived from genes searched out in the first round of selection (594 genes) during the time course of drought experiment. The gray color indicates the selected genes after the second round of selection.

Mean value of normalised reads per million for selected potato transcripts that were up-regulated in Tajfun comparing to Owacja. Data are shown for days: 0, 6, and 10 of drought experiment and were taken from three biological replicates. SD at D0 was always not statisticly significant ( $P > 0,05$ ), while SD at D6 and D10 were always statisticly significant ( $P < 0,05$ , see also Fig 5). Potato gene accession numbers were taken from Spud DB ([www.potato.plantbiology.msu.edu](http://www.potato.plantbiology.msu.edu)). SD - standard deviations.

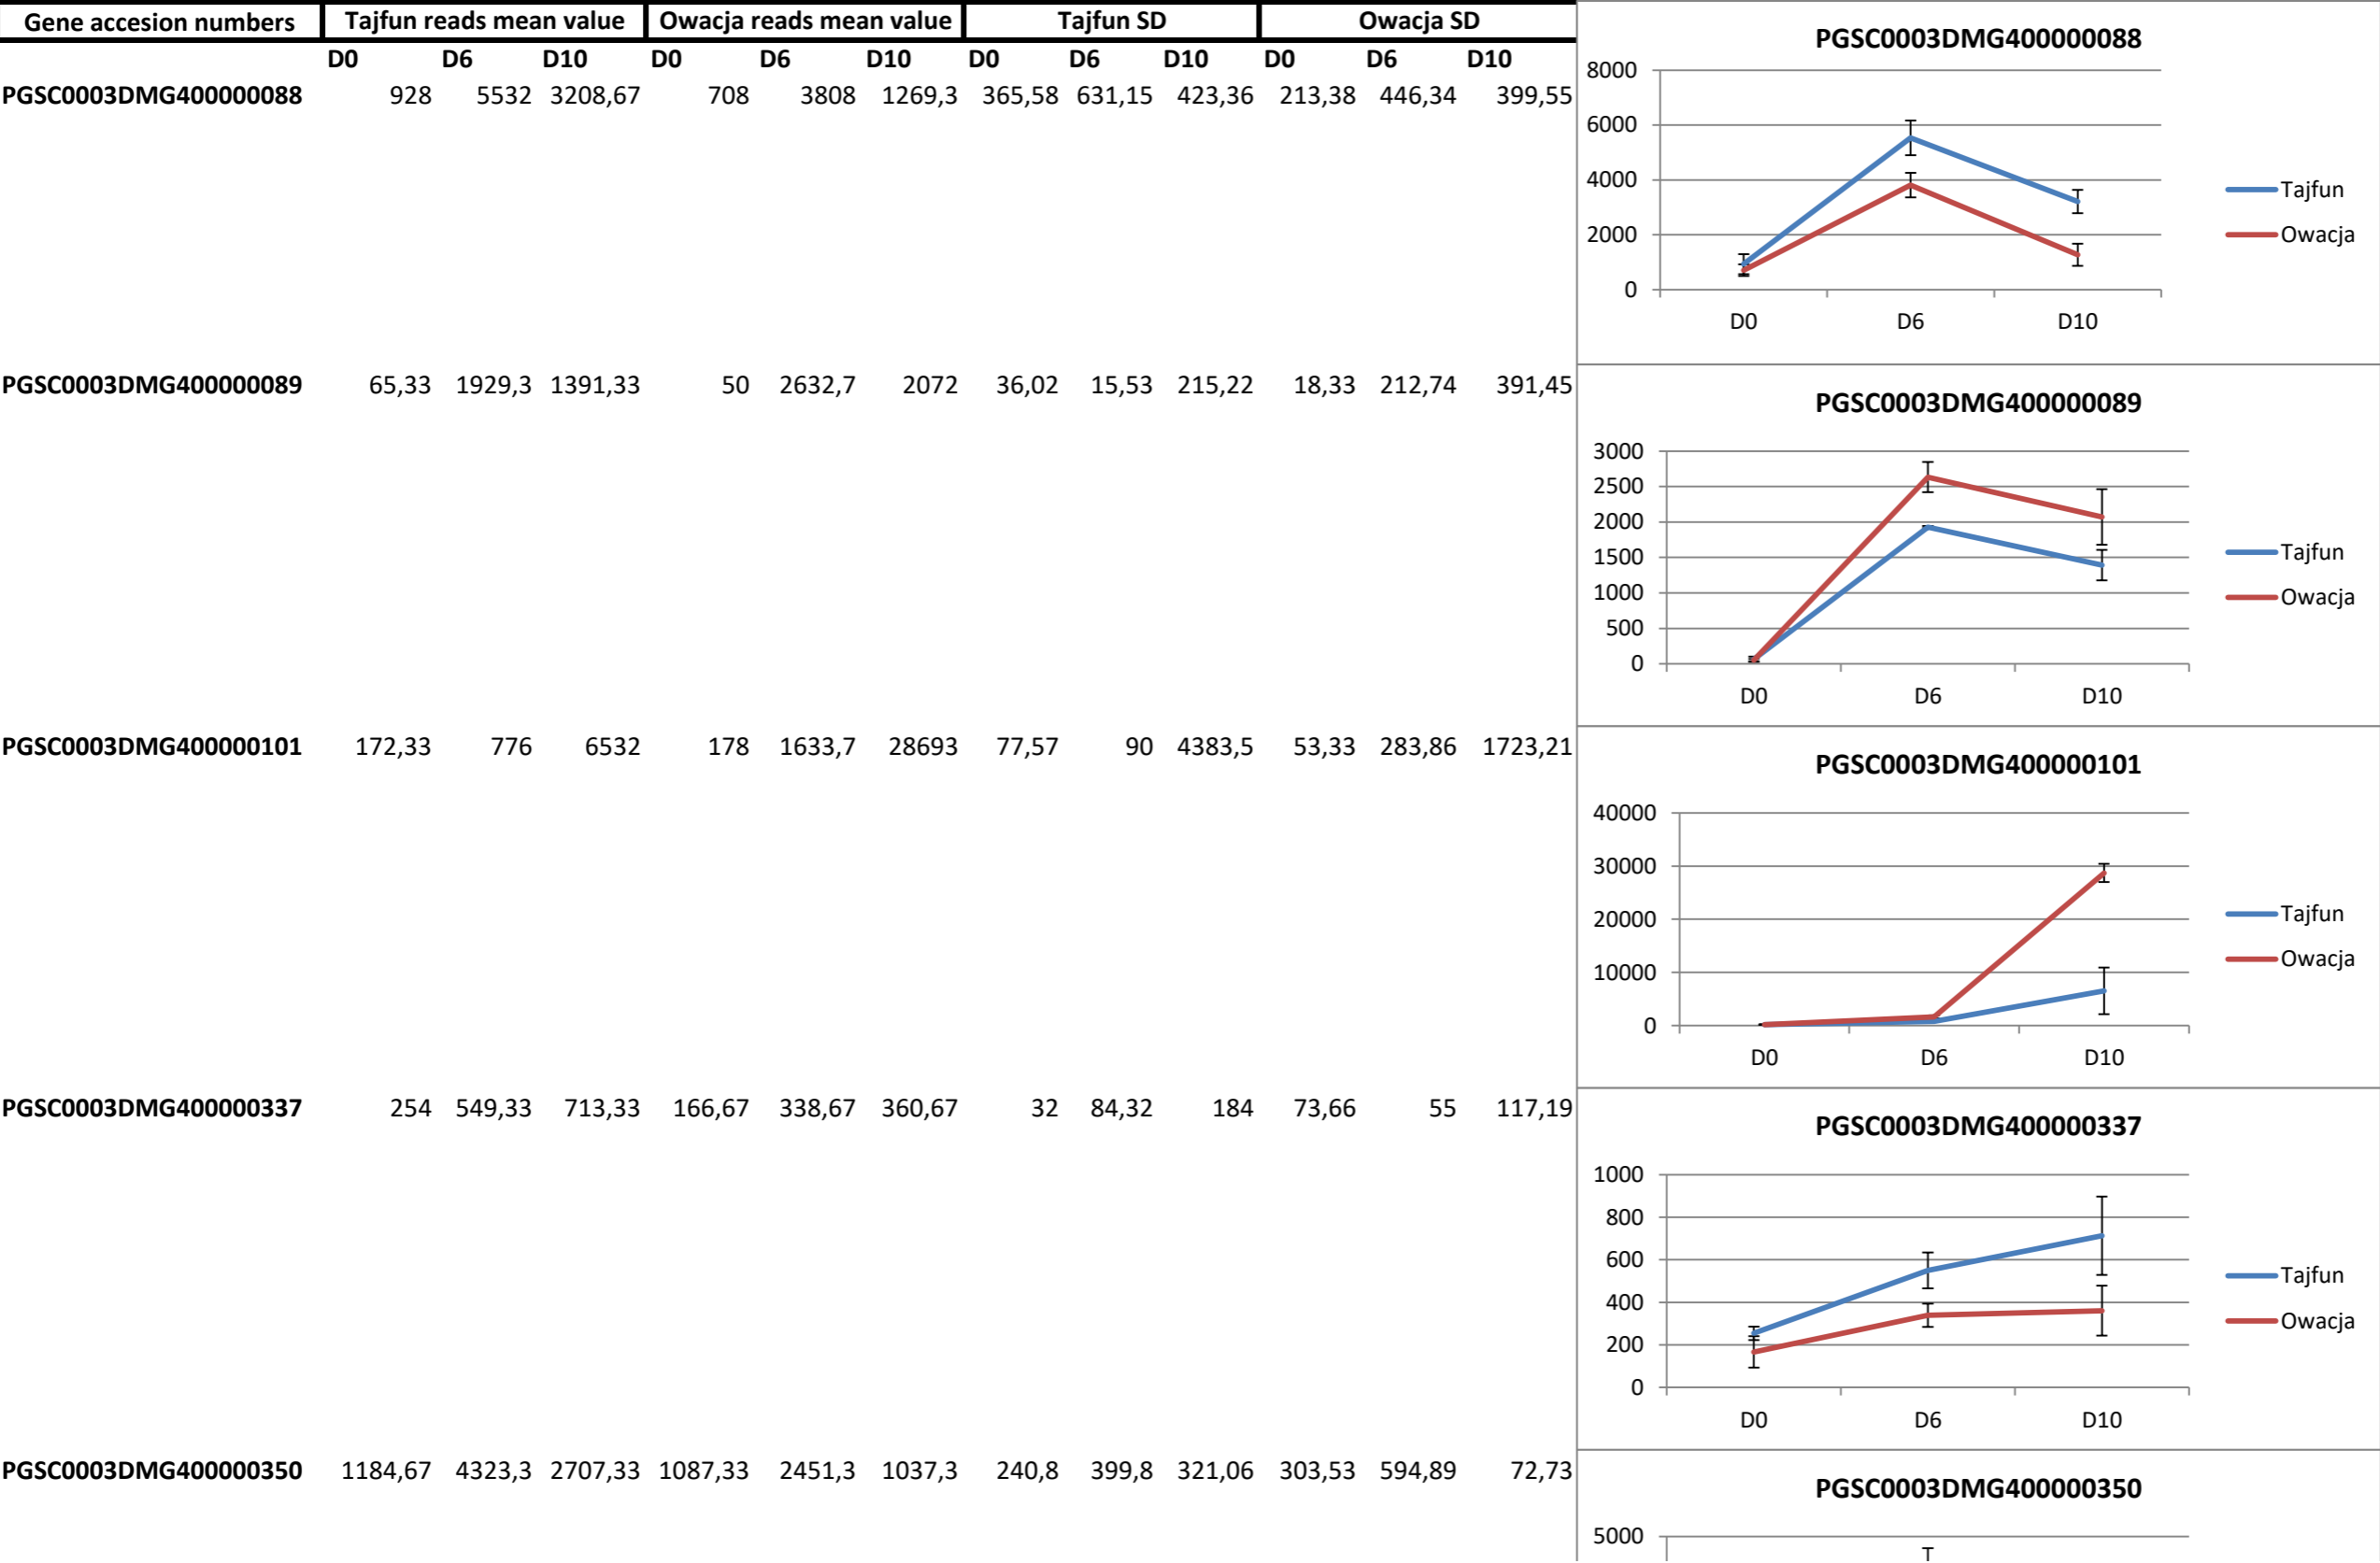

PGSC0003DMG4000003961036,673428,737907805538,77976189,37377,331105,1143,93447,52330,68

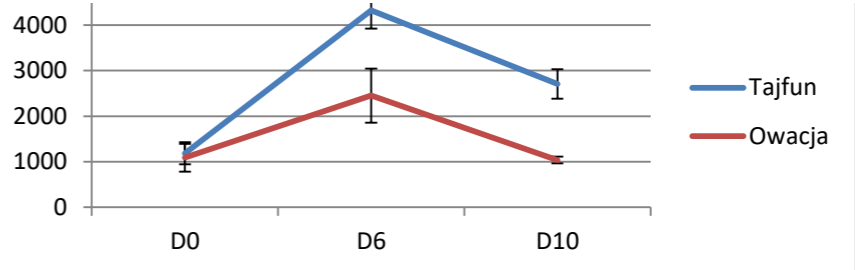

PGSC0003DMG400000411104,671057,3354093,3317004994,717,47235,141091,318,0455,43548,92

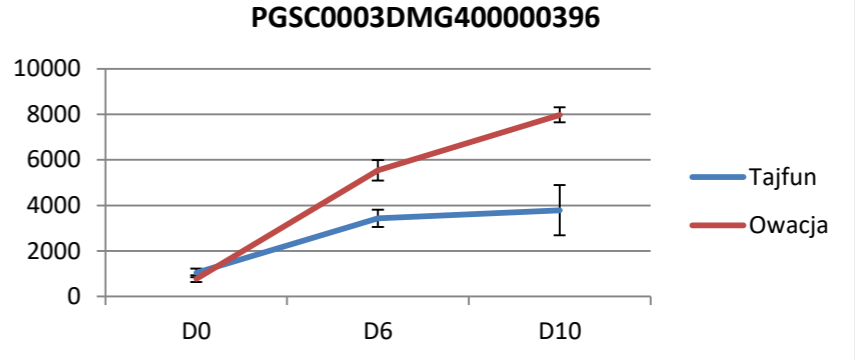

PGSC0003DMG4000004572879,335918,714667,32607,339888,722069536,14665,0116281005,1442,413080,08

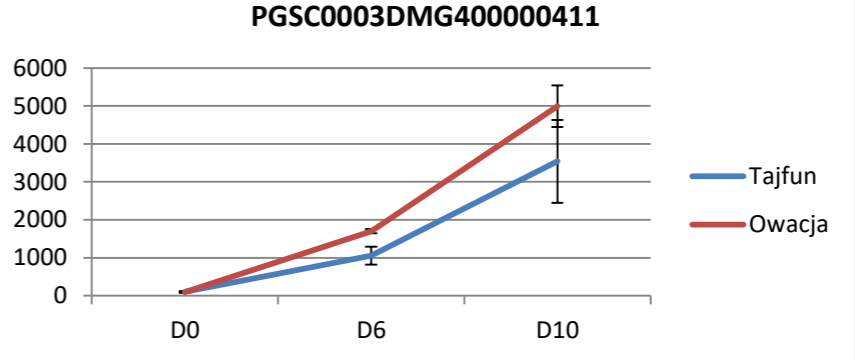

PGSC0003DMG4000006183916,671060913733,3474068007520,7622,671298,71101,11214,5938,27565,34

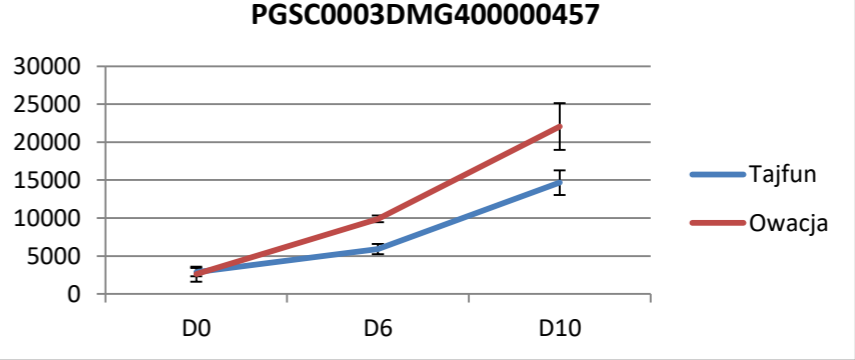

PGSC0003DMG400000654519,331518,71556,67378764,67442169,9250,71333,2445,21118,28149,01

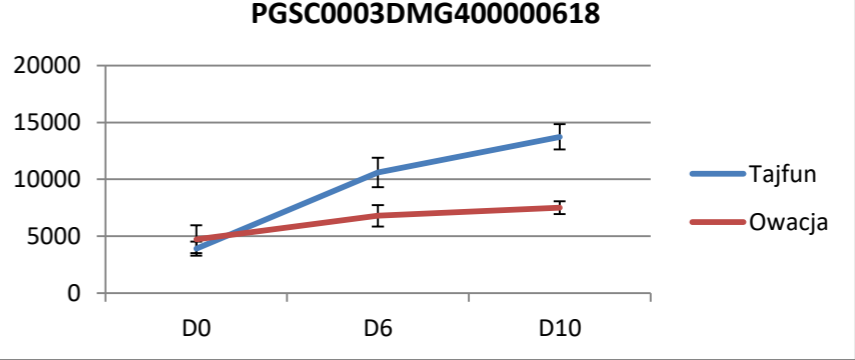PGSC0003DMG4000007583,33265,33242,679,3317,33565,7740,2262,0111,3715,0117,09

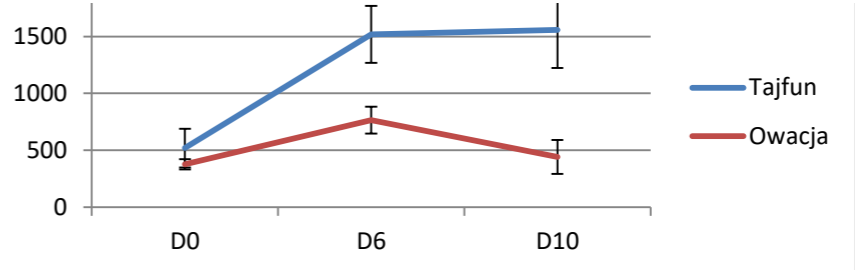

PGSC0003DMG40000083985,33353,33306,6753,331444252,6283,5856,6226,122,277,21

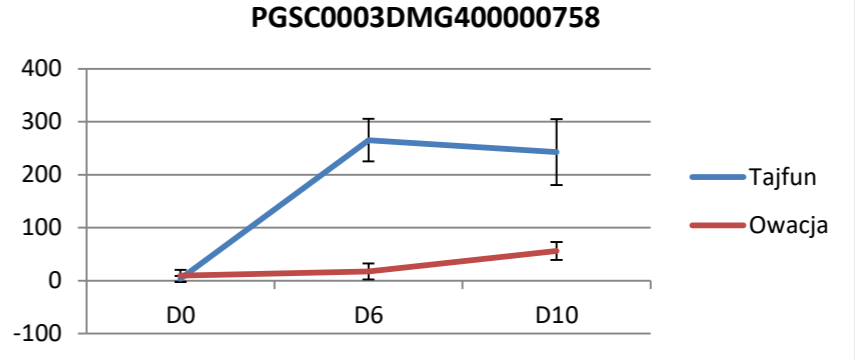

PGSC0003DMG40000094465516672442,334451120,7826205,01309,4440,8573,67316,96239,76

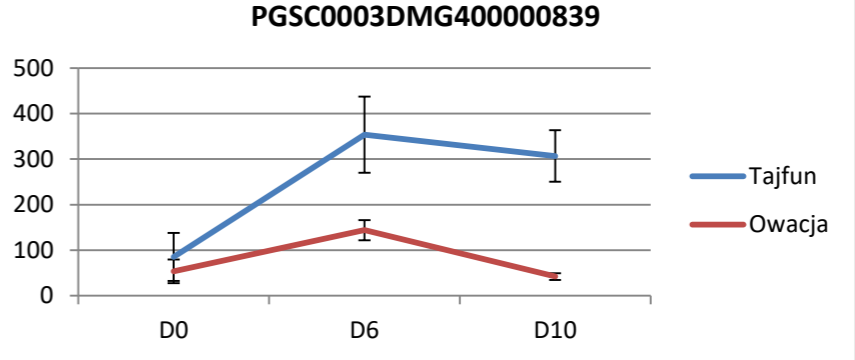

PGSC0003DMG400000978822,673087,342501077,334352,7579424,1967,091085,1142,4443,92410,13

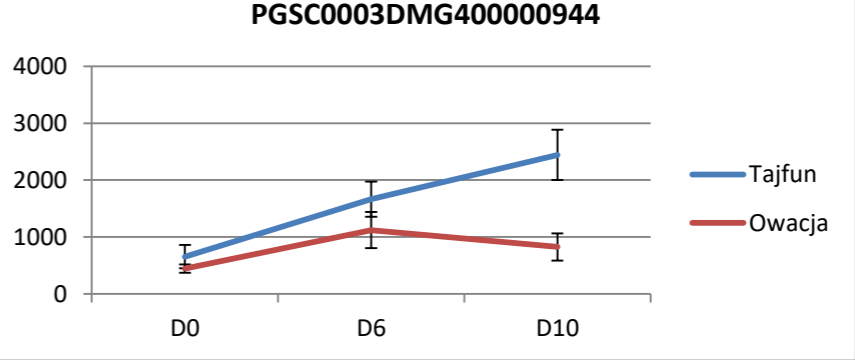

PGSC0003DMG400000999115,3350842271,33303,33188,6723,18100,54161,9839,7221,5710,26

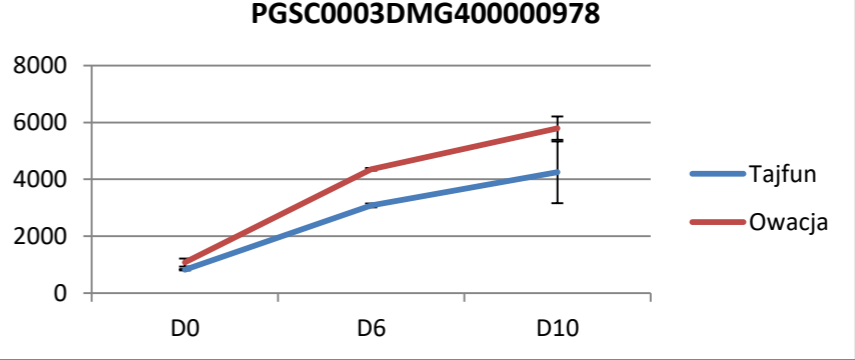

PGSC0003DMG400000999

PGSC0003DMG4000011521153,332399,32892815,331418,71400,7172,1142,57435,5795,09312,26224,5

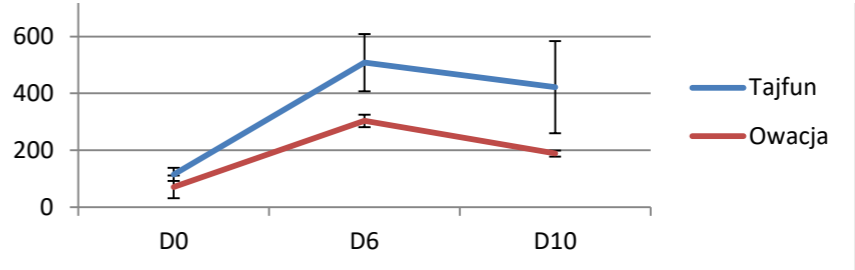

PGSC0003DMG400001474640,672635,32451,338623864,7408689,49300,95568,46235,25650,11314,69

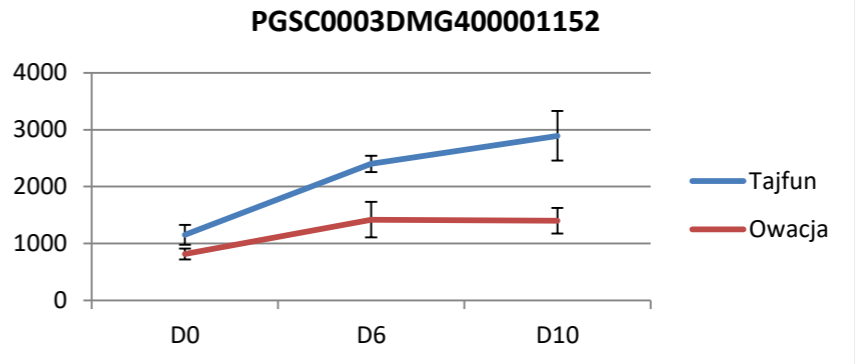

PGSC0003DMG400001506663,332152,72500564,671356,71203,314291,53322,392,61368,92327,44

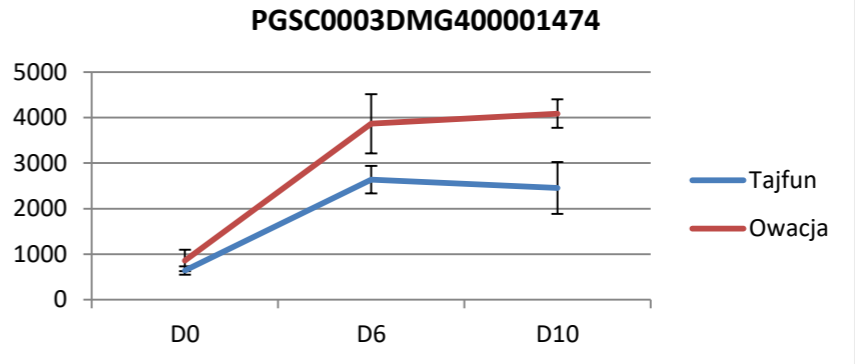

PGSC0003DMG400001770138421,33310,6778195,33133,3354,44125,9327,339,348,339,87

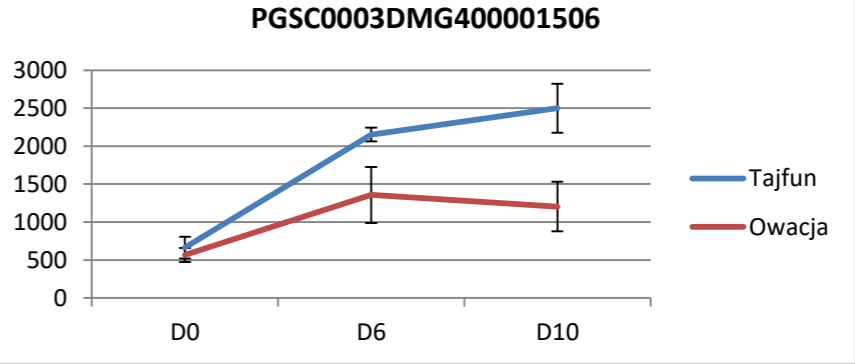

PGSC0003DMG400001771112459,3350476,67221,33205,3328,3532,8888,4818,588361,33

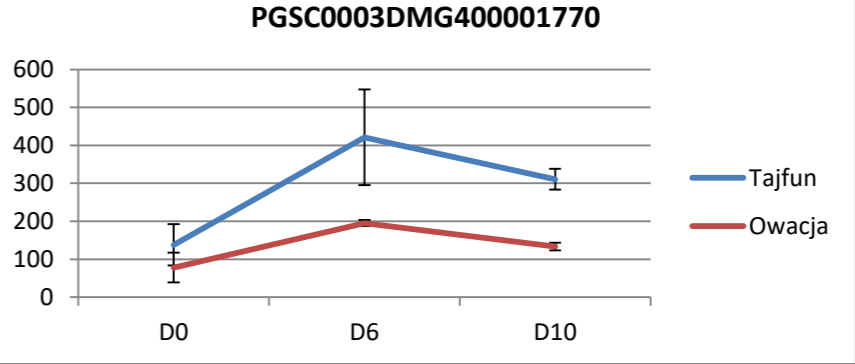PGSC0003DMG400001788274934,67654,67177,33391,3322885,58103128,7874,6394,9627,78

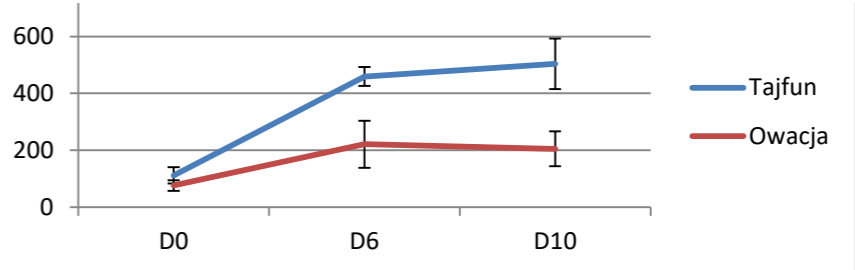

PGSC0003DMG400002489106270,67242,6793,33397,33360,67614,0528,5933,3178,5536,95

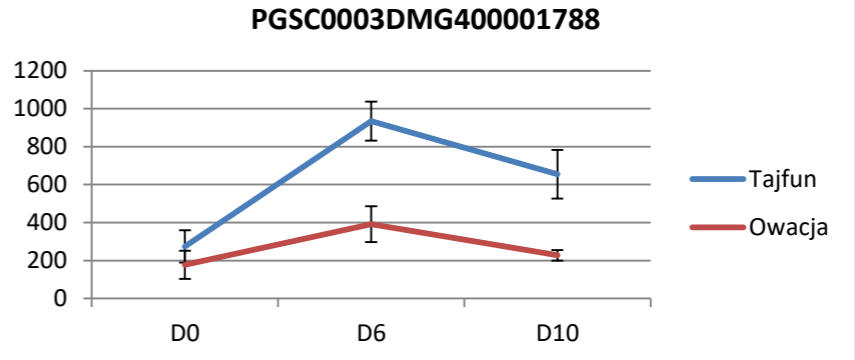

PGSC0003DMG400002585140,67364,67351,33109,33209,33130,6718,043781,411,725,0332,58

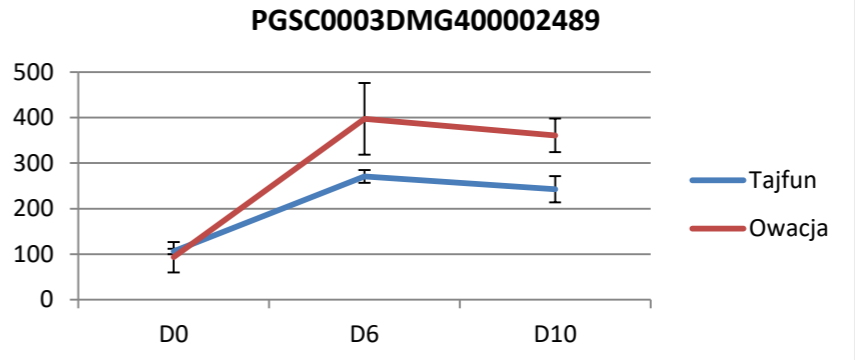

PGSC0003DMG4000026131840,677063,36537,331867,33131659333,35911841,1332,62277,48691,623071,99

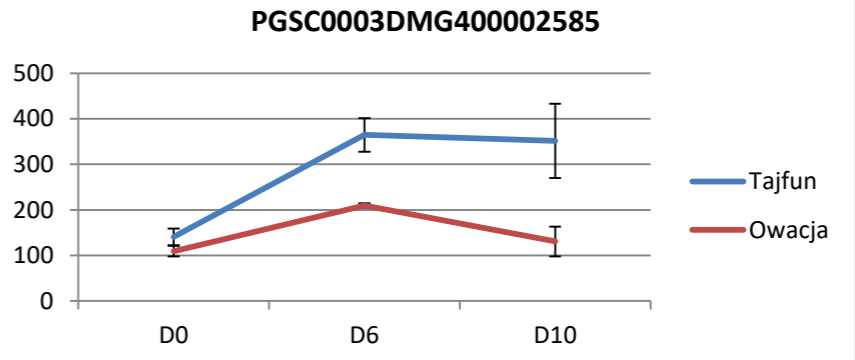

PGSC0003DMG40000268430086083,37408,672821,3336483002,7767558,321586,8153,31360,41243,07

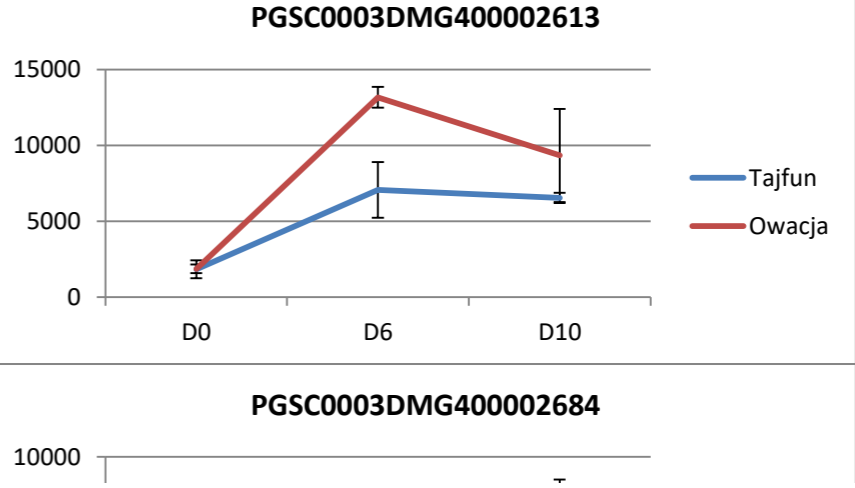

PGSC0003DMG4000027464981108,71351,33324,67621,33518,67215,03196,67196,5764,29143,4285,54

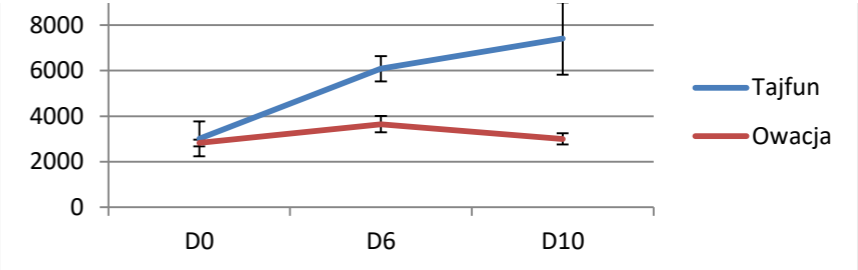

PGSC0003DMG400002746

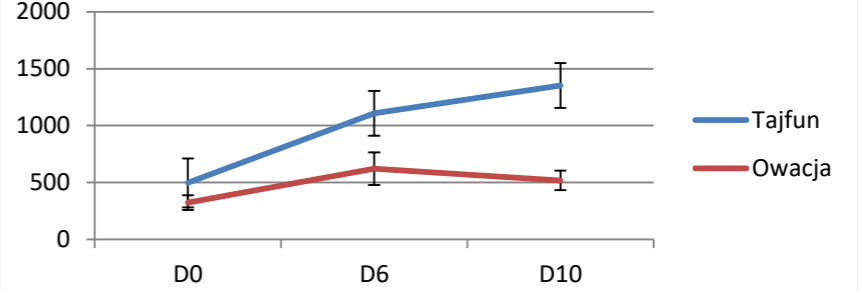

PGSC0003DMG40000284595823002151,33124431303969,3317,21172,31364,93369,04189,07477,42

PGSC0003DMG400002845

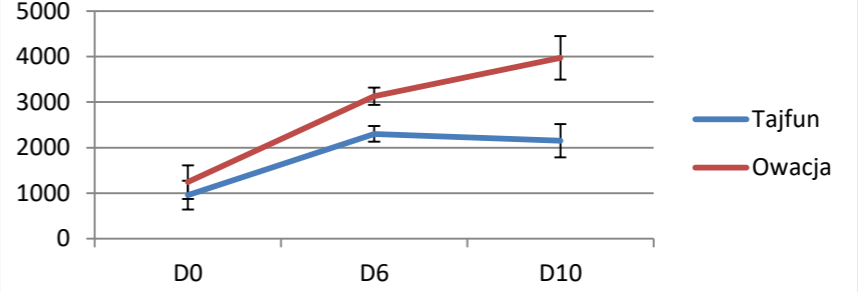

PGSC0003DMG4000028601671,3333224222,671846,672443,32576,7265,1428,53593,03311,75459,58238,01

PGSC0003DMG400002860

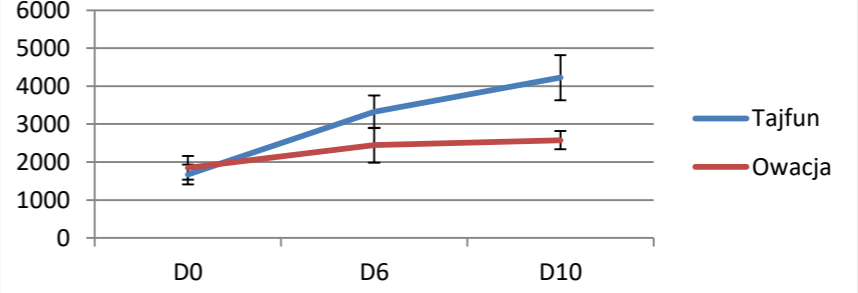

PGSC0003DMG4000029297952,6717227644947414,331097913005584,111245,214591867,7552,183124,03

PGSC0003DMG400002929

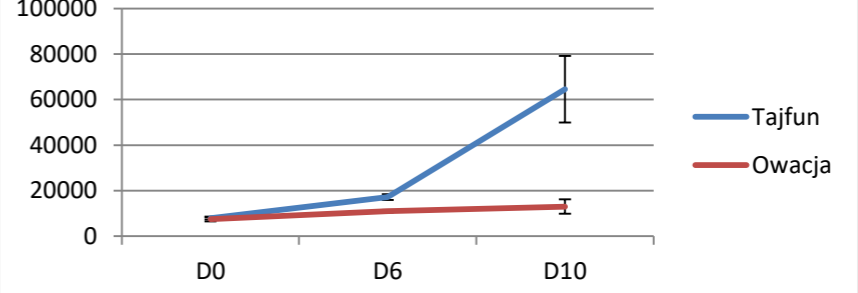

PGSC0003DMG4000030483673,338775,39390,333430,671203512483522,68952,491888,5589,621089,81463,31

PGSC0003DMG400003048

PGSC0003DMG4000030511232,672597,32486,671067,331815984,67240,01239,45397,1473,28141,9134,6

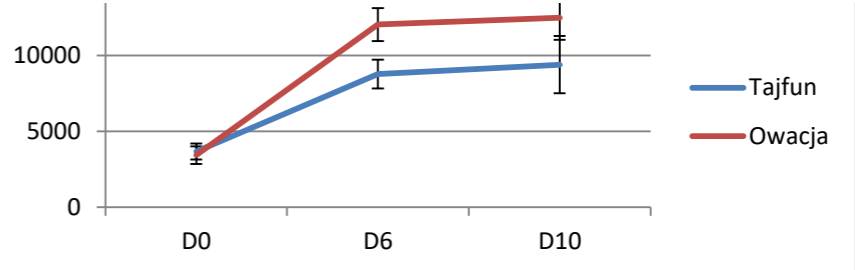

PGSC0003DMG400003051

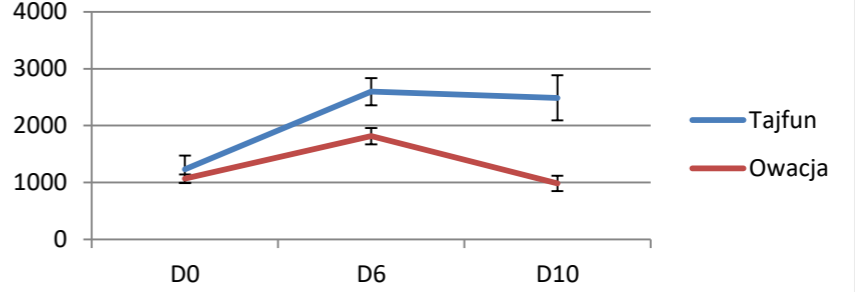

PGSC0003DMG40000308339864001437721,33356,675295122857194,081304,58160,71562,810787837,07

PGSC0003DMG400003083

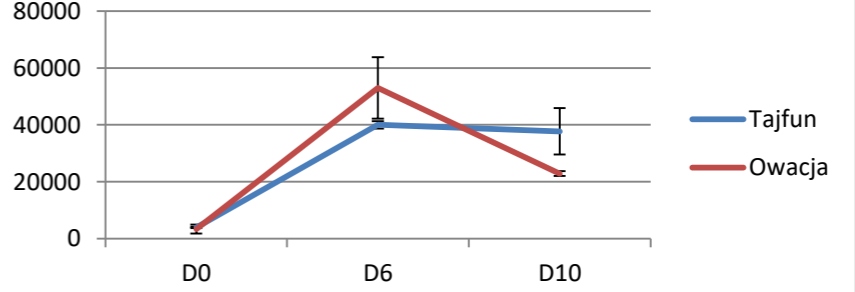

PGSC0003DMG400003528336,679783186,67413,3313644910,7126,6235,381342,2130,73288,17695,11

PGSC0003DMG400003528

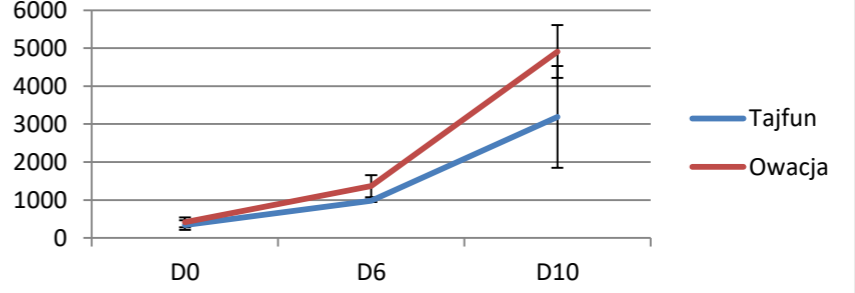

PGSC0003DMG40000364944,671286,71564,6714793,33250,6732,15285,4158910,39121,9246,06

PGSC0003DMG400003649

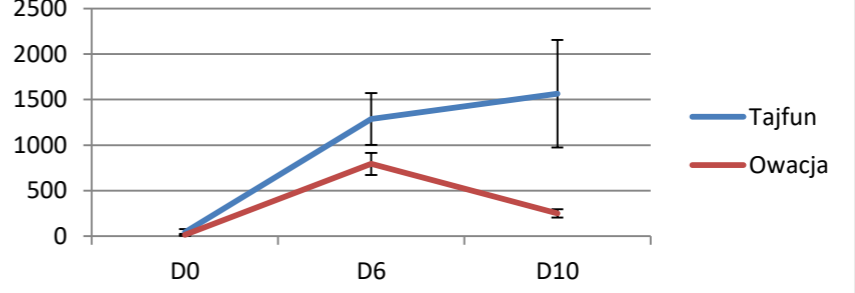

PGSC0003DMG40000368886742825,33131,3334030673,51273,27144,4232,5815,8735,16

PGSC0003DMG400003688

PGSC0003DMG40000401023,33589,3347620273,33127,6740,41185,32170,1317,3299,3836,09

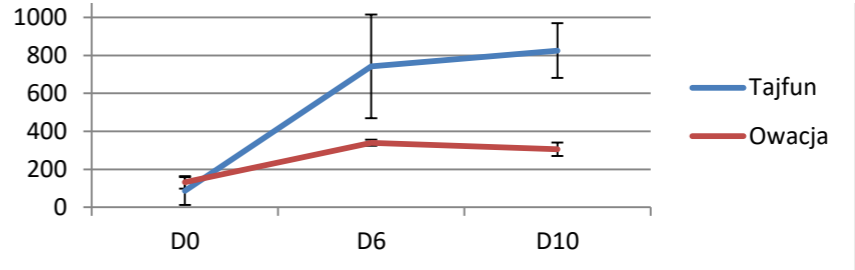

PGSC0003DMG40000402910195,3313669,344,671944,74396511,1498,481467343,1484,935231,87

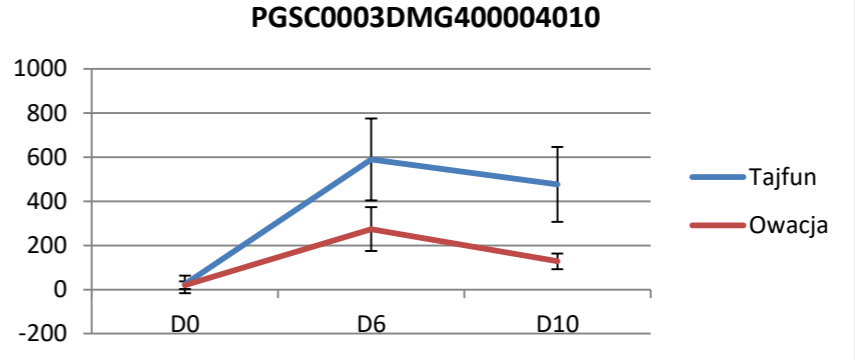

PGSC0003DMG400004233112,67390,67326,67152,6716302116,7108,378,42103,5875,96281,05300,88

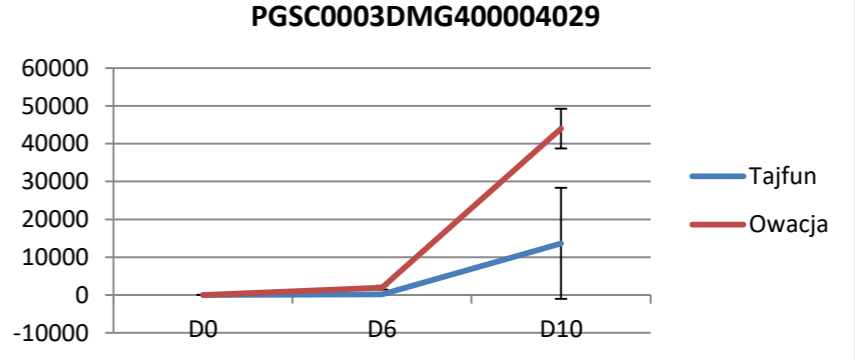

PGSC0003DMG400004286150456641,3378,67273,33312,6744,235,29104,6455,5124,68111,79

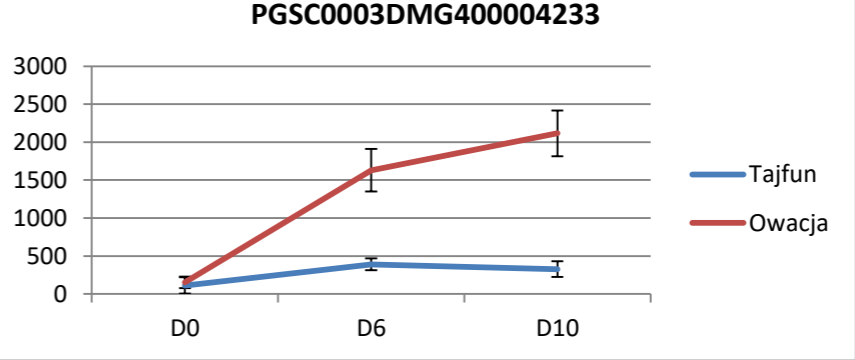

PGSC0003DMG4000045322,6727,33217,3316725803,0620,03182,499,1718,33227,17

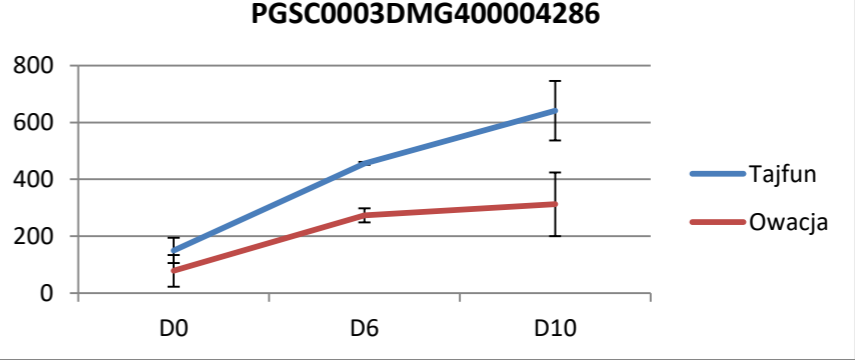PGSC0003DMG4000046302255,3312929303121720,671944352417583,85990,318871,9585,533018,63330,37

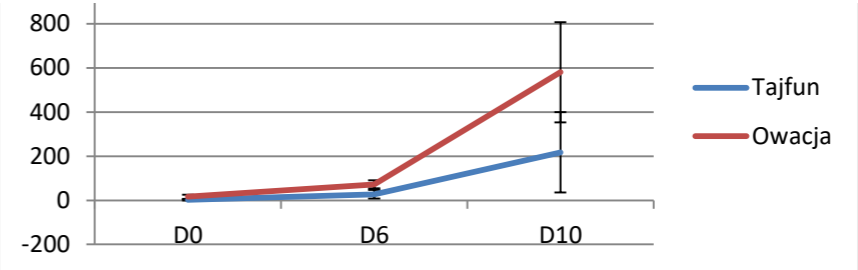

PGSC0003DMG40000480217804617,37805,331567,336752,711383159,761210,43551,2667,79557,43679,42

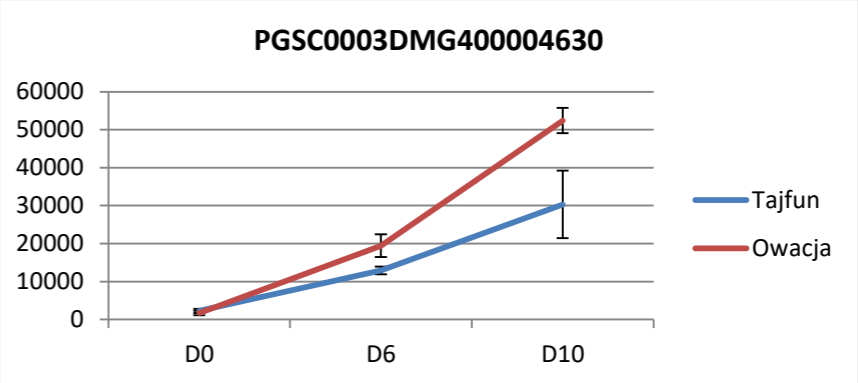

PGSC0003DMG40000500972342,672662217812645,347,5177,9519,0877,256,93

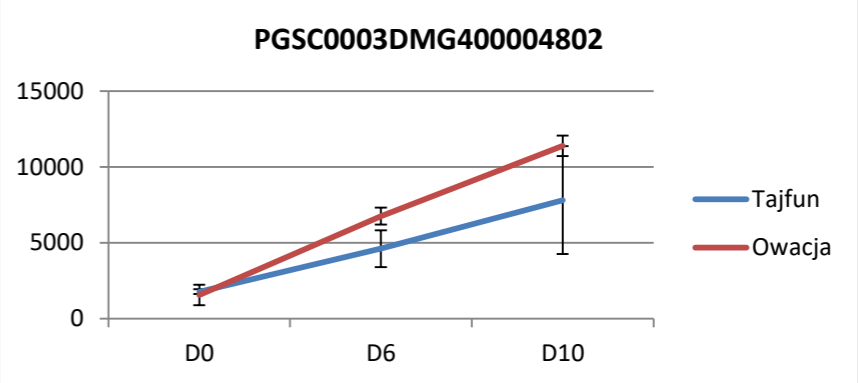

PGSC0003DMG400005056260513,332052,67173,67828,674394143,3763,29752,8767,2867,421581,64

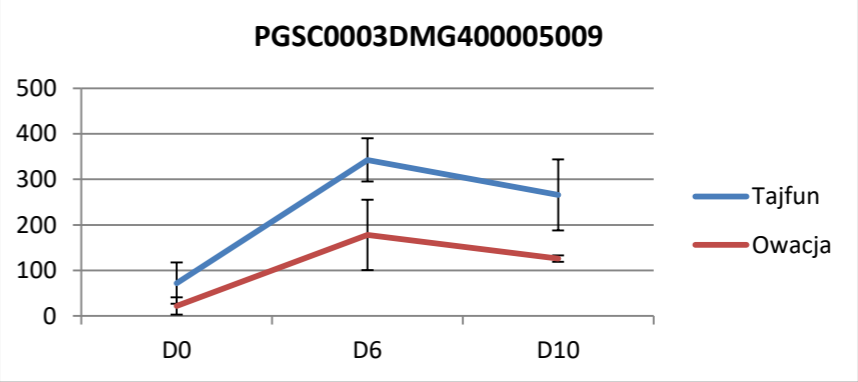

PGSC0003DMG400005247976187419521096,671339,31076,766,84211,445,21136,27132,02175,78

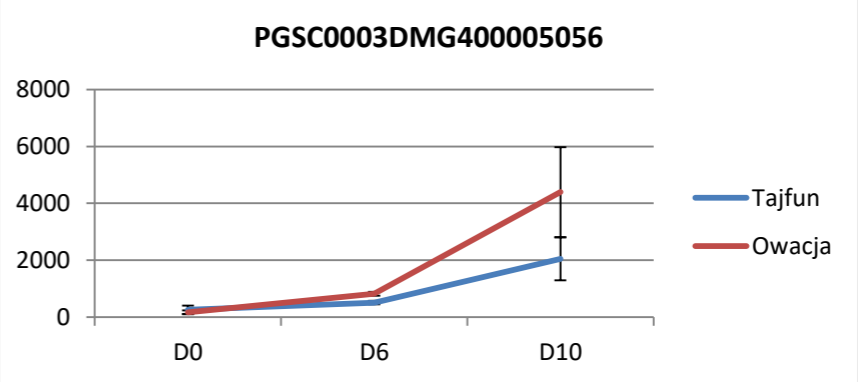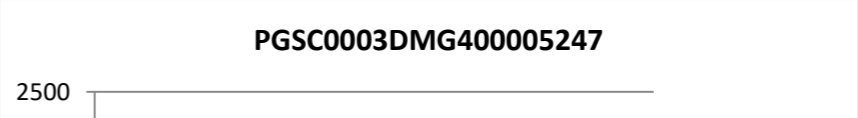

PGSC0003DMG400005731

1774 7064,7 5801,33 1082 1407,3 1202,7 207,18 1313,2 1218,1 378,48 303,16 356,23

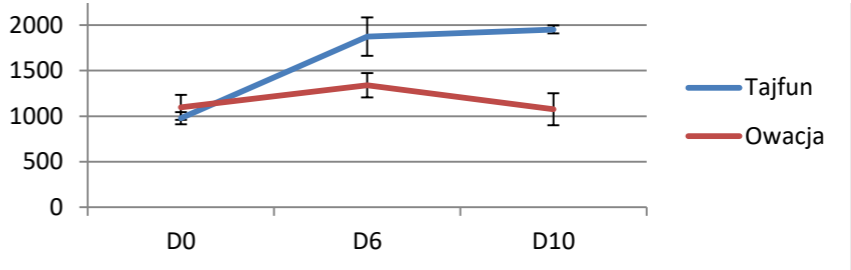

PGSC0003DMG400005731

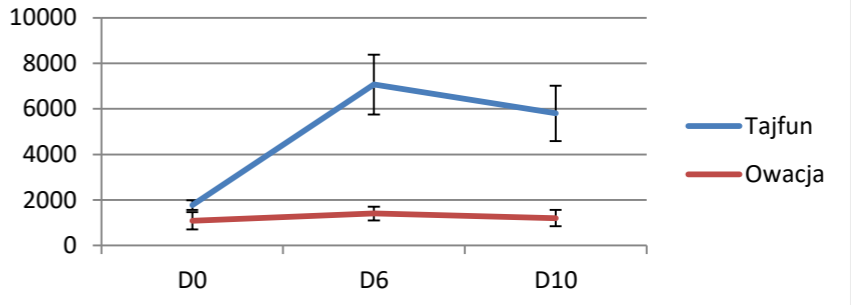

PGSC0003DMG400005738

1267,33 7583,3 6865,67 1076,67 5153,3 3842 143,34 307,56 227,5 403,39 926,51 397,14

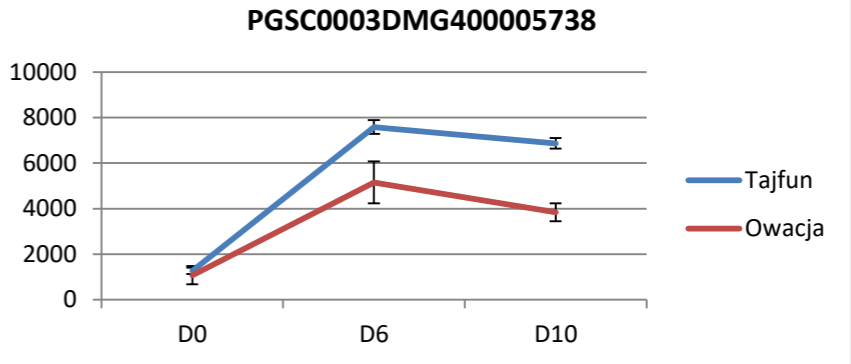

PGSC0003DMG400005738

PGSC0003DMG400005917

39,33 164,67 146,67 41,33 84,67 28,67 9,45 31,01 56,86 13,01 43 12,22

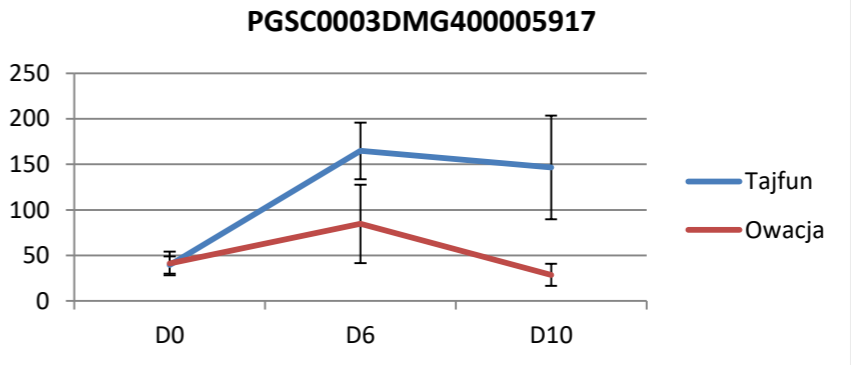

PGSC0003DMG400005917

PGSC0003DMG400006221

172,67 605,33 1731,33 190,67 899,33 2574,7 18,58 43,1 952 31,9 46,92 100,03

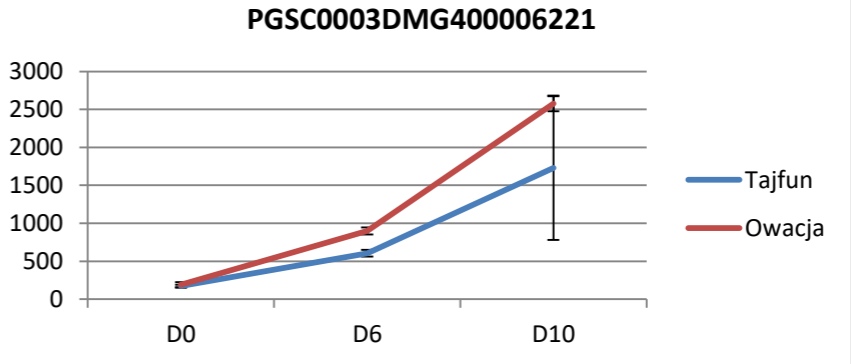

PGSC0003DMG400006221

PGSC0003DMG400006295

276,67 692 810,67 170,67 427,33 438 28,31 160,34 178,58 72,92 86,03 108,06

PGSC0003DMG400006295

PGSC0003DMG400006555499,339021030,6749212341447,38180,52171,612287461,33

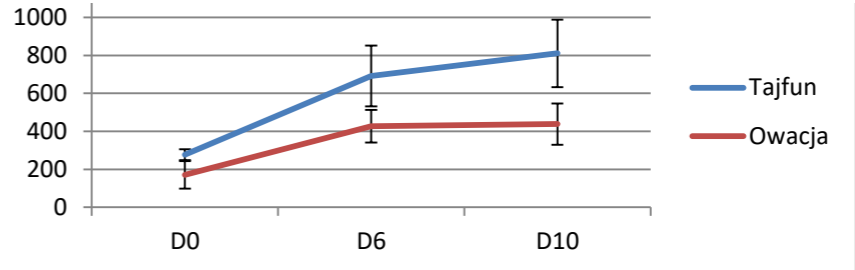

PGSC0003DMG4000066619977,3313248971940480884990155544493,519346186832446,8300013552,95

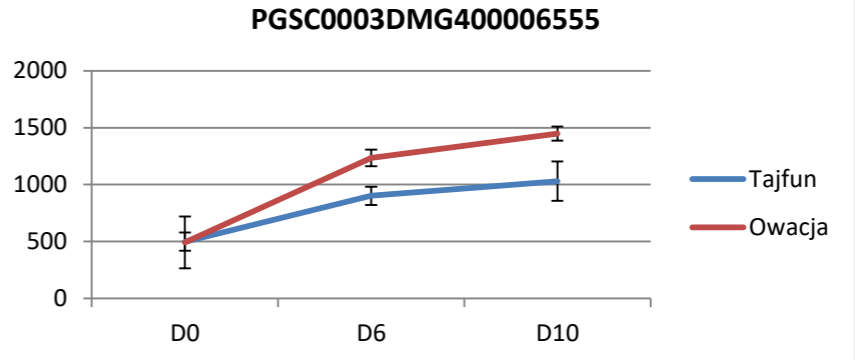

PGSC0003DMG4000067683922,3315150282354427,3322246544331140,42267,68845,5848,221518,43901,78

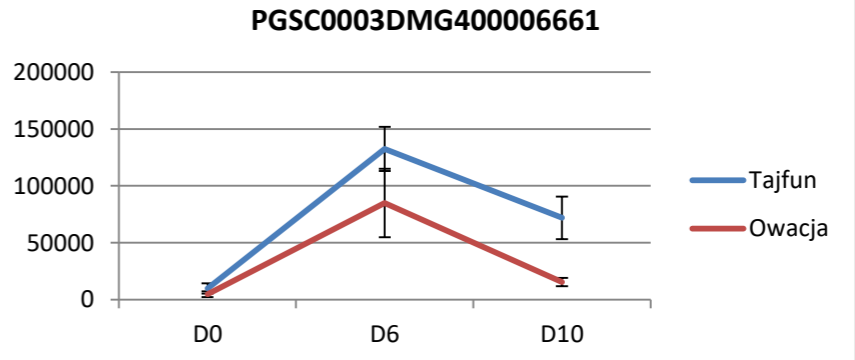

PGSC0003DMG400006784537,331710,71311,33496,671108,7710,67179,29362,6267,33202,53132,0850,21

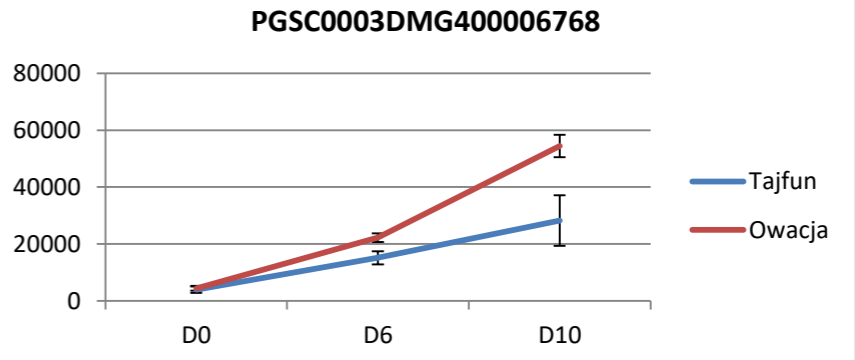

PGSC0003DMG4000072001352,674693,35872,671049,332567,31878,7775,391308,91760,3430,35926,59682,17

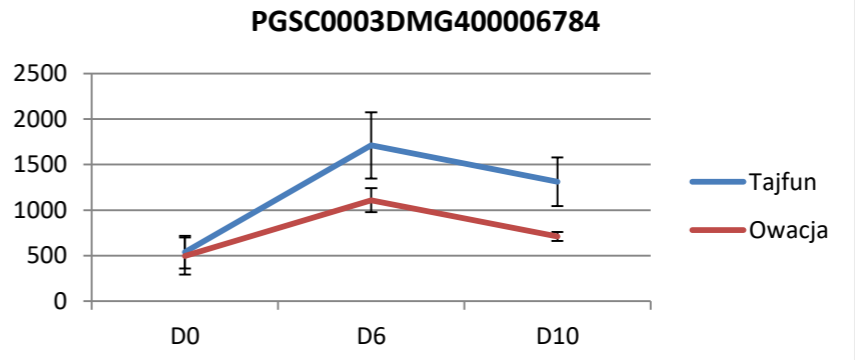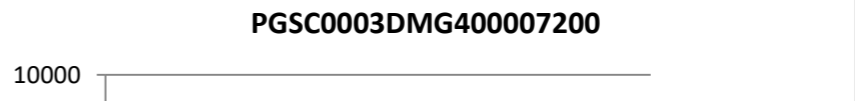

PGSC0003DMG400007373876450410660,78746471,316332294,69951,174672,7135,541238,91958,12

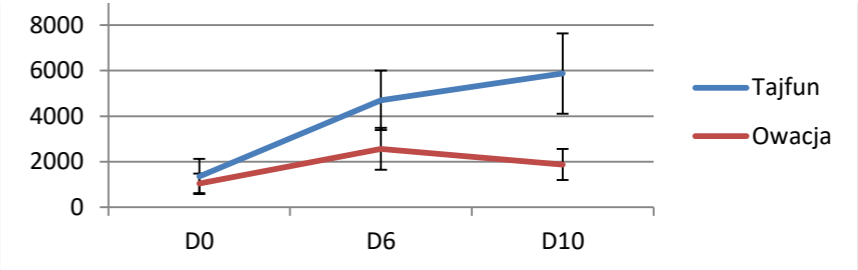

PGSC0003DMG400008148289,33107574875,33200,6772901746101,2422301300,520,23582463,13

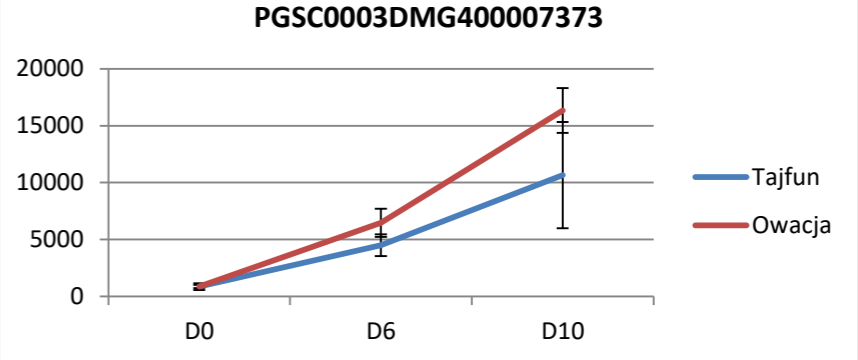

PGSC0003DMG4000081762345652,73389,33177,334144,71208,774,651047,7742,1821,94327,78355,18

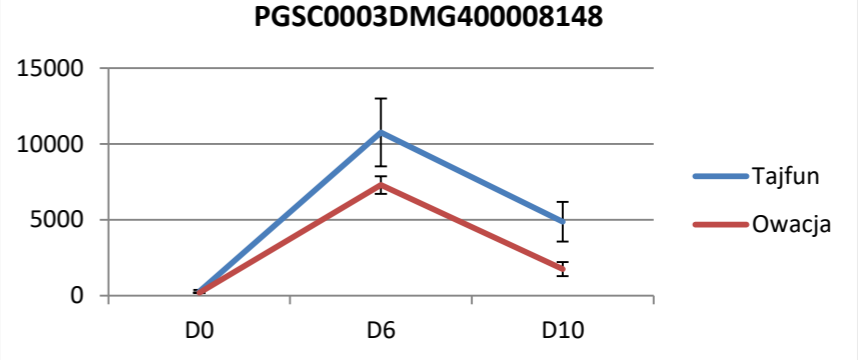

PGSC0003DMG40000834844814462620,67334,672429,3395240,454741384,872,01252,46281,57

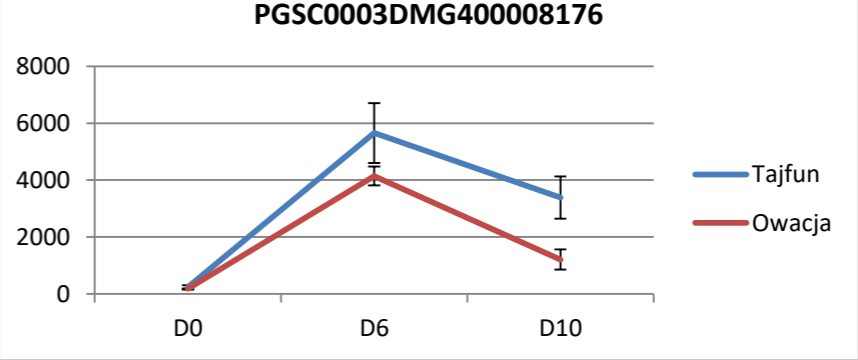

PGSC0003DMG40000843477,33290332,6734,67151,33748,6718,1582,4971,730,0957,87273

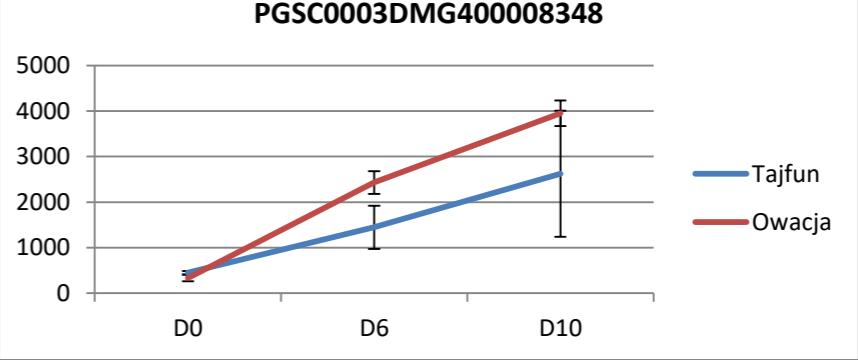

PGSC0003DMG400008434

1200

PGSC0003DMG400008497

0,67 485,33 408,67 2 128 27,33 1,15 127,03 346,89 3,46 49,76 18,04

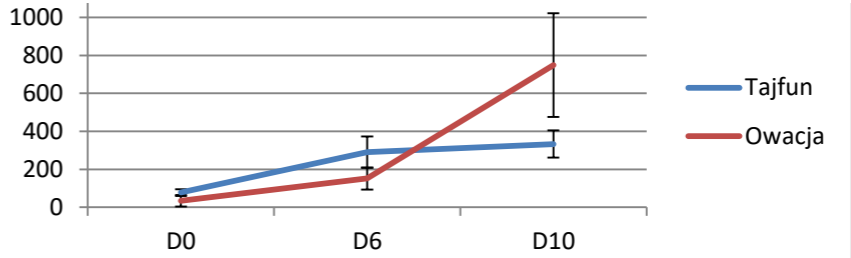

PGSC0003DMG400008497

How the deposited data were processed for this re-analysis (not part of the article)

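Leaf RNA of the potato cultivars Gwiazda, Oberon, Tajfun and Owacja was sequenced on days 0, 6 and 10 of a drought experiment, in 3 biological replicates for each of the 12 groups, 36 libraries in all. Gwiazda and Tajfun are the drought-tolerant cultivars, and each was compared with the drought-sensitive cultivar of its pair, Oberon and Owacja. Samples were assigned to groups from the sample labels and the paper, and none was left without a group. The paper states that reads were mapped to the PGSC pseudomolecules of the potato genome with TopHat2, that reads per transcript were estimated with Flux Capacitor, that isoforms were summed per gene, and that the authors tested 1 pair of groups at a time with DESeq.

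The authors deposited 18 tables of such comparisons. The signal values are group means of normalized reads, which the authors made with a normalization of their own for each table and averaged over replicates before deposit. The fold change in the deposited tables is the ratio of the mean of the second group to that of the first, made by the authors, and its log2 was deposited beside it. The p-value and the adjusted p-value come from the authors' DESeq test, and the adjusted values in all tables equalled a Benjamini-Hochberg adjustment over the genes that have a p-value. No column holds the value of a single library, so no test across replicates, no SD and no repeat without 1 replicate could be made here. Levels from different tables carry the difference between their normalizations, and ratios were taken within a table.

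All calls rest on the authors' p-values and means. Genes were counted as changed or as different at an adjusted p below 0.05. The first-round selection followed the legend of Figure S4: a p above 0.05 between the cultivars on day 0, a p below 0.05 between them on day 6 and on day 10, and a p below 0.05 in the drought-tolerant cultivar for days 6 and 10 against day 0 with the same direction on both days. The mean in the drought-tolerant cultivar, from the table of days 0 and 10, had to be above 100 reads on day 10 for genes that rose and on day 0 for genes that fell. The p was taken without adjustment, as the paper names none, and a missing p on day 0 did not pass. Stable genes had a ratio between 0.8 and 1.2 in each comparison with day 0 and between cultivars, and a day 0 mean above 100 reads in all cultivars.

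For the change of a cultivar difference between days, a standard error was recovered from each authors' p-value as the log2 ratio divided by the normal quantile of that p, and the change between 2 tables without a common library was tested with the errors added in quadrature. Genes with a p above 0.9 took the median error of the genes nearest in mean. The normal form is an approximation to the authors' test. The 44 tests of the genes of Figure S5B were adjusted together by the Benjamini-Hochberg method. Shared genes of the selections were tested with Fisher's exact test, one-sided. Correlations across genes are Spearman's and Pearson's over genes with means above 100 reads in every group of the pair, and are given without a p. The main rules and these tests were tested on simulated tables with 200 genes changed. Before the change, both cultivars had the day 0 means above 100 reads of the drought-tolerant cultivar. The spread between libraries was a set value, the same in all groups, and not that of the real tables. In the simulated tables 1 unchanged gene of 13634 for Gwiazda and Oberon and 2 of 13750 for Tajfun and Owacja were selected. The change test passed 4.66% and 5.05% of unchanged genes at a p of 0.05. The simulated p came from a normal statistic with the known error, so that error was recovered by construction. This rate therefore does not check the recovery of errors from the p of the authors' test.

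The genes named were fixed before the data were examined, as were the selection rules and all alternatives except those described as chosen after the data were seen. They are the genes of Figure S5B, RAB18 and cyclophilin, the genes of Figure S6, and in each selected list the 1 gene with the largest mean log2 ratio between the cultivars on days 6 and 10 among genes with a mean above 0 in all groups. Values of the genes of Figure S5B and Figure S6 and of the selected lists could already be seen in the paper. Gene names were taken from the paper. An annotation table of another assembly was compared with the gene identifiers, and 0 of 25289 matched, so no coordinates are given.

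Alternatives covered the adjustment of p, a stricter adjusted p of 0.01, a 2-fold minimum, a minimum mean of 10 or 1000 reads or none, a difference on either drought day, the direction between the cultivars, day 0 means within 1.5-fold, the direct test of the change, the bounds of stable genes, the means of another table and, chosen after the data were seen, the direction of the ratios of stable genes. Table S1 of the paper was used only for the 153 of 594 genes that could be read. Depth per library was taken from Table S4 of the paper, since the deposited tables hold no read counts. The RT-PCR, physiological and Arabidopsis experiments of the paper were not analysed here. Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9.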

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

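Of the tests in this part, the comparison of cyclophilin within and between the pairs was chosen only after the result was seen.

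The nitrate transporter and lipid transfer protein genes moved apart in the cultivars of 1 pair. From day 0 to 10 the log2 ratio of Tajfun to Owacja fell by 2.47 for the nitrate transporter gene and rose by 1.58 for the lipid transfer protein gene, and both changes were past an adjusted p of 0.05 in a direct test of the change. The nitrate transporter gene fell in Tajfun and had a higher mean in Owacja under drought, and the lipid transfer protein gene rose in Tajfun and had a lower mean in Owacja, although neither change in Owacja was past a p of 0.05. Of the 24 combinations of Figure S5B these 2 had log2 changes of opposite sign in the cultivars of a pair, with a difference past the threshold on both drought days. The log2 change of the lipid transfer protein gene in Owacja was small, -0.07 on day 6 and -0.13 on day 10. The authors normalized each table separately. A shift of 1 group against the other in a single table would show as a gap between 2 values from different tables. These are the difference of the 2 responses and the change of the cultivar ratio. The largest such gap over both genes and both days was 0.0192 on the log2 scale. This argues against a disagreement between the separate normalizations as the source. A group misplaced alike in all its tables would leave no gap, so this test cannot decide on that. Reads shared with related genes, an allele of 1 cultivar that maps poorly to the reference and a difference in drought tolerance were not tested and stay open. Both genes were picked by the paper from these libraries.

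Cyclophilin, the control of the paper's RT-PCR experiments, rose by day 10 in Gwiazda and Oberon and not in Tajfun and Owacja. The authors' means in the deposited tables of days 0 and 10 were 18428 and 15452 reads on day 0 and 43767 and 35303 on day 10 in Gwiazda and Oberon, and 63685 and 56280 on day 0 and 62576 and 48485 on day 10 in Tajfun and Owacja. The pairs were thus further apart on day 0 than on day 10, although levels of separately normalized tables are set side by side here. The log2 change of cyclophilin from day 0 to 10 was 1.25 in Gwiazda and 1.19 in Oberon, and -0.03 in Tajfun and -0.22 in Owacja. The change in Gwiazda was higher than that in Tajfun by 1.27 (standard error 0.49) and the change in Oberon higher than that in Owacja by 1.41 (standard error 0.45), with adjusted values of 0.0202 and 0.00757 over 4 normal tests on the errors recovered from the authors' p. A shift of all genes in the tables of Gwiazda and Oberon would move the other genes as far as cyclophilin. Genes with a mean above 1000 reads had a median log2 change by day 10 of 0.113 in Gwiazda and 0.111 in Oberon. The change of cyclophilin was 1.25 (standard error 0.32) and 1.19 (standard error 0.28), which argues against such a shift. The authors' normalization centres each table, so the rise is one relative to the other genes. A change that the centring removed from all genes cannot be seen. The changes by day 10 within a pair differed by 0.0559 (standard error 0.43) for Gwiazda and Oberon and by 0.19 (standard error 0.52) for Tajfun and Owacja. On day 6 Owacja had fallen by 0.76 (the authors' p = 0.0386, adjusted p = 0.128), and the log2 ratio of Tajfun to Owacja was 0.63 on that day (the authors' p = 0.00270, adjusted p = 0.0330), after 0.02 on day 0. A difference between the pairs in how the plants were grown or sequenced and a difference in their genetic background cannot be told apart, because each pair has its own parents and the labels give no batch. Reads from other members of the cyclophilin family could add to this gene and were not separated.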

How the results depend on the processing

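The alternatives in which the cultivar roles were exchanged, a finite fold change was required, days 6 and 10 were compared for stable genes or their ratios were taken as drought-tolerant over drought-sensitive were chosen only after the data were seen.

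No correlation across genes reversed its sign. Counts, lists and single genes were compared by size or threshold only, which cannot show a reversal. No paired analysis was possible because the deposited tables hold group means only and carry no replicate numbers. Repeats without 1 replicate and count models were not run for the same reason. The cause of a change with a setting was not tested, except where the setting itself makes the rule stricter or wider.

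With unadjusted p in place of adjusted p, genes changed within a cultivar numbered 5343 (Gwiazda, days 0 and 6), 5704 (Gwiazda, days 6 and 10), 4518 (Oberon, days 0 and 6), 2924 (Oberon, days 6 and 10) and 5115 (Tajfun, days 6 and 10), and genes different between cultivars on days 0, 6 and 10 numbered 2800, 2334 and 2621 in Gwiazda and Oberon and 3302, 4493 and 5876 in Tajfun and Owacja. At an adjusted p below 0.01 the same comparisons gave 2224, 2156, 1627, 452 and 1581 within cultivars, and 579, 324 and 546 and 750, 1418 and 1966 between them. The other 7 of the 12 counts within cultivars stayed within 1.5 times under both thresholds. A 2-fold minimum, a minimum mean of 10 reads and an adjustment over genes above that mean left all 18 counts within 1.5 times.

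The first-round lists, given as genes that rose and fell in Gwiazda and then in Tajfun, held 8, 13, 105 and 71 genes with adjusted p, 587, 728, 1562 and 1434 with a difference on either drought day, and 42, 39, 88 and 129 with the change from day 0 tested directly. The direct test replaced the steps that compare the cultivars on each day, including day 0, so it admitted other genes. Of its genes, only 2, 14, 40 and 57 were in the main lists. A minimum of 1000 reads left 30, 30 and 159 genes in the first 3 lists and a 2-fold minimum left 36 genes that rose in Gwiazda and 51 and 63 in Tajfun. Day 0 means within 1.5-fold left 32 genes that rose in Gwiazda. With the direction between the cultivars required, 161 genes that rose and 119 that fell were left in Tajfun, and with roles exchanged 33 genes fell in Oberon. No minimum, a missing p counted as equal and a finite fold change left all 4 lists within 1.5 times. Of the 24 combinations of Figure S5B, adjusted p left 14, and a difference on either drought day and the means of another table each left all 24.

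The stable genes numbered 871 with ratios of 0.67 to 1.5 and 10 with a minimum of 1000 reads. With the ratios between cultivars as drought-tolerant over drought-sensitive they numbered 15, against 16 with the ratios as deposited. With adjusted p the 2 pairs shared 1 gene that rose (Fisher's exact test, p = 0.0332) and 0 that fell, and with a difference on either drought day they shared 185 and 193. With a minimum of 1000 reads, rho between day 0 and drought days fell to 0.356 for Gwiazda and Oberon on day 10 and to 0.321 and 0.304 for Tajfun and Owacja on days 6 and 10. With the authors' adjusted p the change of cyclophilin on day 6 was no longer past 0.05 in Oberon (log2 change 0.97, the authors' adjusted p = 0.176) and Owacja (log2 change -0.76, the authors' adjusted p = 0.128). Precision was limited most in the tables with Oberon on day 6, where the standard errors were largest.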

Differences from the paper's values

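No test of a cause was made in this part, and the 3 settings named below as such were chosen only after the values were seen.

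The paper reports 8 genes with stable expression, and 16 met the rule of Figure S4 here, including all 8 of the paper's. Among the alternatives set before the data were examined, a minimum of 1000 reads gave 10 genes, within 1.5 times the paper's number, but held 3 of the paper's 8. Ratios of 0.67 to 1.5 gave 871, and no minimum and an added p above 0.05 each gave 16. With days 6 and 10 compared as well, a setting chosen after seeing the values, 12 genes were stable, and 1 of the paper's 8 was dropped. The ratios between cultivars were used as deposited, Oberon over Gwiazda and Tajfun over Owacja. Taken as drought-tolerant over drought-sensitive, also chosen after seeing the values, they gave 15 genes and dropped 2 of the paper's 8.

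The paper's 66 genes for Gwiazda up were 67 here. The further gene has a mean of 0 in Gwiazda on day 0 and so no finite fold change. With a finite fold change required, a setting chosen after seeing the values, the count was 66, with the other 3 lists equal to the paper's 68, 261 and 199 as they were without it.

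The paper describes its first-round lists as genes up or down in the drought-tolerant against the drought-sensitive cultivar. In the lists made here, 16 of 67 genes of the up list of Gwiazda were lower than in Oberon on both drought days and 85 of 261 of the up list of Tajfun were lower than in Owacja. Of the down lists, 3 of 68 and 63 of 199 genes were higher in the drought-tolerant cultivar on both days. Most genes of each list, 48, 64, 161 and 119, lay on the side the paper gives, as did all 24 combinations of Figure S5B.

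For CAP160 the paper states a much weaker induction in the drought-sensitive cultivars. The log2 change by day 6 was 7.58 in Gwiazda against 8.64 in Oberon, and 9.28 in Tajfun against 9.59 in Owacja. On day 10 it was higher in Tajfun than in Owacja, at 7.49 and 6.99, and lower in Gwiazda than in Oberon, at 5.34 and 6.75. The level of CAP160 under drought was higher in the drought-tolerant cultivars on both days in both pairs.

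The paper gives RAB18 as absent on day 0 by RT-PCR, and the authors' means in the deposited tables of days 0 and 10 were 57.4 to 131 normalized reads on day 0. The paper describes its level as steady through the drought in Oberon and steady after day 6 in Owacja. In the authors' deposited tables of days 6 and 10 the mean fell by 1.17 on the log2 scale in Oberon (the authors' p = 0.0160, adjusted p = 0.211) and by 1.20 in Owacja (the authors' p = 0.111, adjusted p = 0.281). The paper gives a fall after day 6 in Gwiazda and a slight one in Tajfun, and the means fell by 1.04 (the authors' p = 0.153) and by 0.30 (the authors' p = 0.276) in the authors' deposited tables. No fall was past an adjusted p of 0.05.

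The paper gives 3 replicates for each group, and the weights of the group means in the 3 tables with Oberon on day 10 are those of 2 libraries for that group. The paper's Table S1 heads its values as relative to the library total, and all 908 means outside Oberon on day 10 that could be read equalled, within 0.05, a whole number divided by 3. By chance 30.0% would if all were printed with decimals, but some large means are printed as whole numbers and match by rounding. In Table S4 the paper prints 74.3% of reads mapped for the third replicate of Tajfun on day 10, where its own read numbers give 78.5%. The paper used cyclophilin as a control gene, and its ratios lay outside 0.8 to 1.2 in 7 of 14 comparisons.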

Other observations

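In this part the tests of prior differences between the cultivars, of the 2 libraries of Oberon on day 10 as a source of its low count against Tajfun and Owacja, of the spread on day 10, of the day called equal, of the depth on day 0, of the shared response on day 10, of CAP160 and of the Gwiazda library with many reads at several loci were chosen only after the result was seen.

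Fewer genes differed between Gwiazda and Oberon than between Tajfun and Owacja on both drought days. Differences that were there before drought would give the same ratio of the counts on day 0, which was 1.31, against 3.78 on day 6 and 3.81 on day 10, so they are not the whole source. Without the adjustment of p the ratios were 1.18, 1.93 and 2.24. On day 6 the median standard error in Gwiazda and Oberon was 1.81 times that in Tajfun and Owacja, which is what a larger spread between libraries needs. The SD of the log2 ratios over genes, which includes the error, was 0.587 against 0.468. The low count of day 6 may therefore come from the spread between libraries. On day 10 the errors of the pairs were alike, with a ratio of 0.976, and the SD of the log2 ratios was 0.482 in Gwiazda and Oberon and 0.690 in Tajfun and Owacja, so the spread is argued against on that day. The loss of a library in Oberon on day 10 is argued against as the whole source, since it would act through larger errors, and the same ratio of 0.976 shows none on that day. The relationship between the cultivars, which the paper names, and a difference in the course of drought between the pairs stay open and were not tested.

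In Oberon 805 genes changed between days 6 and 10, against 3419 in Gwiazda. The median standard error of that comparison was 1.68 times the one of Gwiazda, while 2 libraries in place of 3 in 1 group would give 1.12, so the number of libraries is not the whole source. The log2 changes themselves had nearly the same SD over genes, 0.809 in Oberon and 0.821 in Gwiazda. These SDs include the error, which was larger in Oberon, so smaller changes in Oberon are not excluded and stay open.

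The 3 tables with Oberon on day 6 had the largest standard errors. An exchange of 1 library between Gwiazda and Oberon on day 6 would bring reads of genes present in only 1 of them into the other. Over 27 such genes, the median level in the absent cultivar was 0% of the other's level, with a highest of 3.93%, which argues against an exchange. The Gwiazda library of day 6 with 19.8% of reads at several loci is argued against as well, since the error of Gwiazda between days 0 and 6 was 0.819 times that of Oberon. If the plants of Oberon had been at different stages of the response, genes that respond to drought would show more excess error than others. The excess in 1253 responsive genes was 0.961 times that in 640 unresponsive genes, so it was not larger. Genes with a p above 0.9 took their error from the genes nearest in mean, whether responsive or not. The test therefore cannot exclude plants at different stages. In the paper's Table S4 the second replicate of Oberon on day 6 has the lowest share of mapped reads of all libraries, 67.9%, beside 73.6% and 74.1% in the others of its group. Whether the quality of that library made the spread was not tested, since the tables hold no value per library, and it stays open.

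In Tajfun and Owacja the total of normalized reads was higher on day 0 than under drought. The 20 most abundant genes took 15.8% of the total on day 0 and 6.70% on day 10 in Tajfun, and 15.9% and 6.71% in Owacja. Without them the ratio of the totals fell from 1.24 to 1.12 in Tajfun and from 1.21 to 1.09 in Owacja. A few abundant genes are thus part of the pattern and not the whole of it. More reads per library on day 0 are argued against as the whole source, since the mean number of mapped reads in the paper's Table S4 was at most 1.05 times that of day 6 or 10 in these cultivars, while the totals differed by 1.21- to 1.31-fold. A shift of many genes of middle level was not tested and stays open.

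Selecting genes equal on 1 day and different on the 2 others can give genes by the thresholds alone. With day 0 as the equal day 417 genes of Gwiazda and Oberon passed, with day 6 397 and with day 10 322. The ratio of the first to the second was 1.05, but larger errors on day 6 (a median of 0.391, against 0.287 on day 0 and 0.289 on day 10) by themselves make more genes equal on that day. The ratio to day 10, where the errors were like those of day 0, was 1.30. The thresholds alone and a real excess cannot be told apart in this pair, because the errors of the days differ and the 2 ratios point to different answers. In Tajfun and Owacja 1334, 504 and 491 genes passed. The ratio was 2.65 to day 6 and 2.72 to day 10, where the errors were again like those of day 0 (0.296 and 0.292), which argues against the thresholds as the whole source there. Whether the excess reflects drought or another difference between day 0 and later days was not tested, since no well-watered plants of days 6 and 10 are among the samples.

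If drought-tolerant cultivars shared a response that sensitive cultivars lack, the responses of the sensitive Oberon and Owacja would be at least as alike as those of Oberon and the tolerant Tajfun. Across 10770 genes Spearman's rho on day 6 was 0.583 for Oberon and Owacja and 0.705 for Oberon and Tajfun, a difference of -0.122 (-0.138 to -0.111 over 100 draws of genes), and 0.678 for Gwiazda and Tajfun and 0.693 for Gwiazda and Owacja. A response common to the tolerant cultivars, over all genes, is argued against for day 6. On day 10 Owacja had the lower rho with both cultivars of the other pair, 0.695 with Oberon and 0.651 with Gwiazda, against 0.791 and 0.774 for Tajfun, so the order of these values does not bear on tolerance. The sum of rho over the 2 comparisons of like cultivars minus the sum over the 2 of unlike cultivars, in which a low rho of 1 cultivar with both others cancels, was 0.0273 on day 10 (0.0208 to 0.0370). This is too small to decide, and a common response on day 10 stays open. Genes are not independent replicates, so the ranges cover the choice of genes only.

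A change of the tolerant to sensitive ratio that both pairs share would give a positive correlation of that change between the pairs. From day 0 to 6 rho across the same genes was -0.295 (-0.323 to -0.273), the opposite sign, and from day 0 to 10 it was 0.118 (0.10 to 0.146). A shared change over all genes is argued against for day 6. A candidate explanation of the negative sign is that the tolerant cultivar of 1 pair and the sensitive cultivar of the other responded more strongly. The change in Gwiazda and Oberon would then follow the response of the other pair, and its rho with that response was 0.00378 (-0.0167 to 0.0248), which argues against it. No biological explanation of the sign was tested further.

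CAP160 was higher in the drought-tolerant cultivars under drought, and a stronger induction in them is a candidate explanation. The largest of the 4 changes of the log2 ratio from day 0 was 0.52, with a standard error of 0.85, and the 3 others were negative and also within their errors. A stronger induction and a higher level that was there on day 0 cannot be told apart, because the errors of these changes are wide. The source of the wide errors was not tested.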
